# Identification and characterization of cold-responsive microRNAs in tea plant (*Camellia sinensis*) and their targets using high-throughput sequencing and degradome analysis

**DOI:** 10.1186/s12870-014-0271-x

**Published:** 2014-10-21

**Authors:** Yue Zhang, Xujun Zhu, Xuan Chen, Changnian Song, Zhongwei Zou, Yuhua Wang, Mingle Wang, Wanping Fang, Xinghui Li

**Keywords:** *Camellia sinensis*, MicroRNA, Cold-response, Microarray, Target identification

## Abstract

**Background:**

MicroRNAs (miRNAs) are approximately 19 ~ 21 nucleotide noncoding RNAs produced by Dicer-catalyzed excision from stem-loop precursors. Many plant miRNAs have critical functions in development, nutrient homeostasis, abiotic stress responses, and pathogen responses via interaction with specific target mRNAs. *Camellia sinensis* is one of the most important commercial beverage crops in the world. However, miRNAs associated with cold stress tolerance in *C. sinensis* remains unexplored. The use of high-throughput sequencing can provide a much deeper understanding of miRNAs. To obtain more insight into the function of miRNAs in cold stress tolerance, Illumina sequencing of *C. sinensis* sRNA was conducted.

**Result:**

Solexa sequencing technology was used for high-throughput sequencing of the small RNA library from the cold treatment of tea leaves. To align the sequencing data with known plant miRNAs, we characterized 106 conserved *C. sinensis* miRNAs. In addition, 215 potential candidate miRNAs were found, among, which 98 candidates with star sequences were chosen as novel miRNAs. Both congruously and differentially regulated miRNAs were obtained, and cultivar-specific miRNAs were identified by microarray-based hybridization in response to cold stress. The results were also confirmed by quantitative real-time polymerase chain reaction. To confirm the targets of miRNAs, two degradome libraries from two treatments were constructed. According to degradome sequencing, 455 and 591 genes were identified as cleavage targets of miRNAs from cold treatments and control libraries, respectively, and 283 targets were present in both libraries. Functional analysis of these miRNA targets indicated their involvement in important activities, such as development, regulation of transcription, and stress response.

**Conclusions:**

We discovered 31 up-regulated miRNAs and 43 down-regulated miRNAs in ‘Yingshuang’, and 46 up-regulated miRNA and 45 down-regulated miRNAs in ‘Baiye 1’ in response to cold stress, respectively. A total of 763 related target genes were detected by degradome sequencing. The RLM-5′RACE procedure was successfully used to map the cleavage sites in six target genes of *C. sinensis*. These findings reveal important information about the regulatory mechanism of miRNAs in *C. sinensis*, and promote the understanding of miRNA functions during the cold response. The miRNA genotype-specific expression model might explain the distinct cold sensitivities between tea lines.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-014-0271-x) contains supplementary material, which is available to authorized users.

## Background

MicroRNAs (miRNAs) are a class of non-coding RNAs, approximately 19 ~ 21 nucleotides (nt) long, that function as post-transcriptional regulators in eukaryotes [1]. The miRNA gene is processed by Dicer-like proteins into a stem-loop miRNA::miRNA* duplex, after transcription by Pol II or Pol III enzyme into primary miRNA [2]. The miRNA::miRNA* duplex is then cleaved and transported from the nucleus into the cytoplasm. Single stranded miRNA then joins with Argonaute (AGO) to form an RNA-induced silencing complex (RISC) [3]. Finally, the RISC down-regulates targets by either cleaving the target mRNAs or repressing translation [4]. Plants miRNAs have important functions in response to biotic and abiotic stresses [5]. In recent years, numerous miRNAs have been identified in plant genomes [6], suggesting that the identification of their target RNAs is essential for the functional analysis of miRNA.

Cold stress negatively affects plant growth and development by causing tissue injury and delayed growth, which significantly restrict the spatial distribution of plants and productivity of economic crops [7]. Besides transcriptional regulation, miRNAs are also involved in cold-responsive gene regulatory networks. Sunkar and Zhu [8] showed that the expression levels of miR393 and miR319c are up-regulated by cold treatment. Microarray analysis revealed that approximately 17% of *Arabidopsis* miRNAs are up-regulated in response to low temperature at early stages of cold treatment [9]. The abundance of miR169 and miR172 in *Arabidopsis* challenged with cold stress was determined via a computational, transcriptome-based approach and microarray analysis [10,11]. Solexa sequencing analysis showed that the expression levels of three conserved miRNAs (miR169e, miR172b, and miR397) and 25 predicted miRNAs exhibit significant changes in response to cold stress in *Brachypodium* [12]. Cold resistance of the plant depends on different regulatory gene expression types related to physiology, metabolism, and growth [13]. In rice, 18 cold responsive rice miRNAs were identified using microarrays, and the members of the miR171 family showed diverse expression patterns [14]. Deep sequencing led to the identification of 30 cold responsive miRNAs in *Populous tomentosa* [15]. Although miRNAs have been extensively studied in *Arabidopsis* and other plant species, no systematic examination of miRNA has been performed on *C. sinensis*. Prabu [16] and Das [17] identified numerous conserved miRNAs and their targets in *C. sinensis* through in silico analysis. Six novel small RNA candidates were isolated and cloned; the small RNAs were validated through expression analysis in young and old leaves, during non-dormant and dormant growth phases of *C. sinensis* [18]. However, further study is needed to elucidate the functions of miRNAs at a genome-wide level in response to cold stress in *C. sinensis*.

Tea plant (*C. sinensis*) is one of the most important commercial beverage crops in the world. Cold stress may negatively affect the growth, development, and spatial distribution of tea plant, decreasing its yield and quality. Generally, cultivar specific expression exhibits strong relevance to the physiological functions of the corresponding cultivars [19]. Understanding cultivar-specific expression patterns of miRNA is necessary to gain insight into the functions of miRNA. Thus, ‘Yingshuang’ (YS, a cold-tolerant tea plant cultivar) and ‘Baiye 1’ (BY, a cold-sensitive tea plant cultivar) were chosen as two cultivars. In our study, high-throughput Solexa sequencing (Illumina Genome Analyzer) was employed to identify the *C. sinensis* miRNAs, which were responsive to cold stress, and 106 conserved miRNAs were obtained in the small RNA library. A selected number of cold-responsive and new miRNAs were then validated by Quantitative real-time polymerase chain reaction (qRT-PCR) combined with computational analysis. The identified miRNAs and their potential miRNA targets were predicted and confirmed by degradome sequencing. Abundantly conserved sequenced signatures were identified as the targets cleaved by conserved miRNAs, and novel miRNAs targeted different genes with various biological functions.

## Results

### High-throughput sequencing of small RNAs in tea plant

Tea plants were stored at 4°C and 28°C for 1, 4, 8, 12, 24 and 48 h, respectively. A small RNA library of tea leaves, which was generated from a mixture of total RNAs from each cold-treatment stage, was subjected to high-throughput sequencing by the Illumina platform. Raw sequences were first subjected to an Illumina Pipeline filter provided by the supplier (Solexa 0.3). A total of 9,700,042 raw reads, representing 3,145,122 distinct sequences, were obtained. Reads without small RNA sequences, ranging from 15 nt to 30 nt in length, were filtered (Figure 1). The majority of the RNA sequences ranged from 19 nt to 25 nt in size. The most abundant small RNAs in the library were 24 nt long. The distribution of 24 nt small RNAs was approximately 45.96% and 69.67% in the total and unique sequences, respectively, whereas the distribution of 21 nt small RNAs in the total and unique sequences was approximately 13.68% and 5.67%, respectively. A total of 1,319,524 clean reads were obtained from the tea plant, including Rfam, rRNA, tRNA, snoRNA, snRNA, miRNA, other ncRNA, and repeats (Table 1). These clean reads were obtained by removing adaptor/acceptor sequences, filtering low quality tags, and cleaning the contaminants formed by adaptor-adaptor ligations and shorts RNAs less than 15 nt.

**Figure 1:**
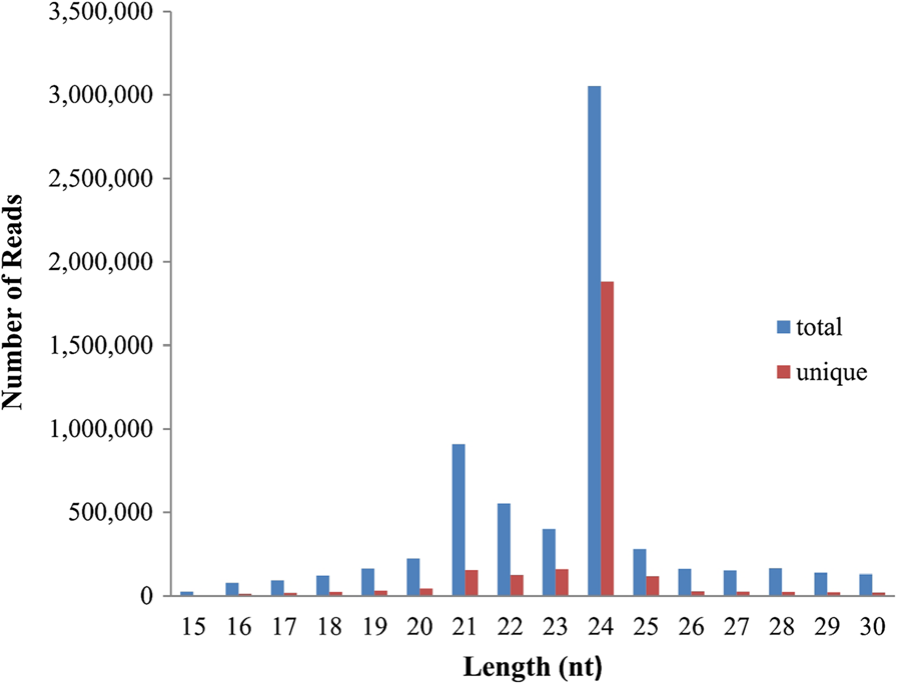
**Length distribution of small RNA sequences obtained in the tea plant libraries.**

**Table 1:** **Distribution of small RNAs among different categories**

**RNA category**	**Counts**	**Percent (%)**	**Unique**	**Percent (%)**
Rfam	635584	48.17	70542	45.93
rRNA	393836	29.84	40951	26.66
tRNA	155847	11.81	13397	8.72
snoRNA	15579	1.18	3799	2.47
snRNA	10881	0.82	3615	2.35
other ncRNA	73742	5.59	12972	8.45
repeats	34055	2.58	8317	5.41
total	1319524	100.00	153593	100.00

Rfam(V 10.0) ftp://ftp.sanger.ac.uk/pub/databases/Rfam/9.1/ repeat-repbase (V13.12) http://www.girinst.org/repbase/update/index.html.

### Conserved miRNAs in tea plant

To identify the conserved miRNAs in tea plant, we compared our dataset with known plant miRNAs, such as miRNA precursors and mature miRNAs, in miRBase 19.0 by miRAlign. Following the BLASTN searches and further sequence analysis, 106 unique sequences belonging to 25 families in the small RNA library were found to be orthologs of known miRNAs from other plant species, which were previously deposited in the miRBase database (Additional file 1: Table S1). Moreover, 57 miRNA*s were identified, which are considered to be strong evidence of bona fide miRNAs [20]. Previous studies have predicted some miRNAs in tea plant. Six conserved miRNAs (csn-miR156a, csn-miR164, csn-miR169, csn-miR171a, csn-miR399, and csn-miR408) were identified and verified to those reported previously [16,17,21,22].

The number of different conserved miRNA family members was analyzed. The majority of the 25 miRNA families contained several members, and two families (miR166 and miR171) possessed multiple members, with 17 and 10 members, respectively, whereas seven miRNA families had only one member (Figure 2). The frequency of diverse members sequenced from the same or different miRNA families also varied drastically, ranging from one to 159,305 times. Among the 25 identified conserved csn-miRNAs, six miRNAs (csn-miR166a-1, csn-miR166a-2, csn-miR166a-3, csn-miR166a-4, csn-miR166a-5, and csn-miR166a-6) had the most reads, reaching up to 159,305. Moreover, four miRNA families were represented in tens of thousands, whereas some miRNAs (e.g., csn-miR156d, csn-miR395b, and csn-miR396f) had only one read sequenced. This large discrepancy in the expression levels of csn-miRNAs, deduced from the number of reads sequenced, could reflect the divergence of potential functions during the different stages of cold stress.

**Figure 2:**
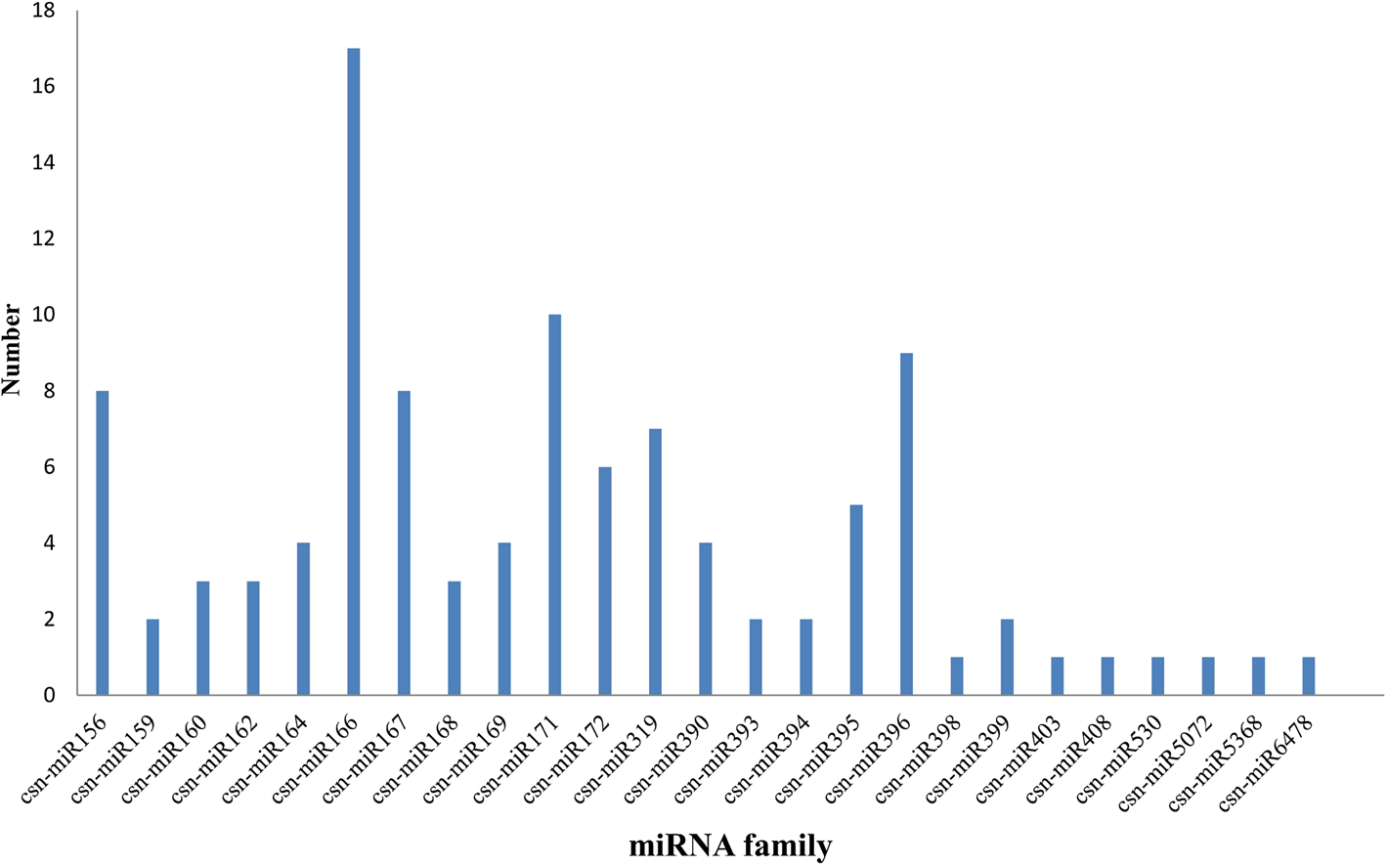
**Number of distinct members present in conserved miRNA fimilies in** ***C. sinensis*** **under cold stress.**

### Novel miRNAs in tea plant

In our study, the stem-loop structure of miRNA precursors was used to predict novel miRNAs, and the secondary structures of novel miRNA precursors were obtained by Mfold [23]. The secondary hairpin structures of the representative miRNAs are listed in Additional file 2: Figure S1. A total of 215 sequences were predicted to be potentially non-conserved miRNAs from the remaining unannotated sRNAs. Using updated plant miRNA annotation criteria [20], 98 sequences were recognized as novel miRNAs with high confidence and designated as novel *C. sinensis* miRNAs (Additional file 3: Table S2). The length of the mature miRNAs varied from 19 nt to 25 nt, with the majority being 24 nt long. Furthermore, the length of the novel miRNA precursors ranged from 72 nt to 264 nt, with an average length at 150 nt. The minimum free energy (MFE) of these novel miRNA precursors varied from −114.3 kcal mol^−1^ to −17.6 kcal mol^−1^, with an average of −61.79 kcal mol^−1^. The MFE index (MFEI) is a unique criterion to designate miRNAs. The MFEI is calculated by the equation: MFEI = (100 × MFE/L) / (G + C)% (L: the length of pre-miRNA). The sequence is most likely to be miRNA when the MFEI is more than 0.85 [24]. These novel miRNAs showed lower abundance levels, compared with the conserved miRNAs, which was consistent with previous studies [25-27]. The novel miRNAs showed different expression levels, and their normalized reads were from one to 1644. Thus, csn-smR30 (1644), csn-smR65 (794), and csn-smR80 (668) were the most abundant miRNAs. Most novel miRNAs were observed in less than 100 times, whereas 43 (43.89%) csn-smRNAs were sequenced in less than 10 times. The nucleotide bias at each position of the 98 novel identified miRNA (Additional file 3: Table S2) shoved that the first nucleotide of the new miRNA genes tended to be (U) in general. As expected, miRNAs are loaded to the RISC assisted by AGO1. Research has shown that AGO1 proteins have more affinity with uracil in the 5′ terminus of miRNA, thus resulting in cloned miRNA sequences with uracil nucleotide bias in the first position [28].

### miRNA microarray chip content and hybridization of arrays

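The chip was hybridized with leaf RNA of the cultivars YS (‘Yingshuang’) and BY (‘Baiye 1’) on 8 single-colour Cy3 arrays, with 1 array for the control at 28 °C and 1 array for each of 4, 12 and 24 h at 4 °C in each cultivar. Each condition is a single array without biological replicates, and this number limits the precision of every comparison. The 4 repeat spots of a probe are technical and give only the spread of its signal within an array. Each array held 15066 spots. Among them were 3228 miRBase probes and 283 tea plant probes with 4 spots each, and the 3511 sequences were all distinct. The authors deposited the scanner output, which gives the median brightness of each spot without background subtraction or normalization, and a table of normalized values with 1 value per probe and array. The scanner output was used as the starting point, and it held no background reading per spot. The median of the 146 empty control spots of each array was therefore subtracted. In YS this background was 41.88 in the control and 47.22, 46.86 and 45.09 at 4, 12 and 24 h. In BY it was 45.66 in the control and 41.7, 47.26 and 40.46 at the same time points. The mean of the 4 spots was then normalized by a loess curve with a span of 0.7, which set each array against the mean of the 8 arrays. The curve was fitted on the 130 probes with a detectable signal above 500 on all 8 arrays before normalization. Signals under 32 were set to 32 before log2 values were taken. The median normalized signal of the detected probes lay between 1692 in the YS control and 2191 in BY at 4 h. Before normalization the arrays differed in brightness. Over the probes detected on all 8 arrays, the mean log2 signal was highest in YS at 4 h (12.41) and lowest in BY at 24 h (10.89). The paper's text does not state what the spiked control probes are, but their names form series ending in P, M05 and M10. That M05 and M10 stand for probes with mismatches is an assumption, which neither the files nor the paper state. On every BY array the M05 and M10 probes stood at a median log2 ratio to their P probe between -1.18 and -1.01. This ratio was -1.66 in the YS control, -1.70 in YS at 4 h, -3.32 at 12 h and -2.35 at 24 h.

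**Figure D1:**
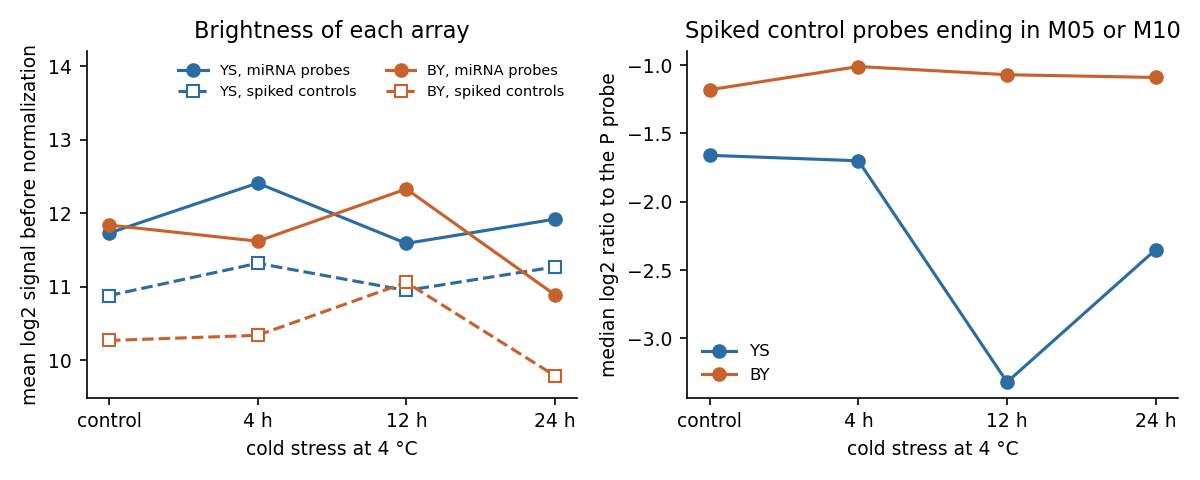
Left, mean log2 signal before normalization of the miRNA probes (filled circles) and of the spiked control probes (open squares) on each array of YS (blue) and BY (orange), against the cold treatment. Right, median log2 ratio of the spiked control probes ending in M05 or M10 to their P probe, which is lowest on the YS array at 12 h (-3.32) and stays between -1.18 and -1.01 on the BY arrays.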

Microarray-based hybridization was performed to analyze the expression of the newly identified miRNAs in tea plant. The sequences from miRBase (http://microrna.sanger.ac.uk/sequences/), and newly identified sequences in this study were used as probes for chip hybridization. The miRNAs showed different expression profiles under cold stress (4, 12, and 24 h) and non-treated conditions. 

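The profiles were compared by the log2 ratio of the normalized signal at each cold time point over that of the control of the same cultivar. Over the 295 probes detected on at least 1 of the 8 arrays, the median log2 ratio in YS was -0.12 at 4 h, -0.02 at 12 h and -0.06 at 24 h. For BY it was -0.09, -0.17 and -0.04. The normalization sets these medians: without any normalization between arrays they were 0.65 in YS at 4 h, 0.44 in BY at 12 h and -0.92 in BY at 24 h. A log2 ratio of a single probe rests on 2 arrays. Among the cold arrays of a cultivar, the median standard deviation of a probe's log2 signal was 0.368, which includes any difference between the time points.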

Among the 3511 miRNA probes by microarray, a total of 303 and 349 conserved miRNAs were observed in ‘Yingshuang’ (YS, a cold-tolerant tea plant cultivar) and ‘Baiye 1’ (BY, a cold-sensitive tea plant cultivar) respectively (Additional file 4: Figure S2 and Additional file 5: Figure S3). 

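A probe was counted as detected in a cultivar when its normalized signal was above 500 and detectable on at least 1 of the 4 arrays. By this rule 254 probes were detected in YS, of which 219 were miRBase probes and 35 tea plant probes. BY had the same total of 254, made up of 222 miRBase probes and 32 tea plant probes. Each total is 7.23% of the probes on the chip. Detection in both cultivars was found for 213 probes, in YS only for 41 and in BY only for 41. On all 4 arrays of the cultivar, 179 probes were detected in YS and 166 in BY. Detected on 1 or more cold arrays and not in the control were 22 probes in YS and 31 in BY, whereas 20 and 14 were detected in the control only. Single arrays held between 190 detected probes (BY at 4 h) and 232 (YS control). The signal threshold decides these counts: with the detection rule of the methods alone, 1777 probes were detected in YS and 2308 in BY.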

The detected miRNAs were defined as a value of hybridization signal greater than 500, expression of miRNAs was significant difference when the signal ratio greater than 2 (|log|>1) and *p* was less than 0.01. 

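Because each condition is 1 array, no test between 2 conditions was possible, and probes were counted by a fixed rule of size. A probe passed when it was detected on at least 1 of the 2 arrays compared and its absolute log2 ratio of cold over control was above 1 at 1 or more time points. In YS 61 probes passed (58 from miRBase and 3 from tea plant), and in BY 90 passed (78 and 12). Both lists held 22 probes, so that 39 passed in YS only and 68 in BY only. By the largest passing ratio of each probe, 10 of the 22 were lower in both cultivars and 0 were higher in both. A further 11 were lower in YS and higher in BY. The remaining probe, vvi-miR3630-3p, was higher in YS (log2 ratio 1.39) and lower in BY (-1.10), and it was singled out after its values were seen. That a probe passed in 1 cultivar and not in the other was not itself tested as a difference. The limma contrast of the cultivars' responses, given below, called 0 of 295 probes. Among the alternatives set out in advance, omitting the signal threshold raised the counts most, to 224 in YS, 295 in BY and 122 in both.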

Based on this principle, 158 tea plant miRNAs were differentially expressed compared with expression patterns under different cold stress stages in YS, and 159 miRNAs were differentially expressed in BY (Additional file 6: Table S3 and Additional file 7: Table S4), including 87 conserved miRNAs (p <0.01 and Signal >500) in both cultivars.

Both congruously and differentially regulated miRNAs were observed in our study, as well as cultivar-specific miRNAs. The majority of the differentially expressed miRNAs showed different expression patterns either among three cold stress stages, or between two tea cultivars. 

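The counts by time point differed between the cultivars. In YS 23 probes were lower and 0 higher at 4 h, 31 were lower and 18 higher at 12 h, and 28 were lower and 4 higher at 24 h. In BY only 3 probes passed the rule at 4 h, namely ahy-miR3509-3p (1.22), PC-3p-5560_85 (-1.09) and zma-miR171f-3p (-1.01). At 12 h 23 probes were higher and 18 lower in BY, and at 24 h 36 were higher and 46 lower. The 4 higher probes of YS at 24 h were mdm-miR858 (1.45), cme-miR858 (1.47), ath-miR858a (1.28) and osa-miR168b (1.06). Probes listed for these small counts were chosen after their values were seen. Of the changed probes of YS, 29 passed at a single time point and 11 at all 3 time points. For BY these counts were 55 and 1. The ratios of 49 of the 61 changed probes in YS (80.3%) and of 71 of the 90 in BY (78.9%) had the same sign at all 3 time points. Since the time points share a control array, 80.4% of probes that pass the rule by noise alone would do so. Only 3 probes, all in YS, passed the rule in both directions, the miR408 probes osa-miR408-3p, sof-miR408e and gma-miR408d. When the 3 cold arrays of a cultivar were taken as repeats and the lone control was assumed to vary like them, limma called 0 of 295 probes for cold against control in YS, in BY, for the difference between the cultivars' responses and for their average at an adjusted p of 0.05. At an unadjusted p under 0.05 the counts were 15, 30, 31 and 8. The lowest adjusted p from limma were 0.65, 0.41, 0.46 and 0.76. The smallest adjusted p from limma for the difference in response was 0.46 and was shared by many probes. The 5 named here had unadjusted p from limma of 0.0074 to 0.014. They were gma-miR5783 (log2 -2.22, YS minus BY), peu-miR2911 (-1.55), ata-miR172 (2.20), ath-miR854a (-2.11) and aly-miR172e-3p (2.00). Leaving out the 4 h arrays, which was tried after the data were seen, gave 0 calls in YS, 3 in BY, 17 for the difference and 7 for the average. The 3 calls in BY were cre-miR1160.2, osa-miR5076 and PC-3p-518188_2 (log2 3.13). Both of the first 2 were at the floor on 6 of the 8 arrays, so that their fitted changes and small standard errors depend on the floor. Of the calls made without the 4 h arrays, 0 were made under any other setting.

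**Figure D2:**
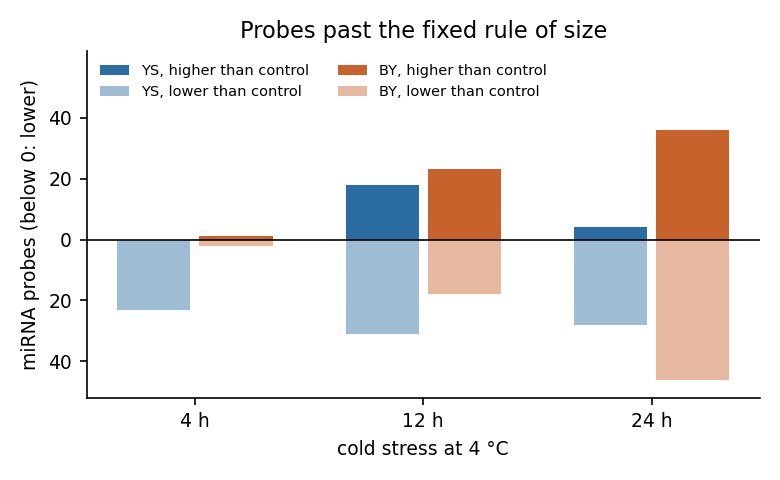
Number of miRNA probes past the fixed rule of size at each cold time point in YS (blue) and BY (orange), with probes higher than control drawn upward in solid colour and lower ones downward in pale colour. In YS the lower probes outnumber the higher ones at each time point (23, 31 and 28 against 0, 18 and 4), while BY has 82 changed probes at 24 h.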

In YS, all of 31 miRNAs showed up-regulated trends, for example miR164, miR167, miR168, miR171, and so on, whereas 43 miRNAs (miR156, miR319, miR474, miR529, and the rest) showed down-regulated trends. By contrast, 46 miRNAs presented up-regulated trends, for instance miR168, miR474, miR1160, and so forth, while 45 miRNAs (miR159, miR166, miR171, miR529, etc.) presented down-regulated trends in BY. 

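By the largest passing ratio of each probe, 18 of the changed probes in YS were higher and 43 were lower under cold. Of the families named here, all 9 detected miR164 probes rose past the rule, and the median log2 ratio of the family was 0.11 at 4 h, 1.17 at 12 h and 0.76 at 24 h (range over probes at 12 h 1.07 to 1.42). The miR167 probes moved less, with a median of 0.34 at 12 h and 0.32 at 24 h over 16 probes, of which 0 passed the rule. Both families kept their sign under each of the 8 normalizations tried. The size of the miR164 rise depends on the normalization. Its median at 12 h was 0.40 with 1 factor per array, 0.46 without normalization and 1.66 with a loess curve on all probes. The largest rises at 24 h among probes that changed the same way at all time points were cme-miR858 (normalized signal 271.1 ± 17.5, SD over spots, in the control and 748.7 ± 76.4 at 24 h), the other miR858 probes, gma-miR164b (286.7 ± 41.6 and 557.8 ± 38.6) and gma-miR159e-5p (333.2 ± 59.9 and 621.5 ± 46.8). Of these, the 3 miR858 probes had over 3 mismatches to every tea plant sequence compared. Among the families with lower signals, the 24 miR156 probes had medians of -0.30, -0.33 and -0.32 at 4, 12 and 24 h, and 0 of them passed the rule. Taken relative to the median of all tested probes, the small fall of miR156 at 4 h turned to a rise of 0.04 under a loess curve fitted on all probes. The 13 miR319 probes had medians of -0.13, -0.57 and -0.50, with 3 probes past the rule, and relative to all tested probes the falls at 12 and 24 h held under each normalization. The 7 miR529 probes had medians of -0.39, -1.02 and -0.70, the first of which turned positive under 4 normalizations unless taken relative to all tested probes, and 4 passed the rule. Falls were ranked among the probes past the rule of size that changed the same way at all time points. The largest at 24 h were those of hvu-miR5049c (551.2 ± 164.3 in the control and 118.0 ± 53.4 at 24 h), osa-miR2096-3p (749.4 ± 215.5 and 191.1 ± 91.2), ptc-miR474a, ptc-miR474c and zma-miR166k-5p (567.1 ± 198.9 and 180.5 ± 89.3). Each of these 5 probes had 2 or more mismatches to every tea plant sequence compared, and probes of that kind fell more on the YS array at 12 h than well matched ones.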

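In BY 41 of the changed probes were higher and 49 were lower. For miR1160, with 2 detected probes of the 3 on the chip, the medians were -0.19, 2.67 and 2.90 at 4, 12 and 24 h, and the rises at 12 and 24 h kept their sign under each normalization tried. Both probes have over 3 mismatches to every tea plant sequence compared, and cre-miR1160.2 was under the floor in the BY control, so that its ratio depends on the floor. The largest rises at 24 h among probes that changed the same way at all time points were PC-3p-1949389_1, mtr-miR5205a, gma-miR4993 (normalized signal 209.3 ± 46.5, SD over spots, in the control and 1765.5 ± 262.5 at 24 h), gma-miR396b-3p (169.6 ± 65.1 and 1096.3 ± 92.1) and mtr-miR5205b. At 4 h the spots of all 5 of these probes varied too much for detection (302.5 ± 158.8 for gma-miR4993), so that their direction at 4 h is not secure. In the BY control the spots of the miR5205 probes varied too much for detection (73.3 ± 41.0 for mtr-miR5205a and 382.0 ± 242.7 for mtr-miR5205b), and their signals at 24 h were 876.6 ± 157.7 and 1992.3 ± 409.0. Of the families with lower signals, the 28 miR159 probes had medians of -0.10, -0.16 and -0.26, and 0 of them passed the rule in BY. For the 34 miR166 probes the medians were -0.01, -0.13 and -0.17, with 1 probe lower and 3 higher past the rule. Both families stayed lower than the median of all tested probes at 24 h under each normalization, except that miR166 stood 0.06 above it under a loess curve fitted on all probes. All 7 miR529 probes were lower at 12 and 24 h, with medians of -0.01, -1.37 and -1.16, and 5 passed the rule. Here too falls were ranked among the probes past the rule of size that changed the same way at all time points. The largest at 24 h were those of vvi-miR3633a-3p (1048.8 ± 150.2 in the control and 245.1 ± 45.6 at 24 h), cme-miR1863 (858.9 ± 70.1 and 209.7 ± 12.2), osa-miR1863b (889.9 ± 98.4 and 225.7 ± 25.7), hbr-miR166b (1065.4 ± 151.1 and 273.0 ± 43.0) and PC-5p-3152_129.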

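The only miR2936 probe, ath-miR2936, had a log2 ratio of -1.14 at 4 h, -2.14 at 12 h and -1.61 at 24 h in YS. In BY its ratio was 0.24, -1.19 and -0.49. The signs held under each normalization tried except in BY at 24 h, where 1 factor per array and a loess curve on all probes gave 0.01 and 0.21. This probe has over 3 mismatches to every tea plant sequence compared. The 12 detected miR168 probes had median log2 ratios of -0.67, 0.53 and 0.72 in YS and of -0.08, 0.40 and 0.53 in BY, of which those in YS at 4 and 12 h and in BY at 4 and 24 h changed sign under at least 1 normalization. Relative to the median of all tested probes, each of the 6 values kept its sign under all 8 normalizations. For the cold response averaged over the cultivars, limma gave ath-miR2936 a log2 change of -1.05 (standard error 0.43, adjusted p = 0.76). Its difference between the cultivars was -1.15 (standard error 0.86, adjusted p = 0.66 from limma). No probe for miR152 was on the chip, and this family was not analysed here.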

Three miRNA families (miR168, miR152, and miR2936) were uniformly regulated at four cold stress stages in the two plant cultivars. However, the expression level of miR171 and miR474 gradually increased in YS, but gradually declined in BY. These results strongly indicate that the regulatory patterns may be in accordance with delayed expression patterns in the cold-sensitive tea cultivar, which partly explains the distinct cold sensitivities between the two cultivars.

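For miR171, 23 of the 76 probes on the chip were detected. The median log2 ratio in YS was 0.05 at 4 h, 0.25 at 12 h and 0.25 at 24 h, and 0 probes passed the rule of size. Relative to the median of all tested probes, the YS median at 12 h turned negative under 3 normalizations, to -0.04 at the lowest. In BY the median was -0.66, -0.75 and -1.46, and 21 probes passed the rule, all of them lower. Taken relative to all tested probes, the fall in BY held under each of the 8 normalizations at each time point. Without normalization and without that reference, the BY median at 12 h was 0.17. The 3 miR474 probes had medians of -1.40, -1.63 and -1.66 in YS. In the YS control the signal of ptc-miR474a was 1609.8 ± 301.7 (SD over spots) and at 24 h 484.8 ± 100.5, and that of ptc-miR474c was 1644.0 ± 307.5 and 519.1 ± 120.9. In BY the miR474 probes were not detectable at 4 h because their spots varied too much, and the medians at 12 and 24 h were 1.58 and 1.17. There ptc-miR474a went from 454.4 ± 56.0 in the control to 1359.6 ± 266.6 at 12 h and 949.8 ± 106.0 at 24 h. The directions of miR474 at 12 and 24 h held under each of the 8 normalizations. All miR474 probes have over 3 mismatches to every tea plant sequence compared. From the courses of these families, the paper proposes that expression is delayed in the cold-sensitive cultivar and that this explains part of the difference in cold sensitivity.

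**Figure D3:**
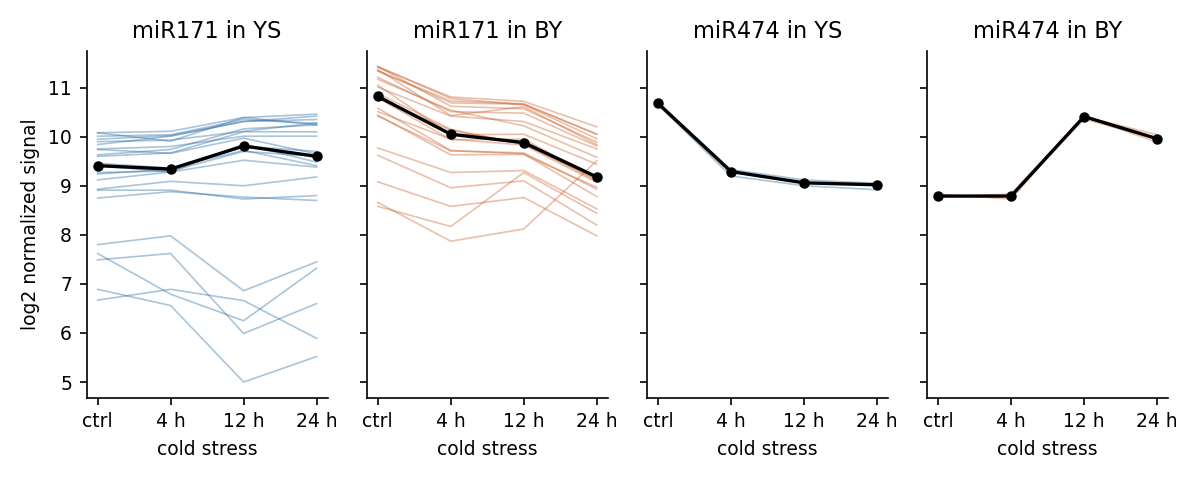
Log2 normalized signal of each detected probe of miR171 and miR474 (thin lines) and their median (black) in the control and at 4, 12 and 24 h of cold in YS (blue) and BY (orange). The miR171 median falls in BY, to a log2 ratio of -1.46 at 24 h, and miR474 falls in YS (-1.66) and rises in BY (1.17), directions that held under each of the 8 normalizations.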

To confirm the microarray results, the abundance of several miRNAs was further analyzed by qRT-PCR. The result of qRT-PCR and abundance profiles of the microarray shared similar trends (Figure 3). 

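The array values of the 6 miRNAs in Figure 3 were taken from the probe of the same sequence, or for csn-miR408 and csn-miR5072 from the probe that matches the published length and primer. The qRT-PCR values are not part of the deposited files and were not used here. For csn-smR65 the normalized signal in YS was 454.1 ± 55.2 (SD over spots) in the control and 480.2 ± 33.6, 779.4 ± 76.9 and 516.0 ± 48.8 at 4, 12 and 24 h. In BY it was 90.4 ± 14.8 in the control, 211.8 ± 25.3 at 12 h and 64.3 ± 9.8 at 24 h. The probe of csn-miR156b had log2 ratios of -0.34 at 12 h and -0.47 at 24 h in YS and of 0.19 and -0.10 in BY. For csn-miR164a, which is the probe ath-miR164a, the ratios at 12 and 24 h were 1.07 and 0.66 in YS and -0.69 and -0.51 in BY. The probe of csn-miR167a had ratios of 0.34, 1.14 and 0.67 at 4, 12 and 24 h in YS and of -0.14, 0.68 and 0.91 in BY. Its signal stayed under 500 on all 8 arrays, between 62.6 and 437.7, so that it is not among the tested probes. In YS the csn-miR408 probe was at -1.47 at 4 h, 1.46 at 12 h and 0.16 at 24 h. Its signal in BY was under the floor of 32 in the control and at 4 and 12 h and reached 44.8 ± 14.2 at 24 h, at least 1.40-fold higher. The csn-miR5072 probe had ratios of -0.05, 0.32 and 0.04 at 4, 12 and 24 h in YS and of -0.32, 1.07 and 0.28 in BY. Averaged over the time points, the log2 signal in BY minus that in YS was -2.26 for csn-smR65, -1.81 for csn-miR156b, -1.70 for csn-miR167a and -0.45 for csn-miR5072. For csn-miR408 the value of -3.63 depends on the floor, to which 3 of the 4 BY signals were raised. For csn-miR164a this difference went from -1.18 in the control to -2.93 at 12 h. For csn-smR65, csn-miR164a, csn-miR167a and csn-miR408 the signal was lower in BY at each of the 4 stages under each of the 8 normalizations. For csn-miR156b this held under 6 of them, and csn-miR5072 was higher in BY at 12 h, by 0.12. Its mean difference turned positive with 1 factor per array (0.06) and with 1 factor from the spiked controls (0.31), the latter chosen after the data were seen.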

Discrepancies were also found in the magnitude of response at different cold stress stages, which could be due to cross hybridization between the probe and other highly homologous miRNA family members. The discrepancies could also be due to data normalization between the two methods. The qRT-PCR data were normalized to the abundance of 5.8S rRNA, whereas the microarray data were normalized to the global abundance of all miRNAs detected by microarray. The use of 5.8S rRNA was technically unfeasible as the normalization standard for microarray data.

**Figure 3:**
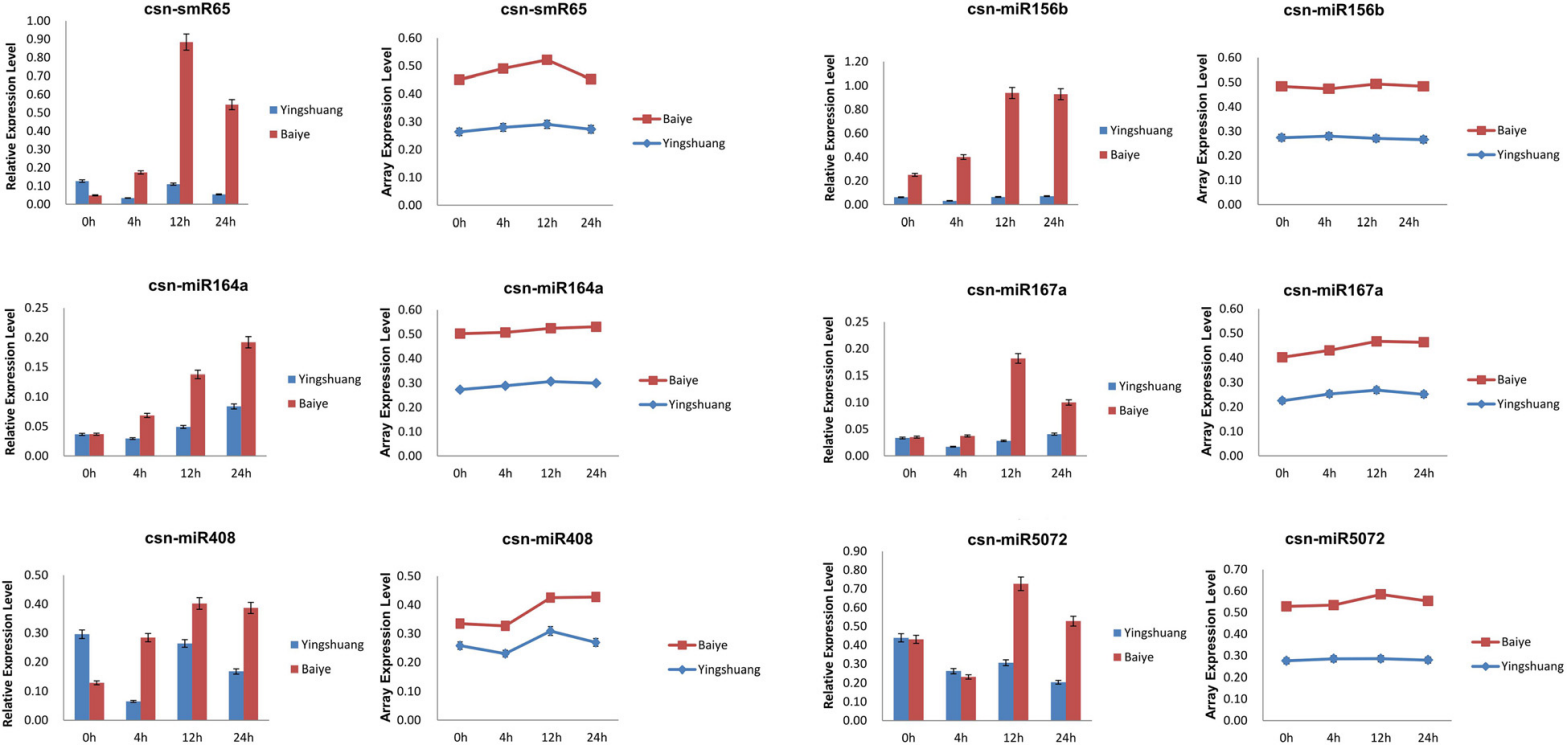
**Expression of miRNA in two tea lines with or without cold stress treatments.** Real-time PCR validation through the column chart displays, and line graph shows the differential expression of the same miRNA in tea leaf. Error bars represent standard deviation (n = 3).

### Targets identification for tea plant miRNA

We performed genome-wide analysis of miRNA-cleaved mRNAs to identify miRNA targets using high-throughput degradome sequencing technology [29,30]. We sequenced 9,224,714 and 6,736820 signatures for each library (−C and + C). After removing duplications, 7,439,589 and 5,376,267 distinct reads were obtained for -C and + C libraries, respectively. Alignment of the distinct sequences to tea plant expressed sequence tag (EST) sequences yielded 37,088 and 37,011 unique signatures for -C and + C libraries, respectively. We identified sliced targets for known miRNA and novel miRNA candidates based on the method of CleaveLand pipeline [31]. The abundance of sequences was plotted on each transcript (Additional file 8: Figure S4 and Additional file 9: Figure S5), and the sliced target transcripts were grouped into five classes according to the relative abundance of tags at the target sites [29]. Based on this approach, Category 0 and Category 1 have more than one raw read at the position. The abundance at the position is equal to the maximum on the transcript, and only one maximum is on the transcript. Category 2 has more than one raw read at the position. The abundance at the position is less than the maximum but higher than the median for the transcript. Category 3 has more than one raw read at the position. The abundance at the position is equal or less than the median for the transcript. Category 4 has only one raw read at the position.

A total of 514 target transcripts were identified for 13 known miRNA families (Additional file 10: Table S5) based on our dataset, which shows most of the targets cleaved by the conserved miRNAs. A total of 332 targets in the + C library were identified for known conserved miRNA families, from which 9 (2.71%), 110 (33.13%), 98 (29.52%), 15 (4.52%) and 100 (30.12%) were grouped into categories 0, 1, 2, 3, and 4, respectively. For the -C library, 371 targets were identified, from which 19 (5.12%), 2 (0.54%), 96 (25.88%), 48 (12.94%), and 206 (55.52%) were grouped into category 0, 1, 2, 3, and 4, respectively (Figure 4A). Of these targets, 35.41% (182) were identified in the -C library, 27.82% (143) were identified in the + C library, and 36.77% (189) were present in both conditions (Figure 5A). Among the 13 conserved miRNA families, four (miR167, miR390, miR393, and miR398) were identified to have less than 10 targets, whereas the others target multiple transcripts. miR319 and miR160 had the highest number of targets, with 126 and 85 transcripts, respectively (Additional file 10: Table S5).

**Figure 4:**
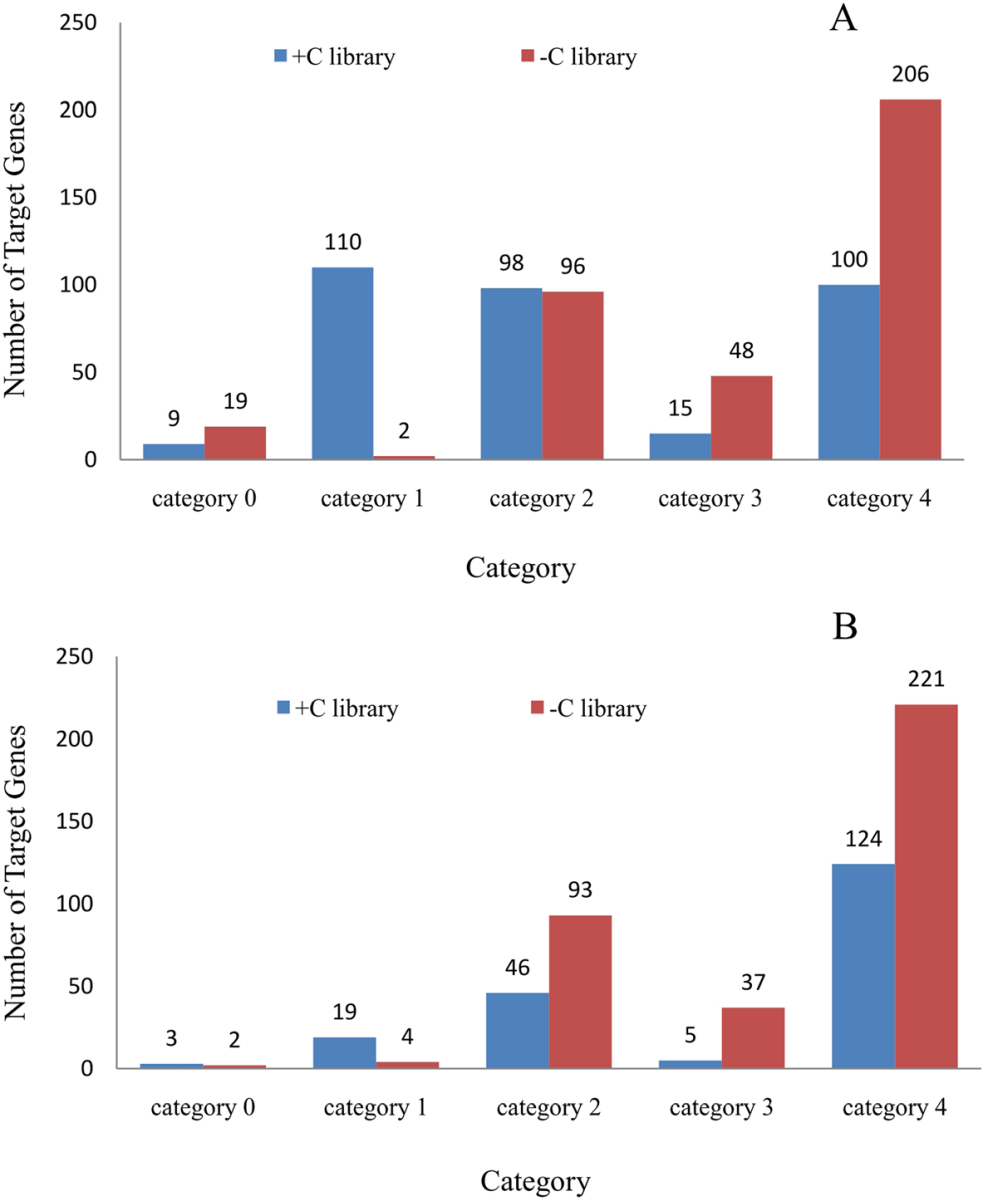
**Distribution of confirmed miRNA targets, separated by category in conserved miRNAs (A) and novel miRNAs (B).**

**Figure 5:**
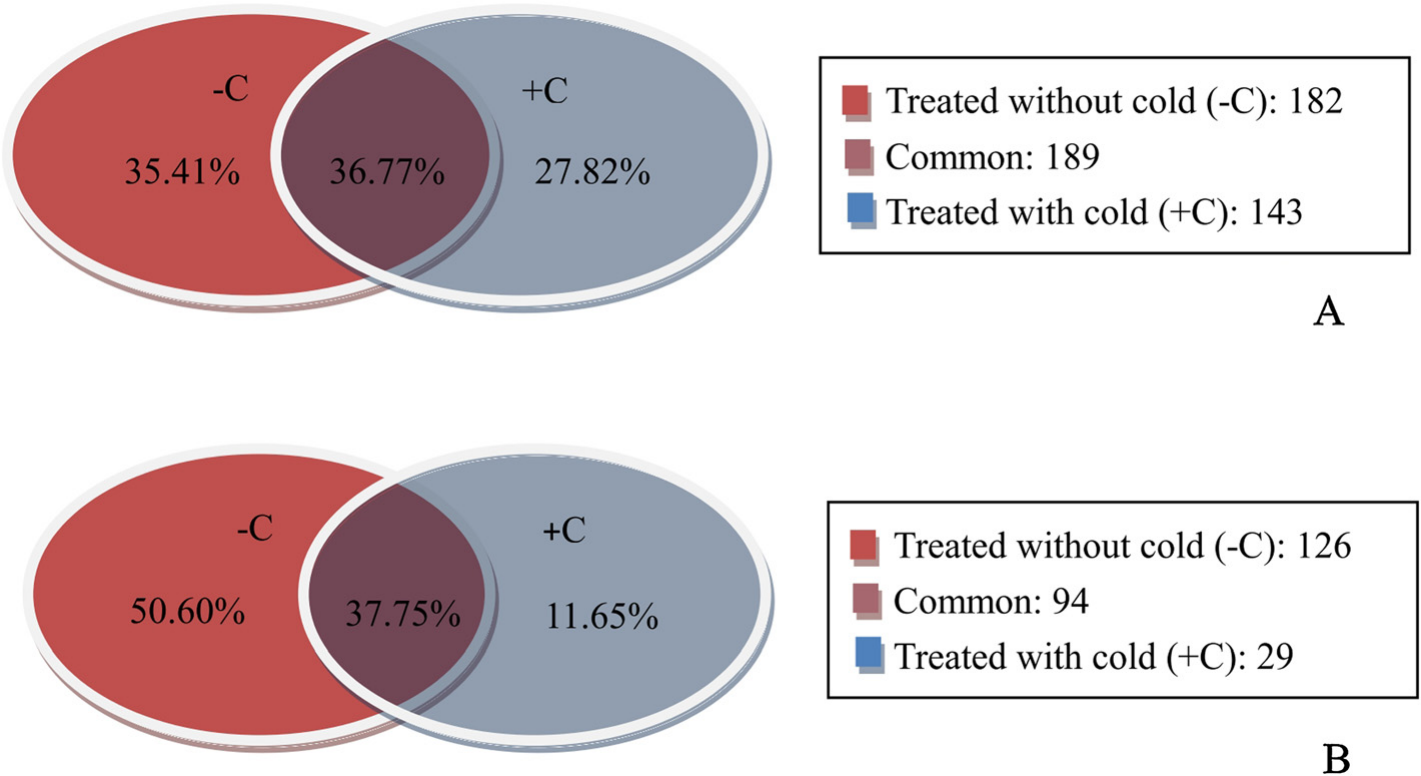
**Summary of common and specific targets between -C and + C libraries, targets of known miRNAs (A) and targets of new miRNA candidates (B).**

Forty novel miRNAs from 249 new candidates targets were identified (Additional file 11: Table S6). Profiling of the targets from the + C library showed that 3 (2.44%), 19 (15.45%), 46 (37.40%), 5 (4.06%), and 50 (40.65%) targets could be classified into categories 0, 1, 2, 3, and 4, respectively, and 2 (0.91%), 4 (1.82%), 93 (42.27%), 37 (16.82%), and 84 (38.18%) targets in the -C library fell into category 0, 1, 2, 3, and 4, respectively (Figure 4B). Of these targets, 50.60% (126) were identified in the -C library, 11.65% (29) were identified in the + C library, and 37.75% (94) were present in both conditions (Figure 5B). The distribution patterns of the two libraries differed, which suggests that the cleavage of targets by miRNAs was affected by cold stress.

Based on BLASTX analysis, 39.58% of the identified miRNA targets were generally homologous to conserved target genes that have already been found in *Arabidopsis thaliana*. Most of these conserved target genes were protein-coding genes, including zinc finger family protein (C2H2 and C3HC4 type), late embryogenesis abundant family protein (LEA), dormancy/auxin-associated family protein, and drought-responsive family protein, which are involved in plant growth, differentiation, development, and abiotic stress, respectively [32-35]. Among the identified miRNA targets, VQ motif-containing protein was a miR160 and miR408 target. The VQ motif represents the core of a protein-protein interaction domain, which is consistent with the interaction between another VQ motif protein with an RNA polymerase σ-factor [36,37]. Thus, the identified tea plant miRNAs could regulate a wide range of genes in development and other physiological processes.

### Identification of miRNA-guided cleavage of target mRNA using RLM-RACE

miRNAs, like small interfering RNA (siRNA), can direct the cleavage of their mRNA targets when these messages have extensive complementarity to the miRNAs [38-41]. This miRNA-directed cleavage can be detected by using a modified form of 5′ RNA ligase-mediated RACE (RLM-5′ RACE) because the 3′ product of the cleavage has two diagnostic properties: (1) a 5′ terminal phosphate, making it a suitable substrate for ligation to an RNA adaptor using T4 RNA ligase, and (2) a 5′ terminus that maps precisely to the nucleotide that pairs with the tenth nucleotide of the miRNA [39,42]. To verify the nature the csn-miRNA target genes and study how the csn-miRNA regulate their target gene, RLM-5′ RACE experiment was employed, which was carried out in this study for further characterization of csn-miRNAs functions. All six of the csn-miRNAs 5′ end of the mRNA fragment mapped to the nucleotide that pairs to the tenth nucleotide of one of the miRNAs validated by PCR (Figure 6). CV014890.1, JK476458.1, FS943373.1, FS954022.1, GD254786.1, and FS955921.1 were confirmed as the real targets of csn-miR319b-1, csn-miR396b-2, csn-miR396c, csn-miR398, and csn-miR408 respectively, since all the 5′ ends of the mRNA fragments were mapped to the nucleotide the pairs to the eleventh nucleotide of miRNA with higher frequencies than depicted for each pairing oligo. From the precise sequences of the csn-miRNAs results, we know that the miRNA-guided cleavage in *C. sinensis* obeyed the principle that base-paring to the 5′ ‘seed’ region of the miRNA was the dominant factor for the miRNA target recognition, and that the cleavage site was mostly located at the eleventh nucleotide, just 3′ of the ‘seed’ sequence [43]. All the six targets were found to have specific cleavage sites corresponding to the miRNA complementary sequences and might be regulated by the miRNAs in the style of siRNAs [44] directing the cleavage of mRNA targets with extensive complementarity to the miRNAs [42]. FS943373.1 is similar to *Arabidopsis* proteins coded by plant calmodulin-binding protein-related, FS954022.1 coded for a protein highly homologous to rubredoxin-like superfamily protein, GD254786.1 coded for a transposable element gene, while FS955921.1 code for a protein highly homologous to VQ motif-containing protein (Table 2).

**Figure 6:**
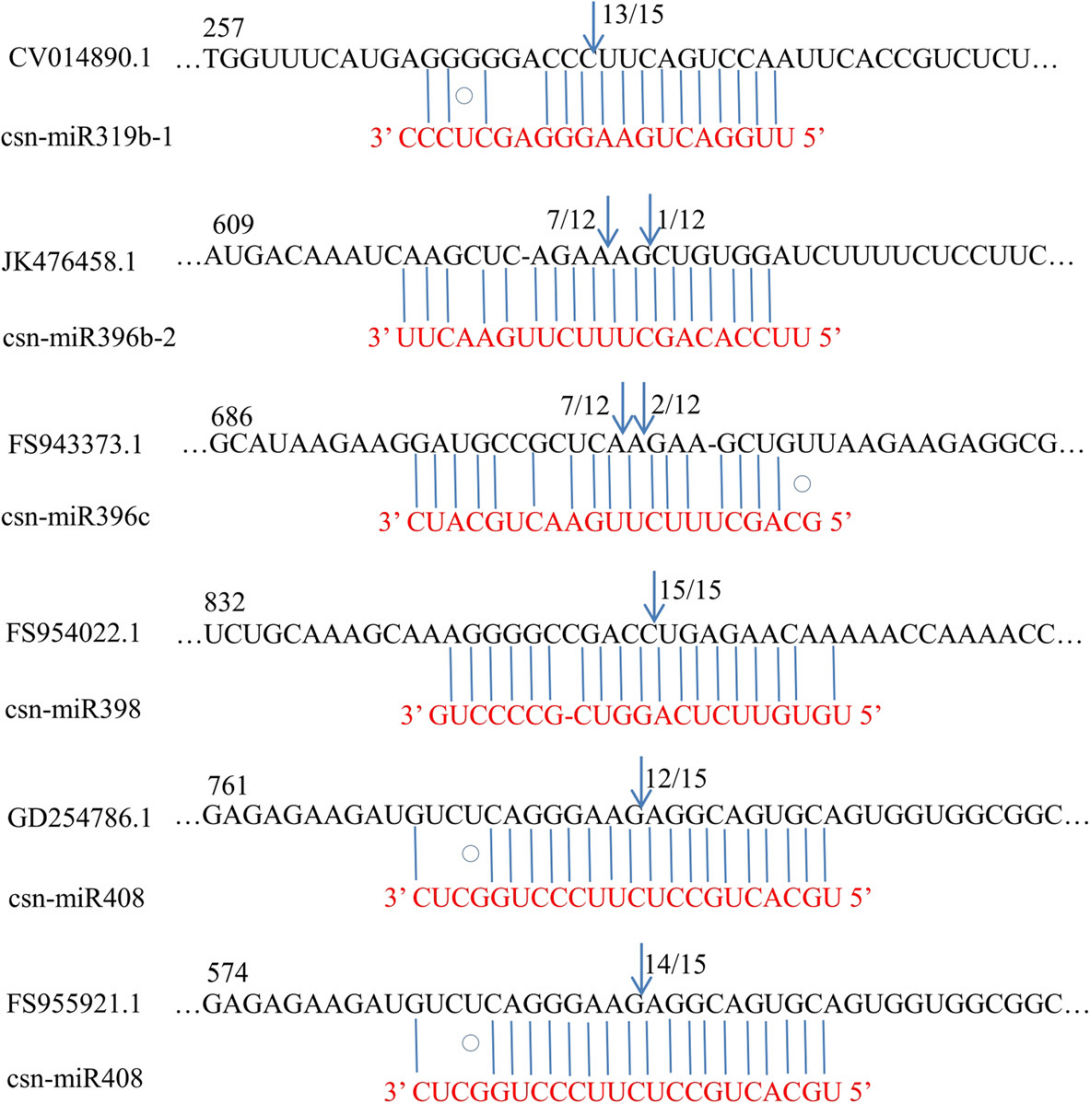
**Mapping of the mRNA cleavage sites by RNA ligase-mediated 5′RACE.** Each top strand (black) depicts a miRNA complementary site, and each bottom strand depicts the miRNA (red). Watson-Crick pairing (vertical dashes) and G:U wobble paring (circles) are indicated. RNA ligase--mediated 5′RACE was used to map the cleavage sites. The partial mRNA sequences from the target genes were aligned with the miRNAs. The numbers indicate the fraction of cloned PCR products terminating at different positions.

**Table 2:** **Primers used for modified 5′ RLM-RACE mapping of the miRNA cleavage sites and putative target protein**

**miRNAs**	**Targets gene**	**Putative target protein**	**Conserved gene in** ***A. thaliana*** **(E-scroe)**	**Gene-specific primer**	**Nested gene-specific primer**
csn-miR319b-1	CV014890.1	Unknown protein		CCACGCTGGGCACTGTATGATGAT	
csn-miR396b-2	JK476458.1	Unknown protein		ATTCCCGCCAACAGCATCAATGTC	CACGCATCACCAAACACAGCGATAAG
csn-miR396c	FS943373.1	Plant calmodulin-binding protein-related	AT5G07820.1(5E-06)	AACGCTTTCCACCACCACCTCCAAG	CGCAGTCACCTCGGCTTTCTTAGC
csn-miR398	FS954022.1	Rubredoxin-like superfamily protein	AT1G80230.1(5E-34)	CTTCACCTCCAGGGCATCCAACAAT	GTCCCGTGGCAATAGGCATCACATCT
csn-miR408	GD254786.1	Transposable element gene	AT5G29056.1(4E-07)	GCCAGGGAGAGAGCAAATGAAGAAGTTC	CCAGCCTTGTTCACACTGACCACATTGT
csn-miR408	FS955921.1	VQ motif-containing protein	AT1G28280.1(1E-12)	GCCAGGGAGAGAGCAAATGAAGAAGTTC	CCAGCCTTGTTCACACTGACCACATTGT

### Gene ontology (GO) function analysis of targets

GO categories were assigned to all targets, including 514 known targets and 249 new candidates, according to three ontologies in GO: cellular component, molecular function, and biological process (Figure 7). Comparing the target gene functions of two libraries, more than 50% of the genes were classified into cellular component, of which 11 genes function belong to cell wall in + C library, however, there was no such target genes in -C library (Figure 7A). Based on the molecular function, genes were finally classified into eight classes, the three mainly represented GO terms were receptor activity (31%), other binding (31%), and kinase activity (10%) in + C library, while other binding accounted for 28%, followed by enzyme activity for 23%, receptor activity only 8% in -C library (Figure 7B). In the biological process, the target gene functions focused on the metabolic process (31%) and regulation of transcription (29%) in + C library, while the two class processes were only 10% and 11% in –C library, respectively (Figure 7C). This difference in the function of the target genes showed tea plant cell structure was severe damaged under cold stress. Moreover, stress-response genes were also identified as miRNA targets, including salt stress response, heat shock protein binding, and water deprivation response. The results imply the possible function of miRNAs in the regulation of biological processes involved in cold-stress.

**Figure 7:**
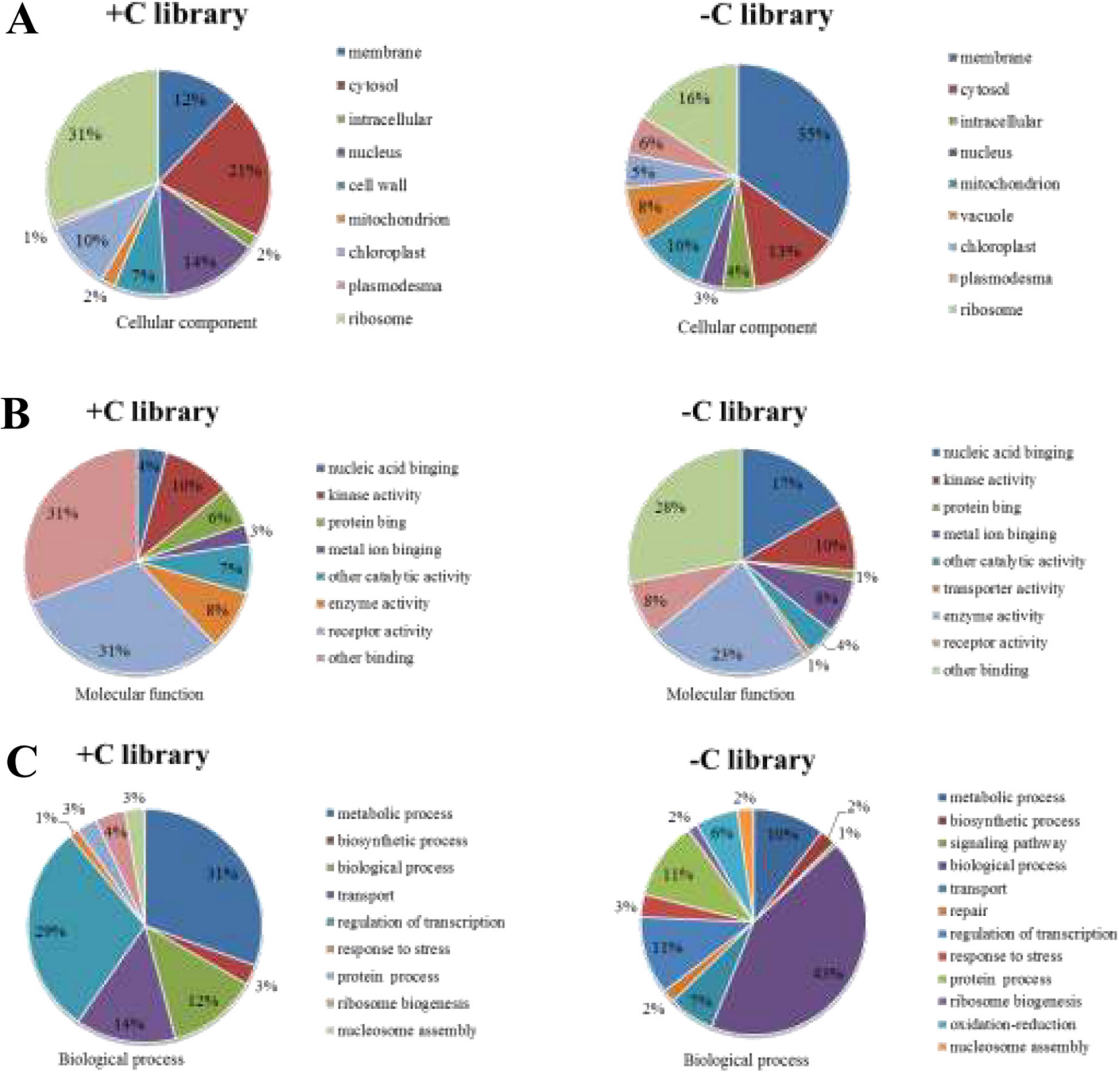
**Gene ontology of the predicted targets for 57 differentially expressed miRNAs.** Categorization of miRNA-target genes was performed according to the cellular component **(A)**, molecular function **(B)** and biological process **(C)**.

## Discussion

### Identification of miRNAs in tea plant

Many highly conserved miRNAs that exhibit particular expression patterns with specific timing and tissue specificity, have critical functions in growth, development, differentiation, apoptosis, metabolism and biotic and abiotic stress responses, regulating specific target mRNAs. Some tea plant miRNAs and their target genes have been identified using bioinformatical approaches in previous reports. Fourteen new *C. sinensis* miRNAs were recently identified from 47,452 available *C. sinensis* ESTs, and these miRNAs potentially target 51 mRNAs, which can act as transcription factors, and participate in transcription and signal transduction [21]. Recent advances in high-throughput sequencing methods have revolutionized the identification of low-abundance, novel miRNAs in various species [27,45-47]. However, no comprehensive study on a novel miRNA discovery has been reported for tea plant. This study aimed to identify the evolutionary known and potentially novel tea plant-specific miRNAs recovered from cold stress tea plant libraries. The differential expression of miRNAs associated with cold stress response was also analyzed. Thus, approximately nine million sRNA raw reads were obtained from the sRNA library, in which 25 conserved miRNA families and 98 potentially novel miRNAs were successfully identified. The read number varied from one (miR156, miR395, and miR396) to 159,305 (miR166) (Additional file 1: Table S1), suggesting dramatically varied expression patterns among each miRNA family. However, only a small proportion of the conserved and novel tea miRNAs was detected, because of the unavailability of full genome sequences of tea plant. The number of miRNAs identified from tea plant appears to be far from saturation, and numerous unknown miRNAs remain to be discovered.

For a broader perspective of high-throughput sequencing of small RNAs from tea plant, we observed that small RNAs of 24 nt dominated the library of unique species, which was reported for other plant species, such as *A. thaliana* [27], *Citrus trifoliata* [48], *Medicago truncatula* [49], and *Citrus sinensis* [50]. Length distribution analysis is effective in assessing the composition of small RNA samples. The overall distribution pattern of small RNAs (21 nt sRNAs =5.67%, 24 nt sRNAs =69.67%) in tea plant was significantly different from that in *Populous trichocarpa*, a model forest species, in which 21 nt RNAs are more abundant (37.16%) and 24 nt RNAs are less frequent (<5%) [51]. A difference was also present between tea plant small RNAs and monocot species of maize [52]. These results indicate that the small RNA transcriptome was complex across plant species, and could be significantly different between phylogenetically distant plant families [53].

Based on deep sequencing and hairpin structure prediction, we successfully identified 98 novel miRNAs, and 53 novel miRNAs with complementary miRNA* strands. Precursors of these miRNAs formed secondary hairpin structures with free energies ranging from −114.3 kcal mol^−1^ to −17.6 kcal mol^−1^ (average 61.79 kcal mol^−1^) (Additional file 3: Table S2). The secondary structures are not a unique feature of miRNAs because random inverted repeats may also form hairpin structures [54]. Identification of anti-sense miRNAs (miRNAs*) of the candidate miRNAs provides credible evidence that these miRNAs are authentic miRNAs [20]. One difference between conserved and novel miRNAs is that novel miRNAs are expressed at substantially lower levels or in a tissue-specific or environmentally inducible pattern [27,55].

### Different expression profiles of cold-responsive miRNAs between two tea plant cultivars

The cultivar-specific and cold-responsive miRNAs were further determined using a customized microarray. 

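The 295 detected probes contain 67 families, by the number in the probe name. That number does not show that a family is conserved in tea plant. Every probe had over 3 mismatches to every tea plant sequence compared in 14 of the 15 families past the rule below in both cultivars. The same held for 34 of the other 52 families. A family was taken as past the rule of size when the median log2 ratio over its detected probes was above 1 or under -1 at 1 or more time points. In YS 27 families passed, 3 of them higher and 24 lower. In BY 30 families passed, 21 higher and 9 lower, and 15 passed in both cultivars. Most of these families rest on a single probe: families with 2 or more detected probes made up 8 of the 27 and 9 of the 30. At least 1 changed probe was found in 30 families in YS and 36 in BY. Restricting the families to probes detected on all 8 arrays left 3 families past the rule in YS and 7 in BY. No family was tested against replicates, since probes of the same family and arm bind each other's targets and are not independent.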

A total of 18 and 14 conserved cold-responsive miRNA families were identified from YS and BY, respectively. Moreover, six and nine new cold-responsive miRNA families were identified from YS and BY, respectively. 

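The new miRNAs of the sequencing libraries are represented by 199 probes whose names begin with PC. Of these, 11 were detected in YS and 12 in BY. In YS only PC-5p-314691_3 passed the rule of size, with log2 ratios of 0.57, -0.88 and -1.10 at 4, 12 and 24 h. In BY 6 PC probes passed. The sequence AUUGUGUGGUUGAGAUUUACUGGC of PC-5p-1245_480 had ratios of -0.95, -0.66 and -1.31. PC-5p-19256_60 and PC-5p-3152_129, with similar sequences, fell to -1.29 and -1.95 at 24 h, and PC-3p-5560_85 fell to -1.20. At 24 h the spots of PC-5p-3152_129 varied too much for detection (155.7 ± 90.0, against 601.7 ± 57.3 in the control). Higher in BY were PC-3p-1949389_1, which stood at the floor in the control and was at least 6.79-fold higher at 12 h and at least 26.2-fold higher at 24 h, and PC-3p-518188_2 (2.80 and 3.46). Which probes belong to 1 new family is not given by the deposited files, and no count of new families was made.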

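Among the changed probes, 70.5% were lower in YS (43 of 61) and 54.4% in BY (49 of 90). The share depends on the normalization. In YS it was 25.4% with a loess curve fitted on all probes, 52.2% with the authors' normalized values and 93.9% with 1 factor per array. In BY the same alternatives gave 14.0%, 36.6% and 31.9%. Of the 43 lower probes in YS, 35 (81.4%) had 1 or more mismatches to every tea plant sequence compared, against 65.4% of the 295 tested probes. For the 49 lower probes in BY this share was 57.1%. Among the higher probes it was 72.2% in YS and 80.5% in BY (33 of 41). These shares are taken over probes that each count as higher or lower, whereas those of the paper are taken over all changed miRNAs, for only a part of which its text gives a direction. No target gene was measured on these arrays.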

A quarter of miRNAs were down-regulated (27.2% in YS and 28.3% in BY), indicating that the expression of target genes controlled by these miRNAs was turned on to adapt to cold stress. We found that many members of families (miR156, miR159, and miR396) showed no consistent regulatory pattern for cold stress response, thereby suggesting different functions of miRNAs from the same family (Figures 8 and 9). Moreover, there was a certain degree of overlap of cold-stress pathway of miR168, miR529, and miR2936 by comparing miRNAs expression patterns between different cultivars. By contrast, the expression of miR164, miR408, miR1511, miR5368, miR172, miR482, miR529, and miR1160 was significantly different in the two cultivars (Figures 8 and 9).

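Within miR156 the log2 ratio at 12 h ranged from -2.48 to 0.71 over the 24 detected probes in YS and from -0.75 to 1.55 in BY. In YS 21 of them were lower than the control at 12 h and 3 were higher. In BY 17 were lower and 7 higher. The 28 miR159 probes ranged from -2.73 to 1.15 in YS, with 15 higher and 13 lower, and from -0.87 to 0.23 in BY, with 25 lower. Of the changed miR159 probes in YS, 2 were higher and 2 lower. The 20 miR396 probes ranged from -2.11 to 0.84 in YS at 12 h, with 9 higher and 11 lower, and from -1.19 to 1.14 in BY. At 24 h their range was -2.48 to 0.74 in YS and -0.75 to 2.69 in BY. The directions of single members near 0 depend on the normalization, which set the median of all tested probes in YS at 12 h as high as 0.76 with a loess curve on all probes and as low as -0.31 with 1 factor from the spiked controls. Most probes were designed for other species, so each detected probe was compared without gaps with 313 tea plant sequences. Of the 295 tested probes, 53 were equal to a tea plant sequence, 49 were equal over the overlap, 79 had 1 mismatch, 32 had 2 or 3 and 82 had over 3. On the YS array at 12 h the medians of these groups were 0.19, 0.18, 0.04, -0.01 and -0.69. For the last group the medians were -0.39 and -0.48 at 4 and 24 h in YS and -0.00, 0.08 and 0.36 at 4, 12 and 24 h in BY. Inside 12 families that hold both kinds of probe, the probes with 2 or more mismatches were lower than the others in YS at 12 h in 7 (median difference -0.52, exact sign test, two-sided, p = 0.77). From the spread within these families, the paper proposes that members of a family differ in function.

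**Figure D4:**
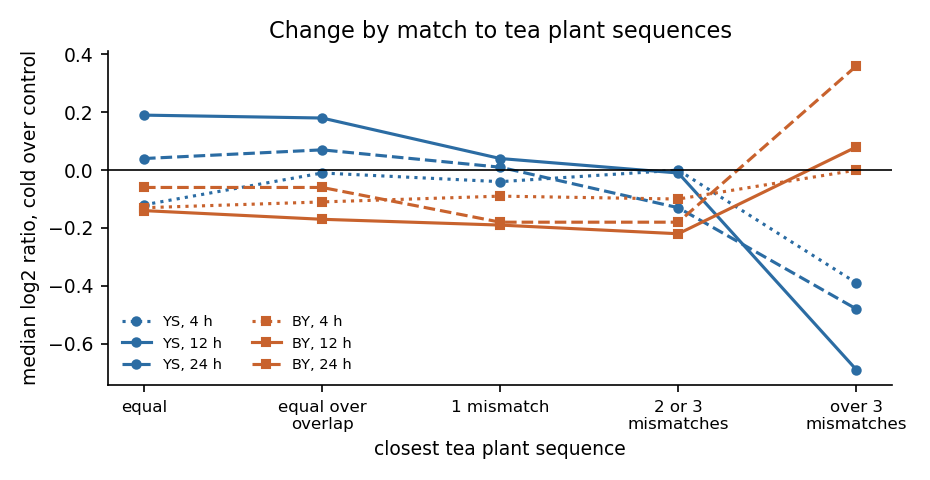
Median log2 ratio of cold over control against the closest match of the probe to a tea plant sequence, in YS (blue circles) and BY (orange squares) at 4 h (dotted), 12 h (solid) and 24 h (dashed). In YS at 12 h the median goes from 0.19 for probes equal to a tea plant sequence to -0.69 for probes with over 3 mismatches, and in BY at 24 h the last group stands at 0.36.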

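The overlap between the cultivars was measured as the sign of each family at each time point. miR529 was lower at 12 and 24 h in both cultivars under each of the 8 normalizations, relative to the median of all tested probes. Averaged over the cultivars, the log2 change of its 7 probes by limma had a median of -0.75 and ran from -0.99 to -0.45. The lowest was that of ppt-miR529a (standard error 0.46, adjusted p = 0.76 from limma), and its difference between the cultivars was -0.17 (standard error 0.92, adjusted p = 0.95). With the 4 h arrays left out, ppt-miR529a and ppt-miR529d were among the probes called by limma for the average over the cultivars (-1.36 and -1.30, adjusted p = 0.049 for both), a setting chosen after the data were seen. Over the 16 other settings the adjusted p of these probes ran from 0.66 to 1. All miR529 probes have over 3 mismatches to every tea plant sequence compared. miR168 stood above the median of all tested probes at 12 and 24 h in both cultivars, by 0.55 and 0.78 in YS and by 0.57 and 0.57 in BY. For miR2936 the value relative to all tested probes was -2.12 and -1.55 at 12 and 24 h in YS and -1.01 and -0.45 in BY. At 4 h it was -1.03 in YS and 0.33 in BY.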

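Whether the cold responses of these families differ was tested by the limma contrast of cold minus control in YS less that in BY, with the limits of the lone controls given for the other contrasts. No probe passed an adjusted p of 0.05. The 9 miR164 probes had a median difference of 1.18, and all of them were higher in YS. All 7 miR172 probes were also higher in YS, with a median difference of 1.98. Median log2 ratios of miR172 at 4, 12 and 24 h were 0.47, 0.95 and 0.84 in YS and -0.64, -1.38 and -1.58 in BY. In BY they turned positive under the loess curve on all probes and in the authors' table, where only 1 probe of the family was detected, while the same 7 probes stayed negative there (-1.16 and -1.27 at 24 h). With the normalization used here, 1 of the 7 probes also rose in BY at each time point. The 6 miR408 probes differed by -1.42, but their median log2 signal in the BY control was the floor of 5.00. In YS this family went from -1.50 at 4 h to 1.10 at 12 h and -0.02 at 24 h, and the last value changed sign under 2 normalizations. For miR1511 (2 probes) the medians at the 3 time points were -0.79, -0.48 and -0.72 in YS and -0.46, 0.31 and -0.61 in BY. miR5368 (3 probes) had medians of -0.33, 0.84 and -0.08 in YS and of -0.53, 0.20 and 0.64 in BY. The 2 detected miR482 probes of 48 on the chip had medians of 0.02, -0.89 and -0.75 in YS and of 0.33, 0.13 and 0.84 in BY. For these 3 families at least 1 of the 6 signs changed under another normalization. For miR529 the differences had a median of -0.17 with 3 positive and 4 negative, and for miR1160 the median was -1.81. Without the 4 h arrays 5 miR172 probes, among them ath-miR172a, which is equal to a tea plant sequence (2.42, standard error 0.35, adjusted p = 0.029 from limma), passed, and this choice was made after the data were seen. Over the 13 other settings with ath-miR172a among the tested probes, its adjusted p from limma ran from 0.32 to 0.78. cre-miR1160.2 passed as well, but from signals at the floor on most arrays. In signal over all stages, with the time point in the model, limma called 72 of 295 probes at an adjusted p of 0.05 as different between the cultivars, 36 higher in each. This split depends on the normalization, and with a loess curve on all probes 27 were higher in BY and 49 lower. The probes called include 9 of 9 miR164 probes (median -2.03, BY minus YS), 6 of 6 miR408 probes (-3.86, with at least 1 of the 4 BY signals of each raised to the floor), 2 of 3 miR5368, 1 of 2 miR482, 1 of 2 miR1511 and 0 of the miR172, miR529 and miR1160 probes.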

**Figure 8:**
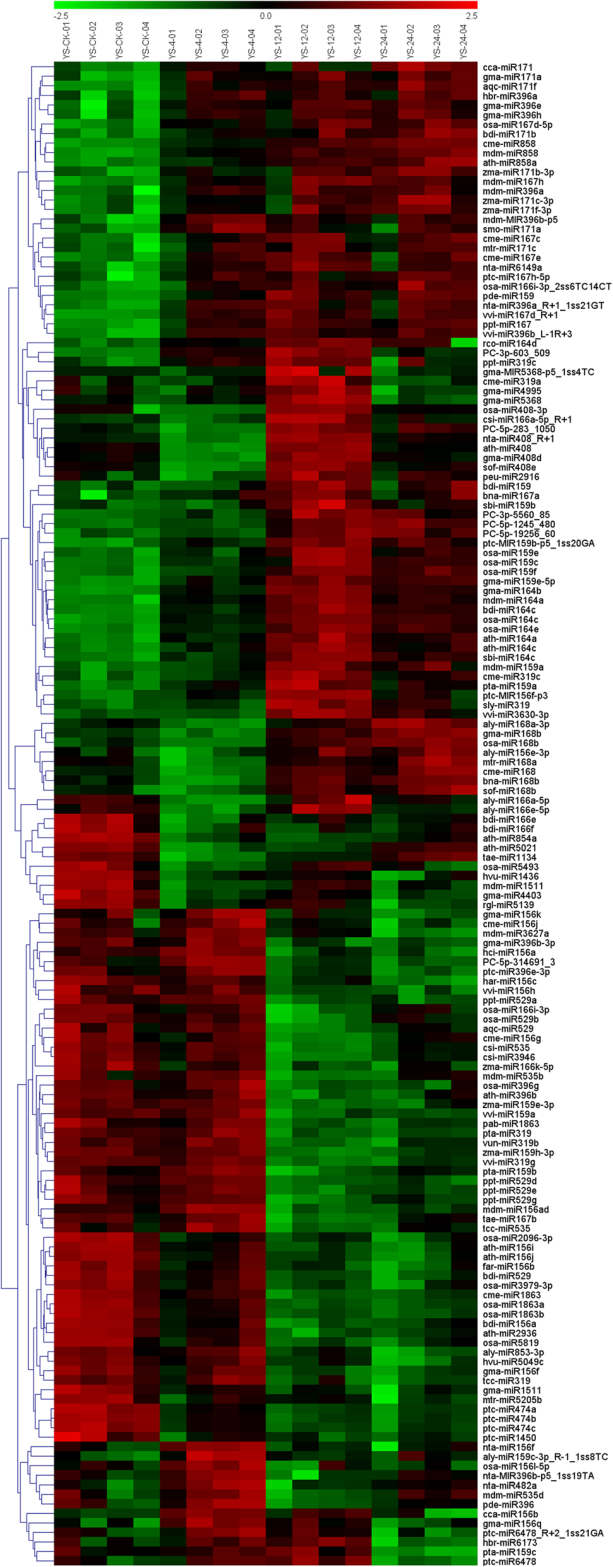
**Differential expression of miRNAs at four metamorphic stages (CK, 4 h, 12 h, and 24 h) by hierarchical clustering in ‘Yingshuang’.** Red indicates that a gene is highly expressed at that stage, whereas green indicates the opposite. The absolute signal intensity ranges from −2.5 to +2.5, with corresponding color changes from blue to green, yellow and red. The signal of expression was detected by microarray with four probe repeats. YS-CK: control; YS-4: 4°C for 4 h; YS-12: 4°C for 12 h; YS-24: 4°C for 24 h.

**Figure 9:**
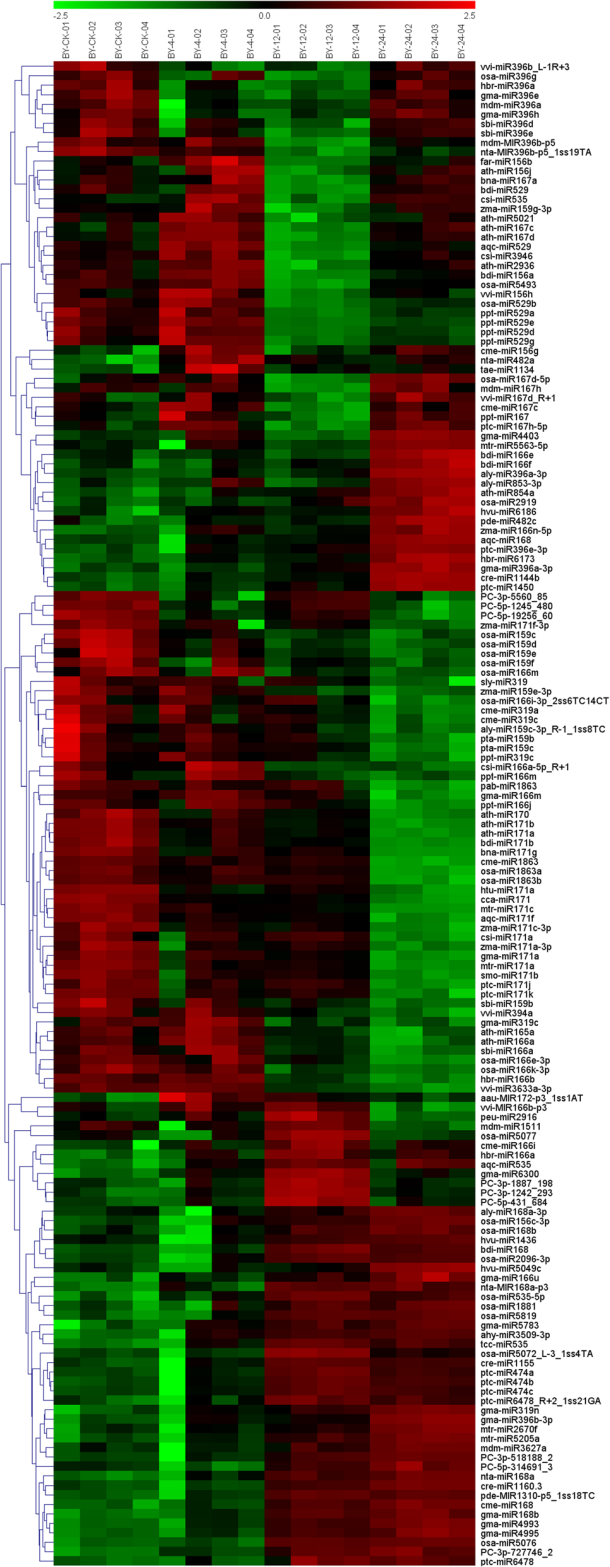
**Differential expression of miRNAs at four metamorphic stages (CK, 4 h, 12 h, and 24 h) by hierarchical clustering in ‘Baiye 1’.** Red indicates that a gene is highly expressed at that stage, whereas green indicates the opposite. The absolute signal intensity ranges from −2.5 to +2.5, with corresponding color changes from blue to green, yellow and red. The signal of expression was detected by microarray with four probe repeats. BY-CK: control; BY-4: 4°C for 4 h; BY-12: 4°C for 12 h; BY-24: 4°C for 24 h.

miRNAs are known to silence genes post-transcriptionally by guiding target mRNAs for degradation or repressing translation [5]. NADP-ME is a key enzyme that catalyzes the oxidative decarboxylation of L-malate to yield pyruvate, CO_2_, and NADPH in the presence of a divalent cation [56]. In plants, malate can be decarboxylated in the mitochondrial matrix through the action of NAD-ME to produce pyruvate, which is oxidized by the tricarboxylic acid cycle. The genes for these two enzymes are predicted to be the target of miR474. 

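Over the cold time points together, the limma contrast of cold minus control in YS was -1.61 for ptc-miR474a (standard error 0.61, adjusted p = 0.65), and the miR474 probes ptc-miR474b and ptc-miR474c were at -1.53 and -1.56. In BY the changes were 0.85, 0.97 and 0.91 (adjusted p = 0.68 for each, limma). The difference between the cultivars' responses was -2.46, -2.50 and -2.47 (standard errors 0.86, 0.84 and 0.83, adjusted p = 0.46 from limma for each). It passed the threshold of 0.05 only without the 4 h arrays, at -3.02, -3.05 and -3.01 with an adjusted p of 0.029 from limma for each, and this setting was chosen after the data were seen. Over the 16 other settings the adjusted p ran from 0.17 to 1. These 3 probes share most of their sequence and are not independent of each other. None of the 313 tea plant sequences matches them within 3 mismatches, so the RNA they bound is not known from these data.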

The miR474 family was down-regulated in YS and up-regulated in BY. The result indicates that a cold induced, non-specific responding pathway was possibly involved in the maintenance of energy supply.

The miR171 family is a largely conserved miRNA family, and microarray assay revealed that miR171a in *Arabidopsis*, is induced at 6 h in response to cold stress [11]. 

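Over the cold time points together, 22 of 23 miR171 probes were lower than the control in BY, with a median log2 change of -0.97, and 17 of 23 were higher in YS, with a median of 0.16. The lowest adjusted p from limma was 0.41 in BY and 0.65 in YS. The difference between the responses, YS minus BY, had a median of 1.17 and was positive in 21 of 23 probes. It was largest for zma-miR171f-3p (1.57, standard error 0.48, adjusted p = 0.46 from limma). Members differed: 6 probes were lower in YS, among them vvi-miR171h (-1.20), osa-miR171e-5p (-0.84) and ptc-miR171j (-0.75). The probes named were singled out after their values were seen. All 6 stayed under the signal threshold for detection on every YS array, so that their falls in YS are not secure. Among the probes higher in YS, smo-miR171b also stayed under it. At 12 h vvi-miR171h stood at the floor in YS, and osa-miR171e-5p is of the 5p arm by its name. At 24 h the range over probes was -1.37 to 0.61 in YS and -1.80 to 0.85 in BY. The low end in YS is that of vvi-miR171h. Only 1 detected miR171 probe is equal to a tea plant sequence, with log2 ratios of 0.03, 0.32 and 0.38 in YS and of -0.60, -0.69 and -1.22 in BY at 4, 12 and 24 h.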

In our study, the miR171 family was significantly up-regulated in YS and down-regulated in BY, which suggests that miR171 members may perform different functions. AGO1 is regulated by miR168, AGO1-catalyzed mRNA cleavage, and is the only member of the *Arabidopsis* AGO family involved in the miRNA-directed mRNA cleavage processes. The co-adjustment of miR168 and AGO1 indicates negative feedback regulation in the miRNA pathway [57]. 

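At 4 h all 12 miR168 probes were lower than the control in YS, and 8 of 12 were lower in BY. At 12 h 11 of 12 were higher in YS and 10 of 12 in BY, and at 24 h 10 of 12 were higher in each cultivar. The range over probes at 12 h was -0.82 to 0.71 in YS and -0.35 to 0.99 in BY. Without taking the shift of all probes into account, the YS median at 12 h fell to -0.20 with 1 factor per array, -0.17 with no normalization and -0.23 with 1 factor from the spiked controls. Relative to the median of all tested probes it stayed positive under each normalization, between 0.08 and 0.55. Past the rule of size were 1 probe in YS and 2 in BY. The 2 probes equal to a tea plant sequence are ath-miR168a and nta-MIR168a-p3, the latter of the 3p arm by its name. They had medians of -0.71, 0.48 and 0.47 at 4, 12 and 24 h in YS. In BY these probes had medians of -0.08, -0.01 and 0.04. Of the probes equal to a tea plant sequence over the overlap, cme-miR168 and gma-miR168b went in BY from log2 signals of 9.74 and 9.64 in the control to 10.31 and 10.34 at 24 h, and they were singled out after their values were seen. Averaged over the cultivars, the change of the family by limma had a median of 0.20 over probes and a lowest adjusted p of 0.76.

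**Figure D5:**
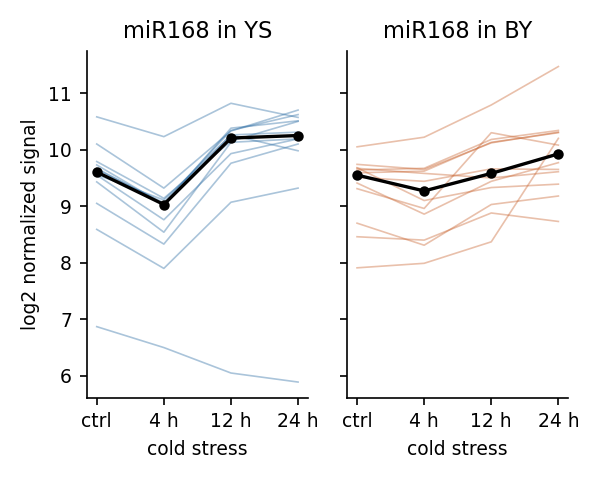
Log2 normalized signal of each detected miR168 probe (thin lines) and their median (black) in the control and at 4, 12 and 24 h of cold in YS (blue) and BY (orange). In YS the 12 probes fall at 4 h and 11 of them stand above the control at 12 h, while in BY 10 of 12 stand above it at 12 h; the YS medians at 4 and 12 h change sign under 1 and 3 other normalizations, but not relative to the median of all tested probes.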

In our study, miR168 was found to be a cold-responsive miRNA and the members of the csn-miR168 family were induced in the two tea cultivars after 12 h of cold treatment.

### Degradome analysis of cold responsive targets for tea plant miRNAs

Accurate identification of target genes is essential to reveal the regulatory function of miRNA. Previous work on gene identification in tea plants was limited to bioinformatics prediction [21]. The recently developed high-throughput experimental approach allows the identification of target genes for known and new miRNAs [29,58]. A total of 514 potential targets for 13 known miRNA families and 249 new tea-specific targets for 40 novel miRNA families in tea plant were identified by degradome sequencing (Additional file 10: Table S5 and Additional file 11: Table S6). Numerous highly conserved miRNAs were identified, and did not have detectable sliced targets, including miR159, miR166, miR168, and miR394 (Additional file 1: Table S1). The novel miRNAs targeted different genes covering various predicted functions (Additional file 11: Table S6). For example, csn-smR5749 targets nine genes of the Ras-related, small GTP-binding protein family, while csn-smR2592 affects zinc finger (C3HC4-type RING finger) protein family. These two protein families have been reported to be involved in various physiological processes in plants [33,59]. By contrast, csn-smR2845 targets the dormancy or auxin-associated protein family, which has an important function in the inhibition of growth and differentiation [35]. Recently, an increasing number of genetic and biochemical results showed that plant miRNA-guided silencing has a widespread translational inhibitory component [60,61].

Neighboring nucleotides (the ninth or 11^th^ positions) are cleavage sites for some plant miRNAs in certain cases [29,58]. This observation accounts for the occasional positional heterogeneity of mature miRNAs [55] and their cleavage products [62,63]. Upon comparing the two degradome libraries, we classified many cold-responsive miRNA targets as categories 0, 1, and 2 (Additional file 10: Table S5), thereby confirming the accuracy of our degradome analysis, because categories 0, 1, and 2 are characteristic for miRNA targets in *Arabidopsis* [29]. The most obvious difference between the targets of cold-treated and cold-free miRNAs was that 254 of 371 cold-free miRNA targets belonged to categories 3 and 4 (Additional file 10: Table S5), in which cleavage abundance was lower than the median on the target transcripts. The target distribution in each library was generally similar to those recently reported in other plant species [46,64]. Moreover, the distribution pattern and transcript abundance of the targets between the two libraries differed, suggesting that the cleavage of targets by miRNAs was affected by cold stress. We also found target transcripts that were regulated by pairs of miRNAs. The miR160/miR319 pair targeted five different targets, the miR160/miR408 pair controlled two motif elements, the miR319/miR396 pair targeted protein prenyltransferase, and the miR171/miR396 pair targeted the Ras-related, small GTP-binding family protein (Additional file 10: Table S5). This phenomenon suggests a combinatorial gene regulation pathway using a pair of miRNAs in tea plants [46].

Degradome sequencing confirmed that csn-miR164 targeted a LEA protein. LEA proteins represent one of the functional elements, which are important factors in maintaining the viability of an organism and its biological structures in the ametabolic low water state, such as cold, heat, and drought [65]. Part of the mechanism could be related to protein stabilization but other mechanisms have also been suggested for LEA proteins, because LEA proteins and other hydrophilins can preserve enzyme activity *in vitro* after desiccation or freezing [66-70]. In addition, csn-miR319 was detected to target a zinc ion binding and trans-membrane amino acid transporter protein family. Metal ion (copper, zinc, or iron) binding is important in normal respiratory function and the process of protein damage during oxidative stress in *A. thaliana*. Strong correlations exist between the sets of immobilized metal affinity chromatography-interacting proteins, which are proteins predicted to contain metal-binding motifs, and protein sets that are oxidized or degraded during abiotic stress [71]. Zinc ion binding increases the structural complexity of abscisic acid stress ripening proteins, which is associated with DNA binding [72,73]. The WW-domain-binding protein (WBP), which was previously found only in animals, has been predicted in tea plants and targeted by csn-miR408. WW-domains are small protein modules found in various proteins that participate in cell signaling or regulation [74]. The WBP targets proline-rich sequence-recognizing domains, which are important for selectivity in signaling [75]. The conserved miRNA families may have functions concerning the regulation of cytothesis, abscisic acid stress, signaling, and maintaining viability of biological structures in response to cold stress in tea plants.

The degradome sequencing data shows six novel miRNAs (csn-smR35, csn-smR3146, csn-smR5749, csn-smR7277, csn-smR8111, and csn-smR9722), which differentially target some cold-responsive genes in the cold-treated library. csn-smR5749 was predicted to target a KH domain protein. The KH domain proteins are important in RNA metabolism, vegetative, and reproductive development [76-78]. These proteins also have functions in organogenesis in stem cells by interacting with other proteins [79]. The drought-responsive protein gene family was predicted to be the target of csn-smR9722, suggesting the existence of crosstalk between drought and cold stress signaling pathways.

miRNA generally function as negative regulators of gene expression by mediating the cleavage of target mRNAs [39] or by repressing their translation [80], the cleavage of target mRNAs appear to be predominant mode of gene regulation by plant miRNAs [81]. To verify the nature the csn-miRNA target genes and study how the csn-miRNA regulate their target gene, we performed the RACE on unigene to detect and clone the mRNA fragment corresponding precisely to the product of miRNA processing. In total, we performed RLM-5′RACE assays on six target genes i.e. the representative targets of five conserved miRNAs (Figure 6). This result showed that the degradome analysis was an efficient and powerful approach which can be successfully used to validate the sequences of miRNAs.

## Conclusions

This study identified 106 known miRNAs and 98 potentially novel miRNAs, based on the constructed miRNAomes between two tea plant cultivars, YS and BY. A total of 18 and 14 conserved cold responsive miRNA families were identified from YS and BY, respectively, using a customized microarray. A total of 455 and 591 genes were identified as cleavage targets of miRNAs from cold treatments and control libraries, respectively, and 283 targets were present in both libraries. The RLM-5′RACE procedure was successfully used to map the cleavage sites in six target genes of *C. sinensis*. GO annotation revealed that highly ranked miRNA target genes were those implicated in the developmental process, regulation of transcription and stress response. These findings provide valuable information for further functional characterization of miRNAs associated with cold stress in tea plants*.*

## Methods

### Plant materials and cold stress treatment

Two tea plant cultivars, ‘Yingshuang’ (YS, a cold-tolerant tea plant cultivar) and ‘Baiye 1’ (BY, a cold-sensitive tea plant cultivar), were culture-grown under a 12-h light (28°C)/12-h dark (22°C) photoperiod (photo intensity 1800 Lx photos m^−2^.s^−2^) for 20 days. To analyze the miRNAs of tea leave under cold stress, tea plants were stored at 4°C for 1, 4, 8, 12, 24, and 48 h. For the controls, tea plants were stored at 28°C for 1, 4, 8, 12, 24, and 48 h. The treated and untreated young leaves were then harvested into liquid nitrogen and stored at −80°C until total RNA extraction.

### Small RNA library construction and sequencing

Total RNA was isolated with TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. RQ1 RNase-Free DNase (Promega, Madison, WI, USA) was used to remove genomic DNA contamination. The quality and integrity of RNAs were examined using an Agilent 2100 Bioanalyzer. After taking equal amounts of controls and six-stage total RNAs (4°C for 1, 4, 8, 12, 24, and 48 h), these samples were pooled together for the construction of a cold-stressed small-RNA library (CL).

Total RNA was purified by electrophoretic separation on a 15% Tris-Borate-EDTA (TBE)-urea denaturing polyacrylamide gel, and small RNA regions (15 to 30 nucleotide bands) were excised and recovered. The small purified RNAs were then ligated with 5′ adaptors (Illumina, San Diego, CA, USA), and the ligation products (40 to 60 bases in length) were purified on a Novex 15% TBE-Urea gel to remove unligated adaptors. Subsequently, a 3′ adaptor (Illumina) was ligated to the 5′ ligation products. After gel purification on a Novex 10% TBE-Urea gel (Invitrogen), RNA fragments with adaptors at both ends (70 to 90 bases in length) were reverse transcribed, and the resulting cDNAs were subjected to 15 PCR cycles using the adaptor primers. The resulting small RNA library was then sequenced by Genome Analyzer GA-I (Illumina, San Diego, CA, USA).

### Identification of conserved and novel miRNAs in tea plant

Clean full-length reads were obtained from raw sequences after removing all low-quality reads, contaminants, and reads smaller than 15 nt. The extracted clean reads were used to calculate length distribution, and mapped to the *P. trichocarpa* genome sequence, and publicly available tea EST sequences using SOAP [82]. Sequence matching non-coding RNAs, including rRNA, tRNA, snRNA, and snoRNA, in the NCBI GenBank (http://www.ncbi.nlm.nih.gov/genbank/), repeats (http://www.girinst.org/repbase/update/index.html) and Rfam (http://www.sanger.ac.uk/software/Rfam) databases were eliminated. Unique miRNA sequences were aligned with known miRNA sequences from miRBase 19.0 (http://www.mirbase.org/) with a maximum of two mismatches. The obtained sequences were used to predict secondary structures by RNAfold software (http://www.tbi.univie.ac.at/RNA/) to identify whether these precursors form a typical miRNA stem-loop structure. The remaining unknown sRNAs were analyzed, and novel miRNAs were predicted using Mireap (http://sourceforge.net/projects/mireap/files/latest/download). The novel miRNAs were screened according to the recently published criteria of novel miRNAs [20]. The novel miRNAs and their corresponding miRNA*s formed a stem-loop duplex with less than four mismatched bases, derived from opposite stem-arms. The novel miRNAs were typically named using a ‘miR’ prefix to denote miRNAs, and a three-letter prefix to denote the species (e.g. ‘csn’ representing *Camellia. sinensis*).

### miRNA microarray chip content and hybridization of arrays

The miRNA chip included 3228 miRNA probes corresponding to the miRNA transcripts listed in Sanger miRBase release 19.0, and 283 novel miRNAs probes were found in tea plant. Microarray assay was performed using a service provider (LC Sciences, Houston, USA). Total RNAs was isolated separately from leaf samples of 4 h, 12 h, and 24 h of cold-treated and non-treated materials. Total RNA samples (4 μg to 8 μg) were then 3′-extended with a poly (A) tail using poly (A) polymerase. An oligonucleotide tag was ligated to the poly (A) tail for fluorescent dye staining. Hybridization was performed overnight on a μParaflo microfluidic chip using a micro-circulation pump (Atactic Technologies) [30,83]. On the microfluidic chip, each detection probe consisted of a chemically modified nucleotide-coding segment complementary to the target miRNA from miRBase or other RNAs, and a spacer segment of polyethylene glycol to extend the coding segment away from the substrate. The detection probes were made by in situ synthesis using photogenerated reagent chemistry. The hybridization melting temperatures were balanced by chemical modifications of the detection probes. Hybridization was performed using 100 μL of 6xSSPE buffer (0.90 M NaCl, 60 mM Na_2_HPO_4_, 6 mM EDTA, pH 6.8) containing 25% formamide at 34°C. After RNA hybridization, tag-conjugating Cy3 dye was circulated through the microfluidic chip for staining. Fluorescence images were collected using a laser scanner (GenePix 4000B, Molecular Device), and digitized using Array-Pro image analysis software (Media Cybernetics).

Data were analyzed by first substracting the background and then normalizing the signals using a locally-weighted regression filter [84]. 

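The background standard deviation was estimated from the 146 empty control spots by the median absolute deviation. The limit of 3 deviations came to 7.03, 6.78, 7.92 and 9.23 in the YS control and at 4, 12 and 24 h, and to 6.38, 5.47, 6.12 and 4.23 in BY. Over the probes detected on an array before normalization, all with a CV under 0.5, the median spot CV was 0.184, 0.119, 0.098 and 0.132 in YS. On the BY arrays it was 0.111, 0.180, 0.103 and 0.081. The rule therefore admits signals far below the minimum of 500 used for detection. The brightest spot of any array read 58864, and no spot was saturated.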

An miRNA signal was accepted as detectable if it met two conditions: signal intensity higher than three times the background standard deviation, and spot CV <0.5 (CV = signal standard deviation/signal intensity). Signals from four technical replicates of each RNA derived from stressed and control plants were compared using paired and two-tailed Student’s *t* test. 

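The 4 repeat spots are on the same array, so the methods' t-test compares spots of single arrays and not plants. With the threshold of 0.01, a signal above 500 and the ratio threshold, it called 30 probes in YS and 83 in BY, of which 5 were called in both. After Benjamini-Hochberg adjustment 0 and 21 were left. Without the ratio threshold it called 62 probes in YS and 155 in BY, and 0 and 25 after adjustment. An analysis of variance over the spots of the 4 arrays of a cultivar called 123 probes in YS and 151 in BY at 0.01, with 62 in both. The spread between spots does not hold the difference between plants, which these arrays cannot give.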

Only signals with p <0.01 were considered as significant. Clustering analysis was performed using Cluster 3.0, and the heat map was visualized using Heatmap builder and TreeView [85].

### qRT-PCR analysis of miRNA expression

The sRNAs (<200 nt from samples treated with cold conditions (4°C) for 4, 12, and 24 h were isolated using an mirVana miRNA isolation kit (Ambion, Austin, TX, USA). Stem-loop reverse transcription PCR (RT-PCR), which can be applied in small RNA cloning and multiple assays for better specificity and efficiency, was used for reverse transcription [86]. A stem-looped RT-PCR Primer and qRT-PCR primers (Additional file 12: Table S7) were designed. One Step Prime-Script miRNA cDNA Synthesis Kit (TAKARA) and Platinum SYBR Green qPCR SuperMix-UDG (Invitrogen) were used. The 5.8S rRNA was used as the internal control [87]. Thereafter, qRT-PCR was performed using a total reaction volume of 20 μL, which contained 0.5 μL of diluted cDNA, 8 μM primer mix, 10.0 μL of 2× SYBR Green Mix, and 8.7 μL ddH_2_O. The reactions were carried out in an iCycler iQ qRT-PCR detection system (BIO-RAD) with the following amplification conditions: activation at 50°C for 2 min; 95°C for 2 min; followed by 39 cycles at 95°C for 15 s, and 60°C for 30 s; and final holding at 4°C. The cycle threshold (CT) was defined as the fractional cycle number at which the fluorescence passes the fixed threshold. All reactions were performed in triplicate. The qRT-PCR results were normalized as follow: sample CT values were determined and standardized based on the 5.8S gene control prime reaction, and the 2^-ΔΔCT^ method was applied to calculate the relative changes in gene expression from qRT-PCR experiments [88].

### Degradome library construction and target identification

To obtain the potential target mRNAs, two degradome libraries were constructed from tea leaves treated with cold (+C) and cold-free (−C) as previously described [58,64]. In brief, poly(A)-enriched RNA molecules were isolated and ligated to an RNA oligonucleotide adaptor containing a 3′ MmeI recognition site, and the ligated products were used to generate first-strand cDNA by RT. A short PCR was then used to amplify the cDNA. To obtain sufficient quantities of DNA, the product was ligated to a double-stranded DNA adaptor, and subjected to gel purification again for PCR amplification. The final cDNA library was purified and sequenced on Illumina GAIIx following the manufacturer’s instruction.

Raw sequence reads were obtained using Illumina Pipeline v1.5 software to remove adaptor sequences and low quality sequencing reads. The extracted sequencing reads with lengths of 20 nt and 21 nt were then used to identify potentially cleaved targets by CleaveLand pipeline, as previously described [29,31]. The degradome reads were mapped to *A. thaliana* and tea plant sequences of mRNA and ESTs were downloaded from NCBI (http://www.ncbi.nlm.nih.gov/). Only the perfectly matched alignments for the given read were kept and extended to 35 nt to 36 nt by adding 15 nt of upstream sequences. All resulting reads (t-signature) were reverse-complemented and aligned to the miRNA identified in our study. No more than five mismatches of the alignments were allowed. Alignments in which the 5′ degradome sequence position coincided with the 10^th^ nucleotide of miRNA were retained and scored using a previously described method [89]. The target was selected and categorized based on cellular component, molecular function, and biological process. All identified targets were subjected to BlastX analysis to search for similarity. GO analysis was used to uncover the miRNA-gene regulatory network on the biological process and molecular function, as previously described by Xie et al. [90].

### Modified 5′ RNA ligase-mediated RACE for the mapping of mRNA cleavage sites

Total RNA was extracted from young leaves of different treated and CK using Trizol reagent. Poly(A)^+^ mRNA was purified from all kinds of pooled sample RNA using the PolyA kit (Promega, Madison, WI), according to manufacturer’s instructions. A modified procedure for RLM-5′ RACE was followed with the GeneRacer Kit (Invitrogen, CA), as described previously [91]. The PCR amplifications were performed using the GenRacer 5′ primer and the gene-specific primer (Table 2). Nested PCR amplifications were performed using the GeneRacer 5′ nested primer and the nested gene-specific nested primer (Table 2). PCR reactions were separated by agarose gel electrophoresis, and distinct bands of the appropriate size for miRNA-mediated cleavage were purified (excised gel slices corresponded to a size range of ~200 base pairs), cloned, and sequenced.

### Date access

The sRNA sequence data from this study have been submitted to Gene Expression Omnibus (GEO) under accession NO. GSE61719 at website: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=uvmvkkcixrepvyv&acc=GSE61719.

## Additional files

Additional file 1: Table S1. Mature sequences of conserved miRNA in *C. sinensis* with cold stress. Additional file 2: Figure S1. Mature and precursor sequences and the predicted stem-loop structures of newly identified miRNAs from *C. sinensis.*
Additional file 3: Table S2. Novel miRNAs and potentially novel miRNAs identified from predicted RNA hairpins in *C. sinensis* with cold stress*.*
Additional file 4: Figure S2. t-plot for targets of the known miRNAs found in + C and -C libraries of *C. sinensis*. Signature abundance throughout the length of the transcript is show. Arrows indicate signature consistent with miRNA-directed cleavage. Additional file 5: Figure S3. t-plot for targets of the new miRNA candidates found in + C and -C libraries of *C. sinensis*. Signature abundance throughout the length of the transcript is show. Arrows indicate signature consistent with miRNA-directed cleavage. Additional file 6: Table S3. Relative expression analysis of cold-responsive miRNAs in ‘Yingshuang’. The threshold of *p* value was set 0.01, ***indicated *p* value less than 0.0001, **indicated *p* value from 0.0001 to 0.001, *indicated *p* value from 0.001 to 0.01, respectively. Additional file 7: Table S4. Relative expression analysis of cold-responsive miRNAs in ‘Baiye 1’. The threshold of *p* value was set 0.01, ***indicated *p* value less than 0.0001, ** indicated *p* value from 0.0001 to 0.001, *indicated *p* value from 0.001 to 0.01, respectively. Additional file 8: Figure S4. Microarray analysis of the known and new miRNAs from tea plant cultivar ‘Yingshaung’ treated with cold and cold-free. Additional file 9: Figure S5. Microarray analysis of the known and new miRNAs from tea plant cultivar ‘Baiye 1’ treated with cold and cold-free. Additional file 10: Table S5. Targets for conserved miRNAs from *C. sinensis* treated with cold (+C) and without cold (−C). Additional file 11: Table S6. Targets for new miRNA candidates from *C. sinensis* treated with cold (+C) and without cold (−C). Additional file 12: Table S7. Sequences of primers used for the reverse transcription and Quantitative real-time PCR experiments.

## Abbreviations

MiRNA: MicroRNA
*C. sinensis*: *Camellia sinensis*
AGO: Argonaute
RISC: RNA-induced silencing complex
qRT-PCR: Quantitative real-time PCR
rRNA: Ribosomal RNA
tRNA: Transfer RNA
snoRNA: Small nucleolar RNA
snRNA: Small nuclear RNA
ncRNA: Non-coding RNA
MFE: Minimum free energy
MFEI: Minimum free energy index
*A. thaliana*: *Arabidopsis thaliana*
LEA: Late embryogenesis abundant
RLM-5′ RACE: 5′ RNA ligase-mediated RACE
GO: Gene ontology
sRNA: Small RNA
EST: Expressed sequence tag
NADPH: Nicotinamide adenine dinucleotide 2′-phosphate reduced tetrasodium salt
ARF: Auxin-responsive factor
AUX/IAA: Auxin/ indole-3-acetic acid
WBP: WW-domain-binding protein
YS: Yingshuang
BY: Baiye 1
TBE: Tris-Borate-EDTA
RT-PCR: Reverse transcription PCR
CT: Cycle threshold

# Supplementary material for: Identification and characterization of cold-responsive microRNAs in tea plant (Camellia sinensis) and their targets using high-throughput sequencing and degradome analysis
**Source:** BMC Plant Biol. 2014 Oct 21;14:271. doi: 10.1186/s12870-014-0271-x
**Supplement:** Additional file 1: Table S1. — Mature sequences of conserved miRNA in C. sinensis with cold stress.

**Table S1 Mature sequence of conserved miRNA in *C. sinensis* with cold stress**

| miRNA Family | miRNA name    | miR_seq                 | Type | Len | Reads  | GenomeID    | Strand | miRNA Reference | Hairpin Length | CG%  | dG    | MFEI | miRNA* |
|--------------|---------------|-------------------------|------|-----|--------|-------------|--------|-----------------|----------------|------|-------|------|--------|
| csn-miR156   | csn-miR156a-1 | UUGACAGAAGAUAGAGAGCAC   | 5'   | 21  | 346    | scaffold_5  | -      | ptc-MIR156g     | 119            | 46.3 | -58.5 | 1    | Y      |
|              | csn-miR156a-2 | UUGACAGAAGAUAGAGAGCAC   | 5'   | 21  | 346    | scaffold_4  | -      | ptc-MIR156h     | 99             | 44.7 | -46.3 | 1    | Y      |
|              | csn-miR156b   | CUGACAGAAGAGAGUGAGCAC   | 5'   | 21  | 607    | scaffold_18 | -      | ptc-MIR156f     | 92             | 43.6 | -54.1 | 1.2  | Y      |
|              | csn-miR156c   | UGACAGAAGAGAGUGAGCACA   | 5'   | 21  | 54     | scaffold_18 | +      | ptc-MIR156e     | 91             | 37   | -42.4 | 1.1  | Y      |
|              | csn-miR156d   | GCUCACUUCUCUUUCUGUCAUU  | 3'   | 22  | 1      | scaffold_18 | +      | cme-MIR156j     | 91             | 37   | -42.4 | 1.1  | Y      |
|              | csn-miR156e-1 | UGUUGACAGAAGAAAGAGAGC   | 5'   | 21  | 2      | scaffold_4  | -      | aly-MIR156h     | 99             | 44.8 | -46.3 | 1    | N      |
|              | csn-miR156e-2 | UGUUGACAGAAGAAAGAGAGC   | 5'   | 21  | 2      | scaffold_5  | -      | smo-MIR156c     | 125            | 46.6 | -66.8 | 1.1  | N      |
|              | csn-miR156f   | CUGACAGAAGAGAGUGAGCACU  | 5'   | 22  | 2      | scaffold_6  | -      | cca-MIR156b     | 127            | 45.9 | -64.4 | 1.1  | N      |
| csn-miR159   | csn-miR159-1  | UUUGGAUUGAAGGGAGCUCUA   | 3'   | 21  | 17325  | scaffold_15 | +      | ptc-MIR159b     | 176            | 45.5 | -78.4 | 0.9  | Y      |
|              | csn-miR159-2  | UUUGGAUUGAAGGGAGCUCUA   | 3'   | 21  | 17325  | scaffold_12 | -      | ptc-MIR159a     | 174            | 44.3 | -75.4 | 0.9  | Y      |
| csn-miR160   | csn-miR160-1  | UGCCUGGCUCCCUGUAUGCCA   | 5'   | 21  | 59     | scaffold_8  | -      | ptc-MIR160b     | 86             | 53.1 | -51.5 | 1    | Y      |
|              | csn-miR160-2  | UGCCUGGCUCCCUGUAUGCCA   | 5'   | 21  | 59     | scaffold_1  | +      | ptc-MIR160a     | 95             | 51   | -56   | 1.1  | N      |
|              | csn-miR160-3  | UGCCUGGCUCCCUGUAUGCCA   | 5'   | 21  | 59     | scaffold_10 | +      | ptc-MIR160c     | 86             | 52   | -52.1 | 1    | Y      |
| csn-miR162   | csn-miR162a-1 | UCGAUAAACCUCUGCAUCCAG   | 3'   | 21  | 561    | scaffold_15 | +      | ptc-MIR162b     | 101            | 44.9 | -42.3 | 0.9  | Y      |
|              | csn-miR162a-2 | UCGAUAAACCUCUGCAUCCAG   | 3'   | 21  | 561    | scaffold_12 | +      | ptc-MIR162a     | 105            | 47.7 | -43.5 | 0.9  | Y      |
|              | csn-miR162b   | UCGAUAAACCUCUGCAUCCAGUG | 3'   | 23  | 3      | scaffold_15 | +      | bdi-MIR162      | 121            | 44.1 | -48.2 | 0.9  | N      |
| csn-miR164   | csn-miR164a   | UGGAGAAGCAGGGCACGUGCA   | 5'   | 21  | 869    | scaffold_13 | -      | ptc-MIR164c     | 80             | 57.3 | -41.1 | 0.9  | Y      |
|              | csn-miR164b-1 | UGGAGAAGCAGGGCACGUGCG   | 5'   | 21  | 4      | scaffold_13 | -      | vvvi-MIR164a    | 98             | 54.8 | -50.3 | 0.9  | N      |
|              | csn-miR164b-2 | UGGAGAAGCAGGGCACGUGCG   | 5'   | 21  | 4      | scaffold_14 | +      | aly-MIR164c     | 172            | 53.4 | -74   | 0.8  | N      |
|              | csn-miR164c   | CAUGUGCCCGUCUUCCCCAUC   | 3'   | 21  | 256    | scaffold_16 | +      | rco-MIR164c     | 141            | 45.8 | -55.2 | 0.8  | N      |
| csn-miR166   | csn-miR166a-1 | UCGGACCAGGCUUCAUUCCCC   | 3'   | 21  | 159305 | scaffold_5  | -      | ptc-MIR166d     | 101            | 47.6 | -50.3 | 1    | Y      |

|            |                |                        |    |    |        |                    |   |             |     |      |       |     |   |
|------------|----------------|------------------------|----|----|--------|--------------------|---|-------------|-----|------|-------|-----|---|
|            | csn-miR166a-2  | UCGGACCAGGCUUCAUCCCC   | 3' | 21 | 159305 | scaffold_8         | - | ptc-MIR166g | 96  | 51.5 | -54.9 | 1   | Y |
|            | csn-miR166a-3  | UCGGACCAGGCUUCAUCCCC   | 3' | 21 | 159305 | scaffold_7         | - | ptc-MIR166f | 103 | 46.7 | -51.3 | 1   | Y |
|            | csn-miR166a-4  | UCGGACCAGGCUUCAUCCCC   | 3' | 21 | 159305 | scaffold_2         | + | ptc-MIR166c | 123 | 41.8 | -57.8 | 1   | Y |
|            | csn-miR166a-5  | UCGGACCAGGCUUCAUCCCC   | 3' | 21 | 159305 | scaffold_14        | + | ptc-MIR166j | 132 | 39.9 | -45.1 | 0.8 | Y |
|            | csn-miR166a-6  | UCGGACCAGGCUUCAUCCCC   | 3' | 21 | 159305 | scaffold_1         | + | ptc-MIR166a | 153 | 34.1 | -52.8 | 0.9 | Y |
|            | csn-miR166b-1  | UCUCGGACCAGGCUUCAUCC   | 3' | 21 | 327    | scaffold_944       | - | ptc-MIR166n | 326 | 38.1 | -85.5 | 0.7 | Y |
|            | csn-miR166b-2  | UCUCGGACCAGGCUUCAUCC   | 3' | 21 | 327    | scaffold_13        | + | ptc-MIR166o | 313 | 37.2 | -79.6 | 0.7 | Y |
|            | csn-miR166c    | GGAAUGUUGUCUGGCUCGAGG  | 5' | 21 | 759    | scaffold_7         | - | ptc-MIR166q | 144 | 44.4 | -67.1 | 1   | Y |
|            | csn-miR166d-1  | GGACCAGGCUUCAUCCUC     | 3' | 19 | 225    | scaffold_12        | - | vvi-MIR166b | 92  | 45.6 | -39   | 0.8 | Y |
|            | csn-miR166d-2  | GGACCAGGCUUCAUCCUC     | 3' | 19 | 225    | scaffold_15        | - | osa-MIR166i | 147 | 45.1 | -55.9 | 0.8 | N |
|            | csn-miR166e    | UCGGACCAGGCUUCAUCCCU   | 3' | 21 | 753    | scaffold_5         | - | vvi-MIR166f | 101 | 47.1 | -50.3 | 1   | Y |
|            | csn-miR166f    | GAAUGUUGGCUGGCUCGAGGC  | 5' | 21 | 4      | scaffold_7         | - | zma-MIR166m | 113 | 46.2 | -56.7 | 1   | N |
|            | csn-miR166g    | UCGGACCAGGCUUCAUCCCU   | 3' | 21 | 753    | scaffold_7         | - | nta-MIR166h | 113 | 46.2 | -56.7 | 1   | Y |
|            | csn-miR166h-1  | UCGGACCAGGCUUCAUCCUC   | 3' | 21 | 59653  | scaffold_15        | - | vvi-MIR166b | 136 | 50.7 | -57.3 | 0.8 | N |
|            | csn-miR166h-2  | UCGGACCAGGCUUCAUCCUC   | 3' | 21 | 59653  | scaffold_8         | - | vvi-MIR166b | 96  | 52   | -54.9 | 1   | N |
|            | csn-miR166i    | UCGGACCAGGCUUCAUCCCC   | 3' | 21 | 79     | scaffold_5         | - | mdm-MIR166f | 164 | 45.3 | -64   | 0.8 | N |
| csn-miR167 | csn-miR167a-5p | UGAAGCUGCCAGCAUGAUCUGU | 5' | 22 | 64     | 76159_gi 319832051 | - | tcc-MIR167c | 102 | 42.6 | -49.3 | 1.1 | Y |
|            | csn-miR167a-3p | AGAUCAUAUGGCAGCUUCACC  | 3' | 21 | 68     | 76159_gi 319832051 | - | lja-MIR167  | 102 | 42.6 | -49.3 | 1.1 | Y |
|            | csn-miR167b-1  | UGAAGCUGCCAGCAUGAUCUA  | 5' | 21 | 90     | scaffold_5         | + | ptc-MIR167d | 103 | 47.6 | -38.9 | 0.8 | Y |
|            | csn-miR167b-2  | UGAAGCUGCCAGCAUGAUCUA  | 5' | 21 | 90     | scaffold_5         | + | ptc-MIR167c | 106 | 44.4 | -51.7 | 1.1 | Y |
|            | csn-miR167c-1  | UGAAGCUGCCAGCAUGAUCUC  | 5' | 21 | 11     | scaffold_2         | - | vvi-MIR167c | 108 | 46.5 | -49.5 | 0.9 | N |
|            | csn-miR167c-2  | UGAAGCUGCCAGCAUGAUCUC  | 5' | 21 | 11     | scaffold_2         | - | vvi-MIR167d | 82  | 45.5 | -38.4 | 1   | N |
|            | csn-miR167d    | UGAAGCUGCCAGCAUGAUCUAG | 5' | 22 | 4319   | 76159_gi 319869237 | + | vvi-MIR167d | 134 | 50.7 | -61.5 | 0.9 | N |
|            | csn-miR167e    | AGAUCAUGUGGUAGCUUCACC  | 3' | 21 | 5      | scaffold_5         | + | nta-MIR167d | 108 | 43.9 | -53.5 | 1.1 | N |

|            |                |                        |    |    |      |                    |   |             |     |      |         |     |   |
|------------|----------------|------------------------|----|----|------|--------------------|---|-------------|-----|------|---------|-----|---|
| csn-miR168 | csn-miR168a-1  | UCGCUUGGUGCAGGUCGGGAA  | 5' | 21 | 1884 | scaffold_3         | - | ptc-MIR168a | 156 | 46.9 | -58     | 0.8 | Y |
|            | csn-miR168a-2  | UCGCUUGGUGCAGGUCGGGAA  | 5' | 21 | 1884 | scaffold_4         | - | ptc-MIR168b | 134 | 46.3 | -53.3   | 0.8 | Y |
|            | csn-miR168b    | CCCGCCUUGCAUACUGAAU    | 3' | 22 | 61   | scaffold_4         | - | nta-MIR168a | 153 | 49   | -71.6   | 0.9 | Y |
| csn-miR169 | csn-miR169a-1  | UAGCCAAGGAUGACUUGCCUCC | 5' | 22 | 6    | scaffold_1         | - | ptc-MIR169j | 134 | 41.6 | -50.5   | 0.9 | Y |
|            | csn-miR169a-2  | UAGCCAAGGAUGACUUGCCUCC | 5' | 22 | 6    | scaffold_17        | - | ptc-MIR169l | 140 | 38.5 | -49.8   | 0.9 | Y |
|            | csn-miR169b    | AGGCAAUCUCCUUGGCUAAC   | 3' | 20 | 49   | scaffold_1         | - | ptc-MIR169i | 117 | 44.7 | -52.2   | 0.9 | N |
|            | csn-miR169c    | CGGCAAGUUGUCAUUGGCUACA | 3' | 22 | 29   | 76159_gi 319831552 | + | aly-MIR169a | 140 | 47.9 | -79.6   | 1.1 | N |
| csn-miR171 | csn-miR171a-1  | UGAUUGAGCCGUGCCAAUAUC  | 3' | 21 | 768  | scaffold_21        | + | ptc-MIR171b | 99  | 36.9 | -53.7   | 1.4 | Y |
|            | csn-miR171a-2  | UGAUUGAGCCGUGCCAAUAUC  | 3' | 21 | 768  | scaffold_15        | + | ptc-MIR171h | 93  | 43   | -44.4   | 1   | N |
|            | csn-miR171b    | CGAUGUUGGUGAGGUCAAUC   | 5' | 21 | 5    | scaffold_18        | - | ptc-MIR171d | 93  | 42   | -37.4   | 0.9 | Y |
|            | csn-miR171c-1  | UGAGCCGAAUCAAUAUCACU   | 3' | 20 | 2    | scaffold_12        | - | ptc-MIR171m | 21  | 46.5 | -43.9   | 0.9 | N |
|            | csn-miR171c-2  | UGAGCCGAAUCAAUAUCACU   | 3' | 20 | 2    | scaffold_12        | - | ptc-MIR171n | 101 | 45.5 | -42.6   | 0.9 | N |
|            | csn-miR171d    | UAUUGGCCUGGUUCACUCAGA  | 5' | 21 | 90   | scaffold_5         | + | gma-MIR171j | 167 | 34.3 | -49.612 | 0.8 | Y |
|            | csn-miR171e-5p | CGAUGUUGGUGAGGUCAAUC   | 5' | 21 | 5    | scaffold_6         | - | gma-MIR171k | 99  | 40.4 | -43.2   | 1   | Y |
|            | csn-miR171e-3p | UUGAGCCGCGCCAAUAUCACU  | 3' | 21 | 3    | scaffold_6         | - | gma-MIR171k | 99  | 40.4 | -43.2   | 1   | Y |
|            | csn-miR171f    | UUGAGCCGCGCCAAUAUCACU  | 3' | 21 | 3    | scaffold_18        | - | vvi-MIR171f | 93  | 42   | -37.4   | 0.9 | Y |
|            | csn-miR171g    | UAUUGGUGCGGUCAAUAAGA   | 5' | 21 | 2    | scaffold_21        | + | vvi-MIR171c | 84  | 42.9 | -48.1   | 1.3 | N |
| csn-miR172 | csn-miR172a-1  | AGAAUCUUGAUGAUGCUGCAU  | 3' | 21 | 168  | scaffold_8         | + | ptc-MIR172a | 118 | 38.8 | -54.3   | 1.1 | Y |
|            | csn-miR172a-2  | AGAAUCUUGAUGAUGCUGCAU  | 3' | 21 | 168  | scaffold_10        | - | ptc-MIR172c | 117 | 40.6 | -53.7   | 1   | Y |
|            | csn-miR172b    | UGCGGAUCAUCAAGAUUCAC   | 5' | 21 | 79   | scaffold_1         | + | ptc-MIR172d | 171 | 48.9 | -99.6   | 1.1 | Y |
|            | csn-miR172c    | UGGGAAUCCUGAUGAUGCUGC  | 3' | 21 | 5    | scaffold_9         | + | ptc-MIR172e | 132 | 45.9 | -57.5   | 0.9 | N |
|            | csn-miR172d    | AGAAUCUUGAUGAUGCUGCAU  | 3' | 21 | 168  | scaffold_9         | - | ptc-MIR172b | 133 | 41.4 | -54.6   | 0.9 | N |
|            | csn-miR172e    | AGAAUCUUGAUGAUGCUGCAU  | 3' | 22 | 11   | scaffold_10        | - | nta-MIR172h | 139 | 39.3 | -62.4   | 1.1 | Y |
| csn-miR319 | csn-miR319a-5p | AGCUGCCGACUCAUUCAUUCU  | 5' | 21 | 2    | scaffold_19        | + | ptc-MIR319g | 191 | 46.1 | -78.6   | 0.8 | N |

|            |                |                         |    |    |       |              |   |             |     |      |       |     |   |
|------------|----------------|-------------------------|----|----|-------|--------------|---|-------------|-----|------|-------|-----|---|
|            | csn-miR319a-3p | UUGGACUGAAGGGAGCUCC     | 3' | 19 | 2     | scaffold_19  | + | ptc-MIR319g | 191 | 46.1 | -78.6 | 0.8 | N |
|            | csn-miR319b-1  | UUGGACUGAAGGGAGCUCCC    | 3' | 20 | 283   | scaffold_19  | + | ptc-MIR319d | 192 | 46.6 | -81.9 | 0.9 | N |
|            | csn-miR319b-2  | UUGGACUGAAGGGAGCUCCC    | 3' | 20 | 283   | scaffold_13  | + | ptc-MIR319c | 195 | 43.9 | -81.1 | 0.9 | N |
|            | csn-miR319b-3  | UUGGACUGAAGGGAGCUCCC    | 3' | 20 | 283   | scaffold_3   | + | ptc-MIR319b | 184 | 34.6 | -65.3 | 1   | Y |
|            | csn-miR319c    | UUGGACUGAAGGGAGCUCC     | 3' | 19 | 2     | scaffold_13  | + | ptc-MIR319f | 200 | 44.6 | -87.6 | 1   | N |
|            | csn-miR319d    | AGCUGCCGACUCAUUCUUCU    | 5' | 21 | 2     | scaffold_13  | + | ptc-MIR319f | 200 | 44.6 | -87.6 | 1   | N |
| csn-miR390 | csn-miR390a-1  | AAGCUCAGGAGGGAUAGCGCC   | 5' | 21 | 351   | scaffold_1   | + | ptc-MIR390a | 117 | 42   | -48.8 | 1   | N |
|            | csn-miR390a-2  | AAGCUCAGGAGGGAUAGCGCC   | 5' | 21 | 351   | scaffold_9   | + | ptc-MIR390c | 121 | 40.7 | -58.9 | 1.2 | N |
|            | csn-miR390b    | CGCUAUCUAUCCUGAGUUUCA   | 3' | 21 | 12    | scaffold_6   | + | gma-MIR390c | 123 | 42.6 | -53.6 | 1   | Y |
|            | csn-miR390c    | CUGGCGCUAUCUAUCCUGAGU   | 3' | 21 | 3     | scaffold_1   | + | tcc-MIR390b | 136 | 42.3 | -64.1 | 1.1 | N |
| csn-miR393 | csn-miR393-1   | UCCAAAGGGAUCGCAUUGAUC   | 5' | 21 | 58    | scaffold_8   | + | ptc-MIR393a | 83  | 48.2 | -44.6 | 1.1 | Y |
|            | csn-miR393-2   | UCCAAAGGGAUCGCAUUGAUC   | 5' | 21 | 58    | scaffold_10  | - | ptc-MIR393b | 82  | 50   | -44.2 | 1.1 | Y |
| csn-miR394 | csn-miR394-1   | UUGGCAUUCUGUCCACCUC     | 5' | 20 | 7104  | scaffold_2   | - | ptc-MIR394a | 147 | 44.2 | -79.6 | 1.2 | Y |
|            | csn-miR394-2   | UUGGCAUUCUGUCCACCUC     | 5' | 20 | 7104  | scaffold_5   | + | ptc-MIR394b | 147 | 41.5 | -62.2 | 1   | N |
| csn-miR395 | csn-miR395a-1  | CUGAAGUGUUUGGGGGAACUC   | 3' | 21 | 1121  | scaffold_761 | + | ptc-MIR395j | 91  | 49   | -43.5 | 0.9 | Y |
|            | csn-miR395a-2  | CUGAAGUGUUUGGGGGAACUC   | 3' | 21 | 1121  | scaffold_6   | + | ptc-MIR395c | 90  | 43.6 | -42.2 | 1   | Y |
|            | csn-miR395a-3  | CUGAAGUGUUUGGGGGAACUC   | 3' | 21 | 1121  | scaffold_16  | + | ptc-MIR395g | 91  | 48   | -42.3 | 0.9 | Y |
|            | csn-miR395b    | CUGAAGGUGUUUGAAGGAACUC  | 3' | 21 | 1     | scaffold_2   | + | ptc-MIR395a | 83  | 41.2 | -75.1 | 0.8 | N |
|            | csn-miR395c    | CUGAAGUGUUUGGGGGAACUCUU | 3' | 23 | 2     | scaffold_761 | - | mtr-MIR395p | 124 | 51.5 | -61   | 0.9 | N |
| csn-miR396 | csn-miR396a-1  | UUCCACAGCUUUCUUGAACUG   | 5' | 21 | 37418 | scaffold_6   | + | ptc-MIR396a | 117 | 37.4 | -46.7 | 1   | Y |
|            | csn-miR396a-2  | UUCCACAGCUUUCUUGAACUG   | 5' | 21 | 37418 | scaffold_18  | + | ptc-MIR396b | 130 | 37.1 | -49.8 | 1   | Y |
|            | csn-miR396b-1  | UUCCACAGCUUUCUUGAACUU   | 5' | 21 | 11614 | scaffold_6   | - | ptc-MIR396d | 166 | 40.4 | -70.5 | 1.1 | N |
|            | csn-miR396b-2  | UUCCACAGCUUUCUUGAACUU   | 5' | 21 | 11614 | scaffold_18  | - | ptc-MIR396e | 141 | 37.9 | -58.1 | 1.1 | Y |
|            | csn-miR396c    | ACAGCUUUCUUGAACUGCAUC   | 5' | 21 | 160   | scaffold_18  | + | mdm-MIR396b | 170 | 39.2 | -61.9 | 0.9 | Y |

|             |               |                          |    |    |     |                    |   |             |     |      |       |     |   |
|-------------|---------------|--------------------------|----|----|-----|--------------------|---|-------------|-----|------|-------|-----|---|
|             | csn-miR396d-1 | UUCCACAGCUUUCUUGAACUUU   | 5' | 22 | 168 | scaffold_18        | - | nta-MIR396a | 145 | 37.7 | -62.5 | 1.1 | Y |
|             | csn-miR396d-2 | UUCCACAGCUUUCUUGAACUUU   | 5' | 22 | 168 | scaffold_6         | - | nta-MIR396a | 156 | 41.5 | -65.6 | 1   | N |
|             | csn-miR396e   | ACAGCUUUCUUGAACUGCAUC    | 5' | 21 | 160 | scaffold_6         | + | mdm-MIR396b | 117 | 37.3 | -46.7 | 1   | Y |
|             | csn-miR396f   | UCCACAGCUUUCUUGAACUUUC   | 5' | 22 | 1   | scaffold_3         | + | vvi-MIR396b | 98  | 42.3 | -44.4 | 1   | N |
| csn-miR398  | csn-miR398    | UGUGUUCUCAGGUCGCCCCUG    | 3' | 21 | 108 | scaffold_9         | - | ptc-MIR398c | 94  | 55.7 | -44.4 | 0.8 | N |
| csn-miR399  | csn-miR399a   | UGCCAAAGGAGAGUUGCCCUG    | 3' | 21 | 2   | scaffold_4         | - | vvi-MIR399b | 106 | 46.4 | -45.8 | 0.9 | N |
|             | csn-miR399b   | UGCCAAAGGAGAGUUGCCCUU    | 3' | 21 | 7   | scaffold_12        | - | cme-MIR399g | 120 | 42.1 | -52   | 1   | N |
| csn-miR403  | csn-miR403    | UGUUAGAUUCACGCACAAACU    | 3' | 21 | 3   | scaffold_10        | - | vvi-MIR403d | 111 | 45.3 | -48.6 | 0.9 | N |
| csn-miR408  | csn-miR408    | UGCACUGCCUCUCCUGGCUC     | 3' | 22 | 210 | scaffold_2         | + | nta-MIR408  | 188 | 47.9 | -83.8 | 0.9 | N |
| csn-miR530  | csn-miR530    | UGCAUUUGCACCUGCACCUGA    | 5' | 21 | 100 | scaffold_9         | - | ptc-MIR530a | 144 | 41   | -73.5 | 1.2 | N |
| csn-miR5072 | csn-miR5072   | AUCCCCAGCGAGUCGCCA       | 3' | 19 | 5   | scaffold_1         | - | osa-MIR5072 | 61  | 49.3 | -23.6 | 0.7 | N |
| csn-miR5368 | csn-miR5368   | UCUGGAAGAGCUAGAAUUCUAACC | 3' | 24 | 55  | 47452_gi 393741702 | + | gma-MIR5368 | 170 | 57.1 | -76.2 | 0.8 | N |
| csn-miR6478 | csn-miR6478   | CCGACCUUAGCUCAGUUGGUAGA  | 5' | 23 | 215 | scaffold_9         | - | ptc-MIR6478 | 138 | 47.8 | -44.3 | 0.7 | N |

Note: 'Y' and 'N' with and without express signal

# Supplementary material for: Identification and characterization of cold-responsive microRNAs in tea plant (Camellia sinensis) and their targets using high-throughput sequencing and degradome analysis
**Source:** BMC Plant Biol. 2014 Oct 21;14:271. doi: 10.1186/s12870-014-0271-x
**Supplement:** Additional file 2: Figure S1. — Mature and precursor sequences and the predicted stem-loop structures of newly identified miRNAs from C. sinensis.

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

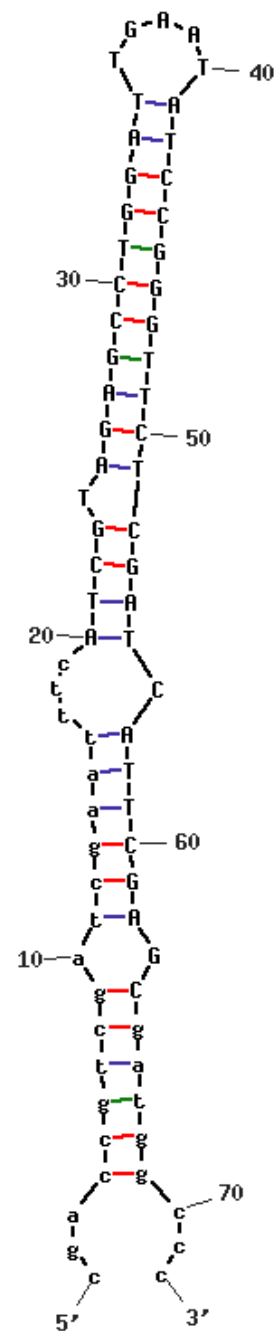

csn-smR1  
 AUCCGGGUUCUCGAUCAUUCGAGC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

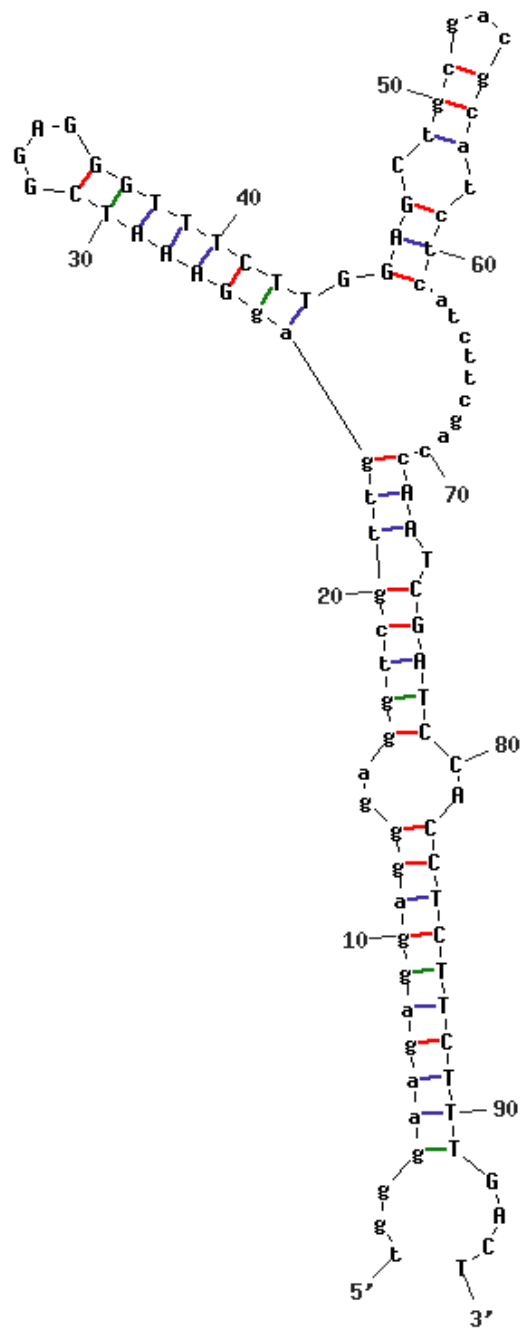

dG = -33.94184

csn-smR2  
 AAUCGAUCCACCUCUUCUUUGACU

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

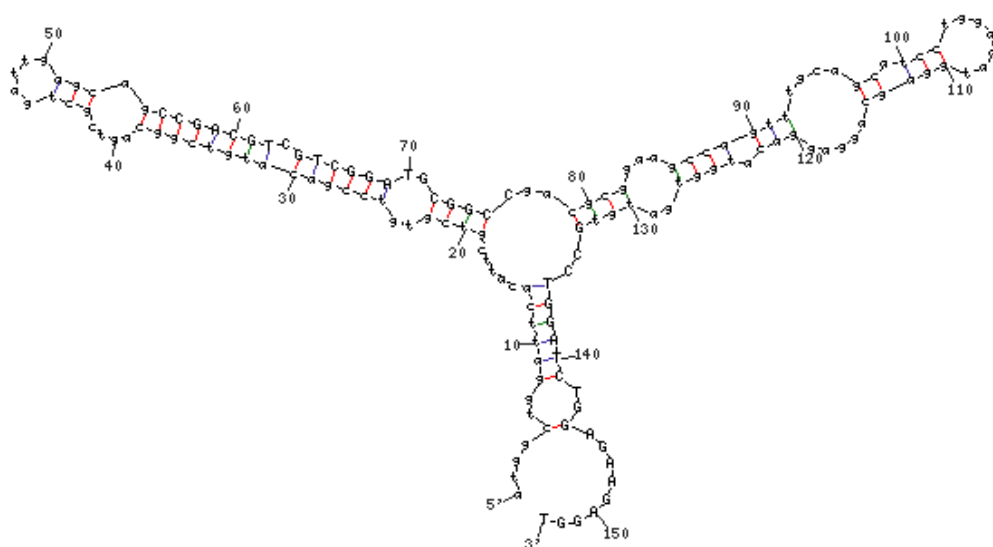

$$\Delta G = -59.84187$$

csn-smR3  
 CCGACGUCGUCGGAUGCGGCC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

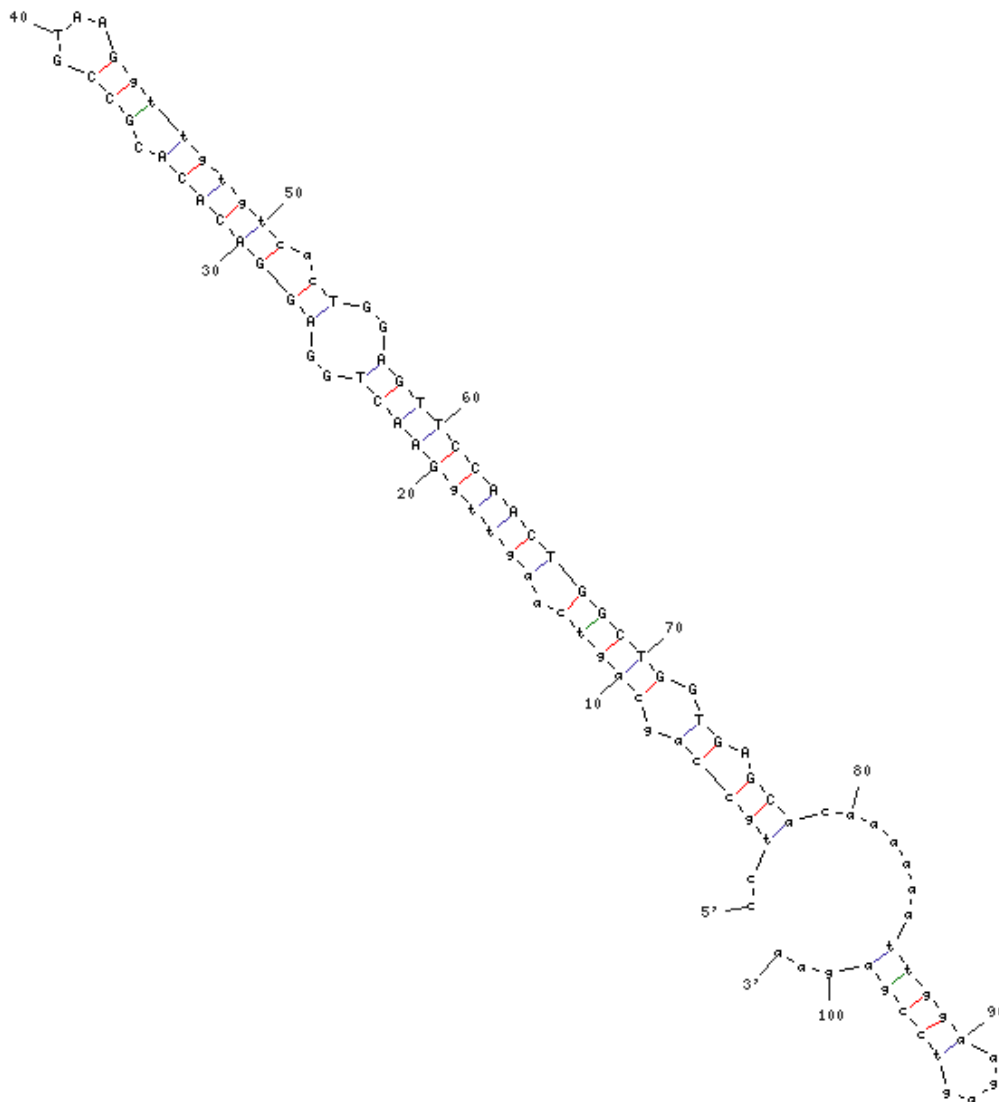

$$\Delta G = -48.74191$$

csn-smR4-5p-1  
 GAACUGGAGGACACACGCCGUAAG

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

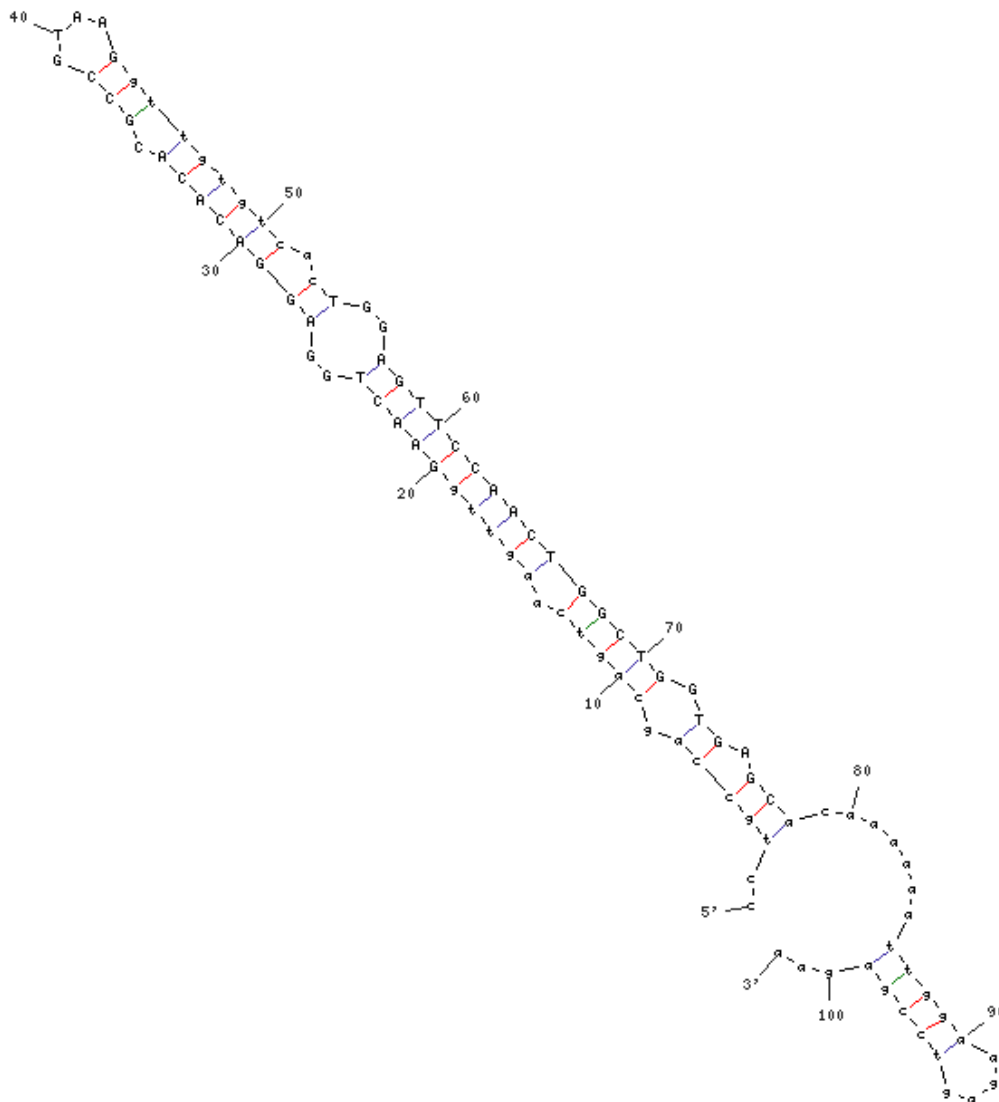

$$\Delta G = -48.74192$$

csn-smR4-3p-1  
 UGGAGUUCCAACUGGCUGGGGAGC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

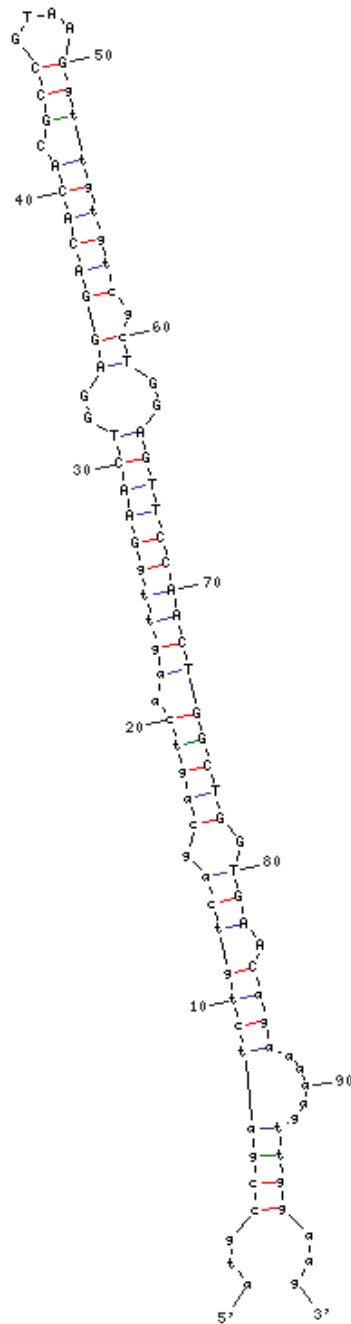

$\Delta G = -49.84193$

csn-smR4-5p-2  
 GAACUGGAGGACACACGCCGUAAG

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

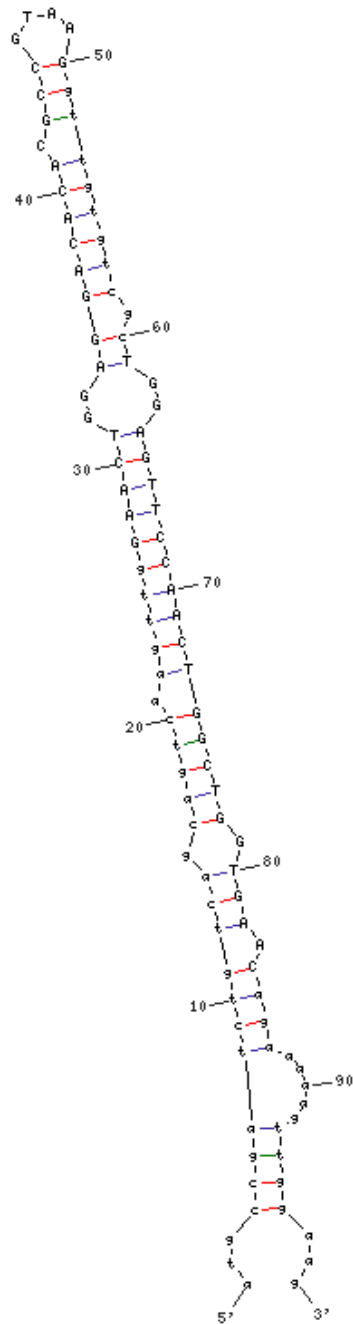

$dG = -49.84194$

csn-smR4-3p-2  
 UGGAGUUCCAACUGGCUGGGGAGC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

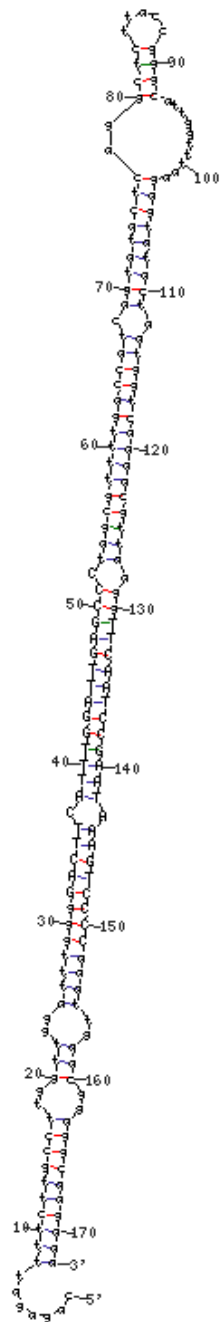

$dG = -99.74195$

csn-smR5-5p-1  
GACUUCAUUUGGAUUGAGCCC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

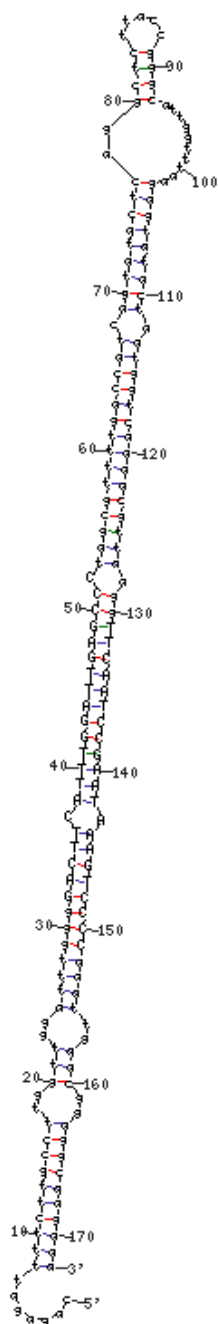

$dG = -99.74196$

csn-smR5-3p-1  
UCAAUCCGAAUAAAGUCCCC

Output of `smr_graph ( )`  
by D. Stewart and M. Zuker

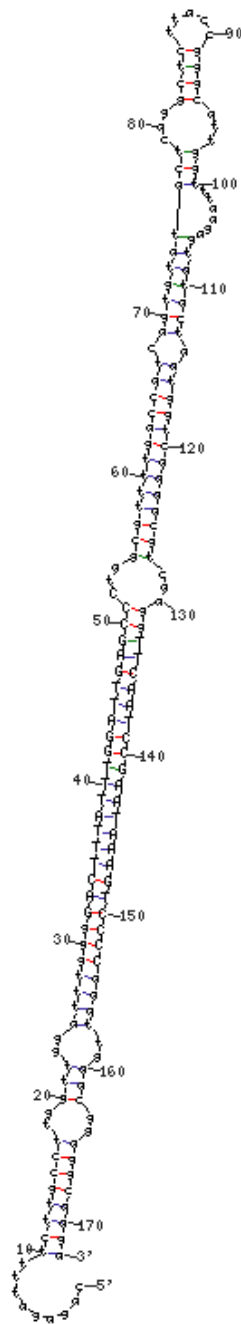

$dG = -94.9 \pm 197$

csn-smR5-5p-2  
GACUUCAUUUGGAUUGAGCCC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

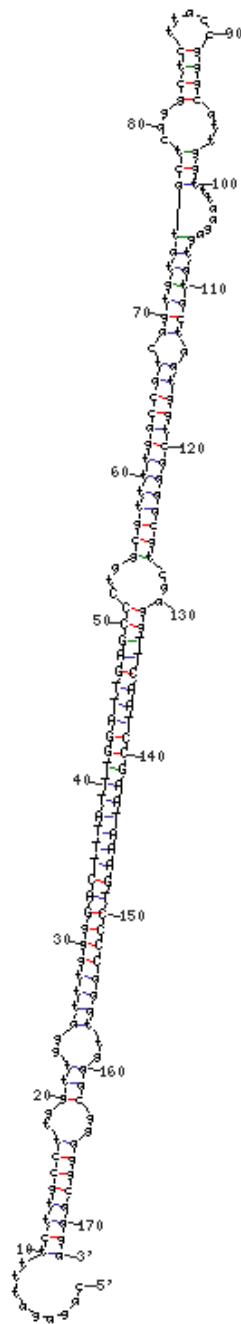

$dG = -94.94198$

csn-smR5-3p-2  
UUCAAUCCGAAUAAAGUCCCC

Output of `sir_graph ( )`  
 by D. Stewart and M. Zuker

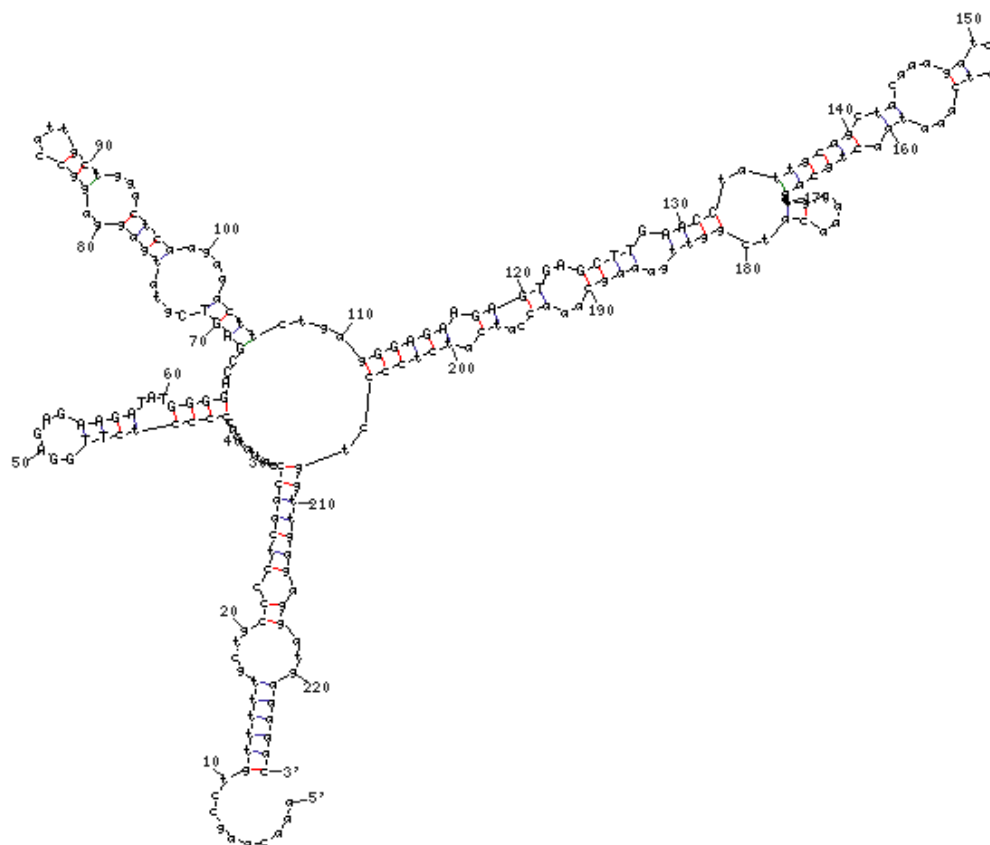

$$\Delta G = -55.6 \pm 2.02$$

csn-smR6  
 GGAGAAGAGUGAGCUUGAACC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

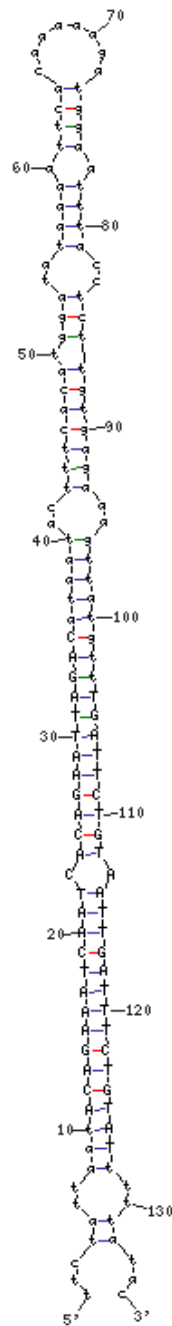

$\Delta G = -52.6 \pm 203$

csn-smR7-5p  
 ACAGAAAUCAAUCACAGAAUUAGAC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

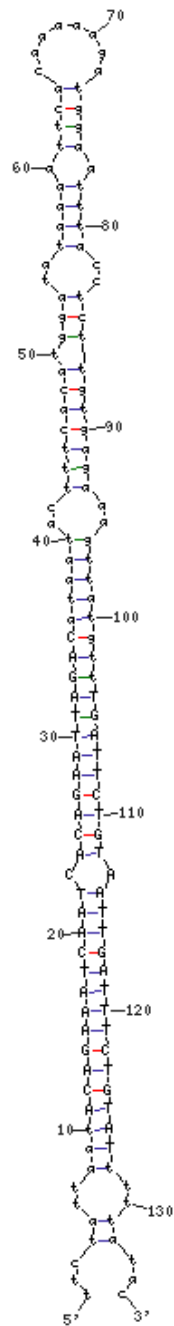

$\Delta G = -52.6 \pm 0.204$

csn-smR7-3p  
 UGAUUCUGUAAUUGAUUUCUGUAU

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

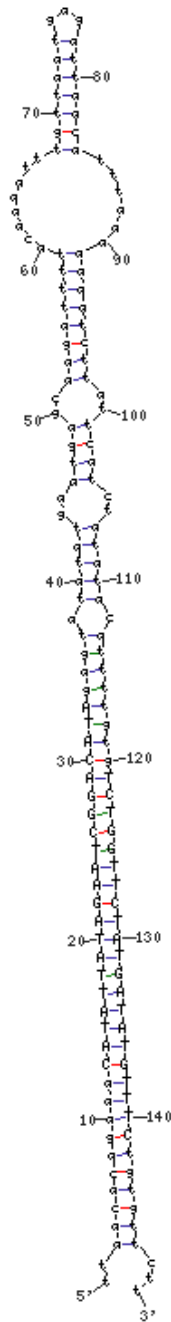

$dG = -66.6 \pm 207$

csn-smR8  
 CAUAUUAUAGAAUCGGACAUA

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

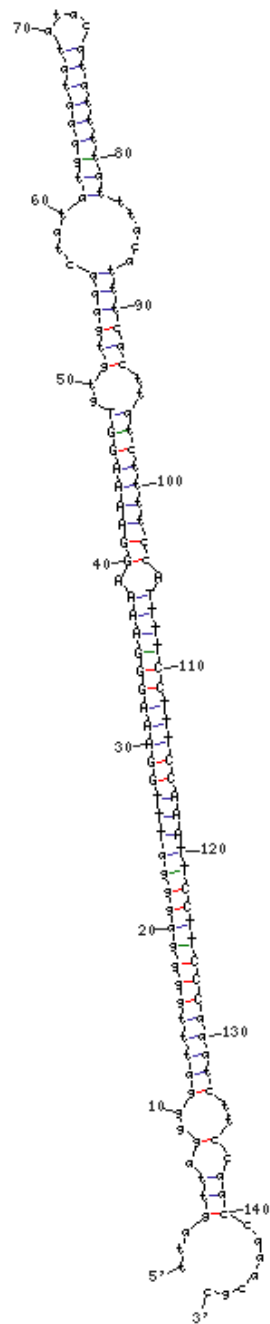

$\Delta G = -73.74208$

csn-smR9-5p-1  
 UUUGGAAAGGGAAAUGGAAAAGGU

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

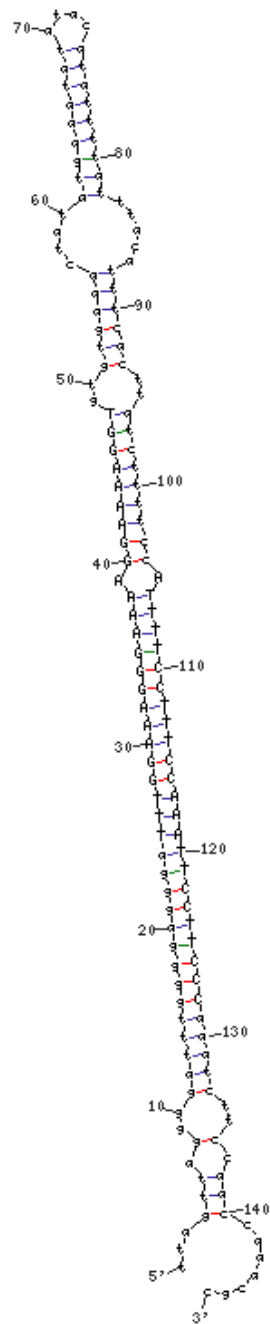

$\Delta G = -73.74209$

csn-smR9-3p-1  
 AUUUCCCUUUCCAAUCCUUCCC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

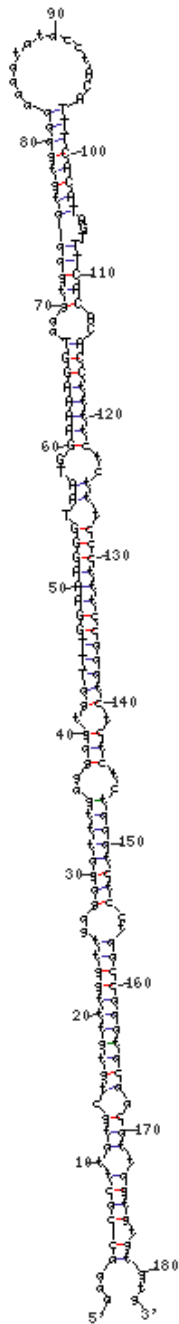

$dG = -84.6 \pm 210$

csn-smR9-5p-2  
UUUGGAAAGGGAAAUGGAAAAGGU

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

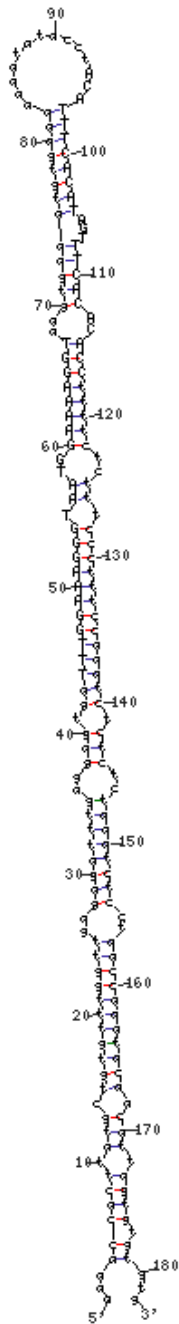

$dG = -84.6 \pm 211$

csn-smR9-3p-2  
AAAUUUCACAUAGUUUCACACACC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

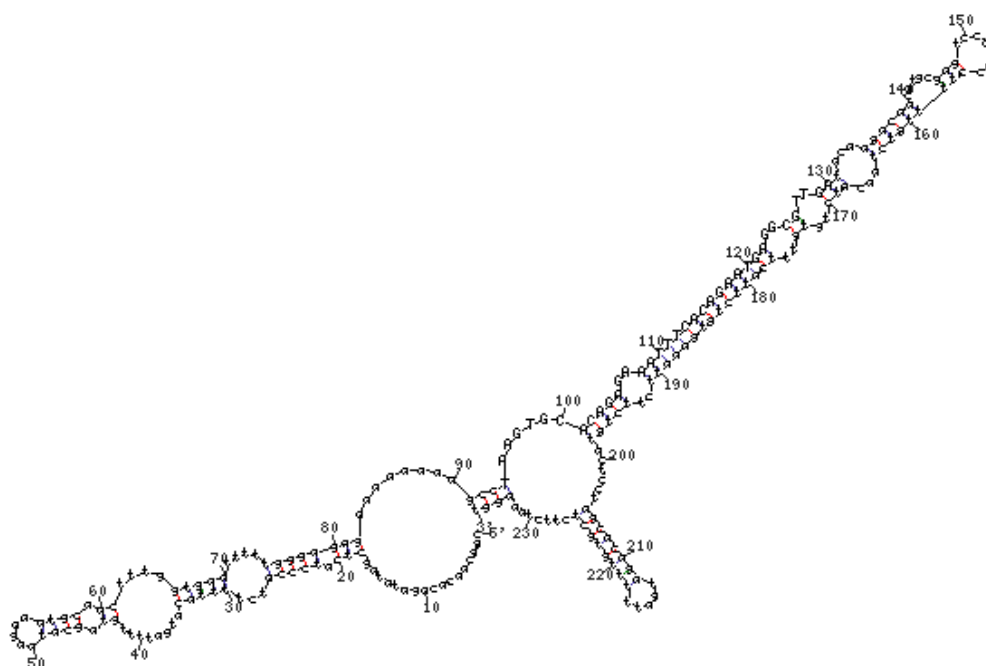

$$\Delta G = -68.9 \text{ kcal/mol}$$

csn-smR10-1  
 UUUCACAGAAUGAGGCGUUGA

Output of `sir_graph ( )`  
by D. Stewart and M. Zuker

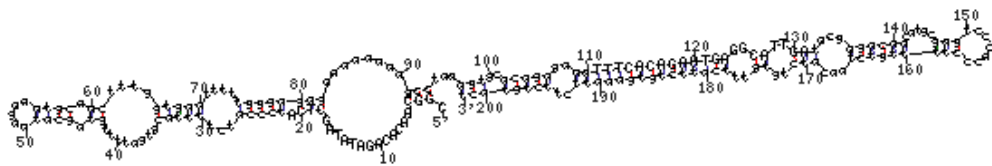

$$\Delta G = -58.8 \pm 2.15$$

csn-smR10-2  
UUUCACAGAAUGAGGCGUUGA

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

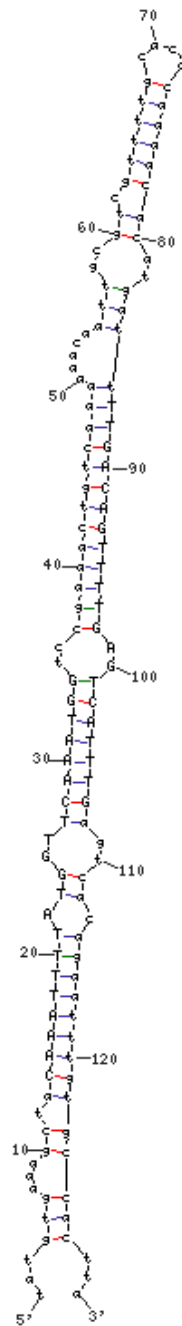

$$\Delta G = -46.7 \pm 2.17$$

csn-smR11-1  
 UUGACAGUUUUGAGCCAUUUG

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

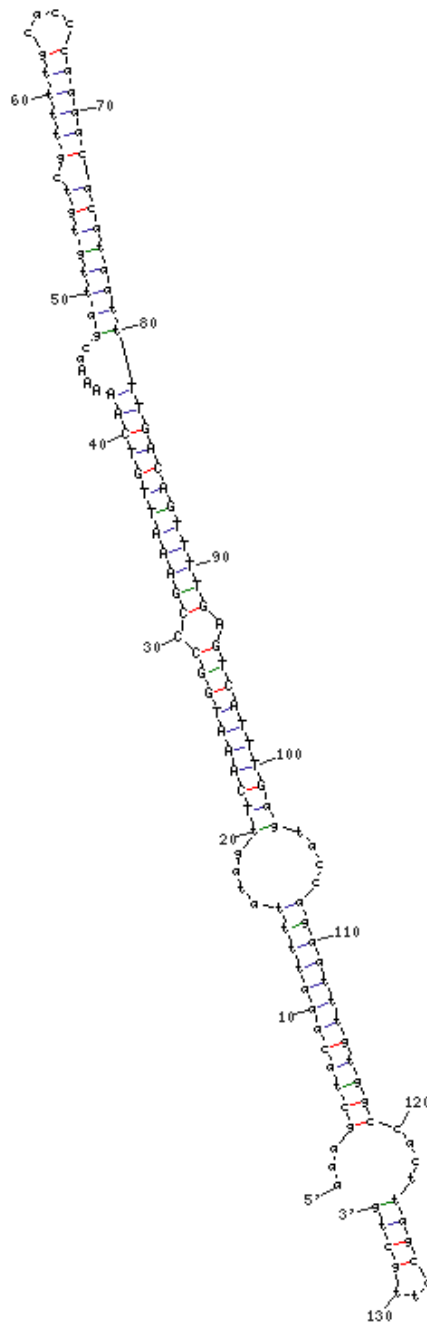

$\Delta G = -49.74219$

csn-smR11-2  
 UUGACAGUUUUGAGCCAUUUG

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

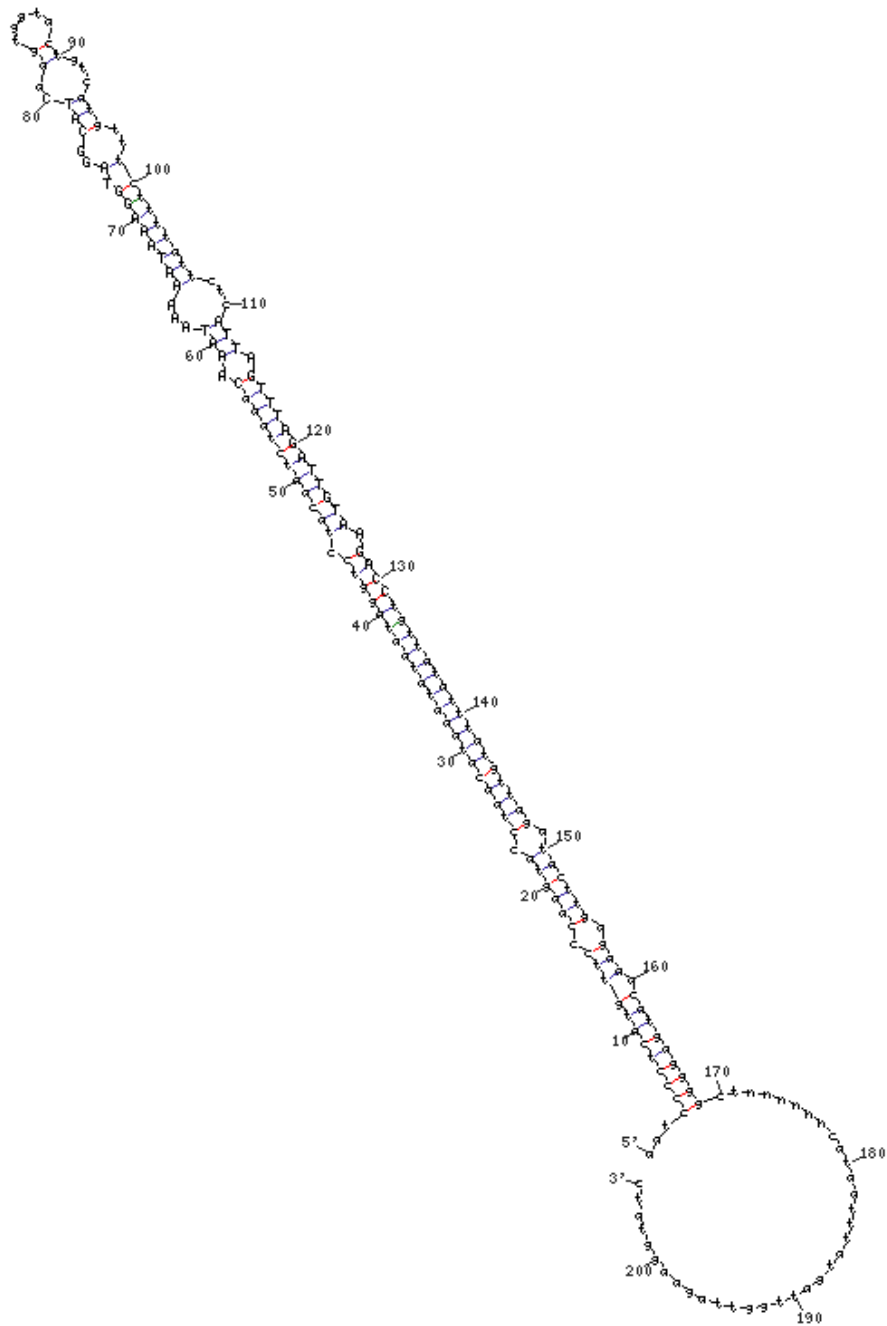

$$\Delta G = -81.74221$$

csn-smR12-1  
AUUAGUUUAGAUUGUAGGACC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

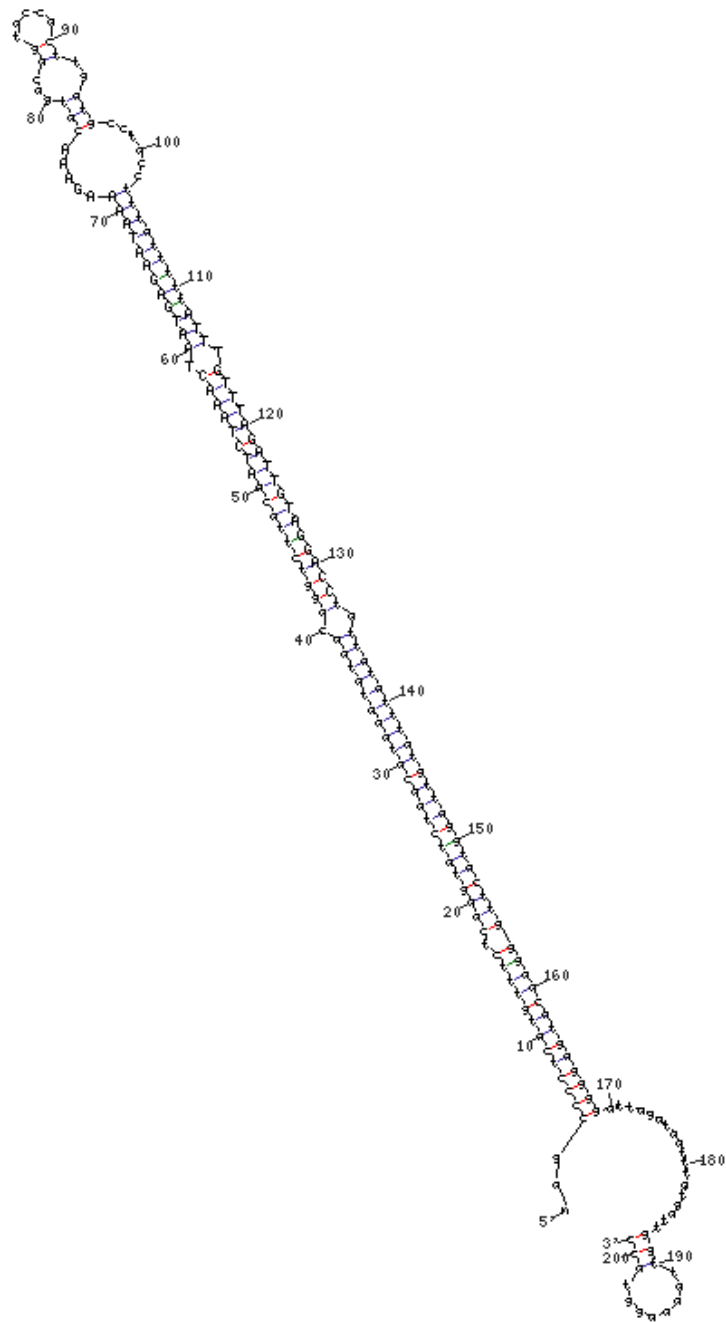

$$\Delta G = -89.84223$$

csn-smR12-2  
AUUAGUUUAGAUUGUAGGACC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

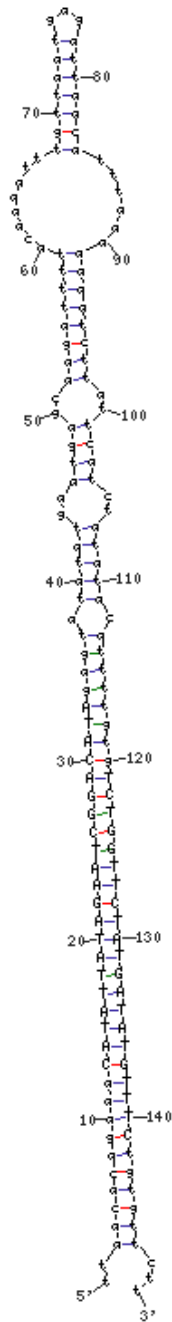

$\Delta G = -66.6 \pm 2.25$

csn-smR13-1  
 UCUGGUUCUAUGAUUGUUUC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

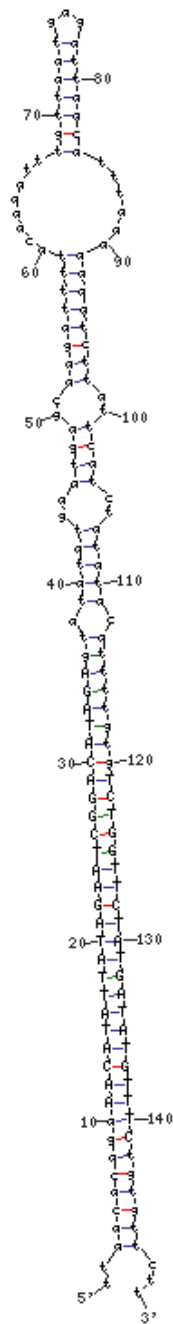

$dG = -66.6 \pm 2.27$

csn-smR13-2  
 UCUGGUUCUAUGAUAUGUUUC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

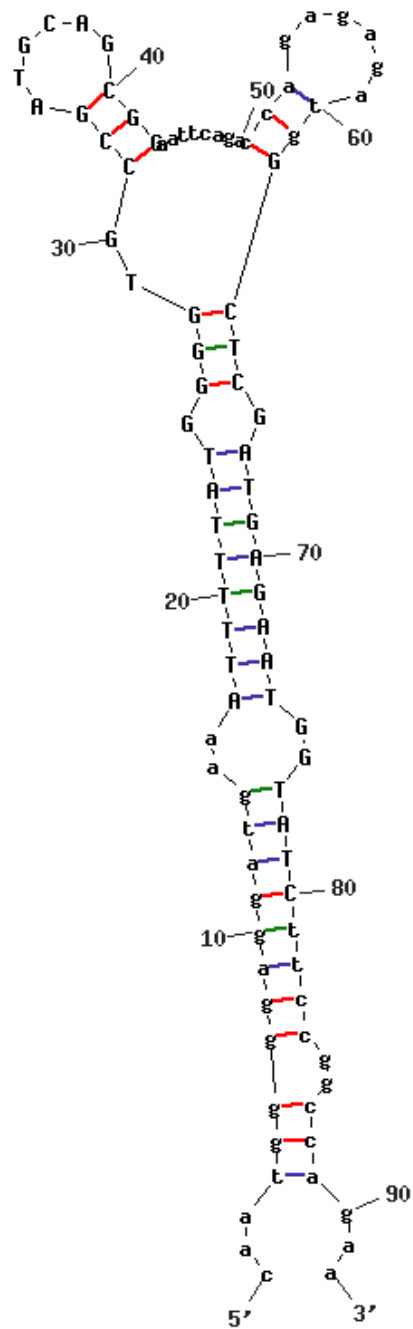

dG = -27.7 kcal/mol

csn-smR14  
 UCUCGAUGAGAAUGGUAUC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

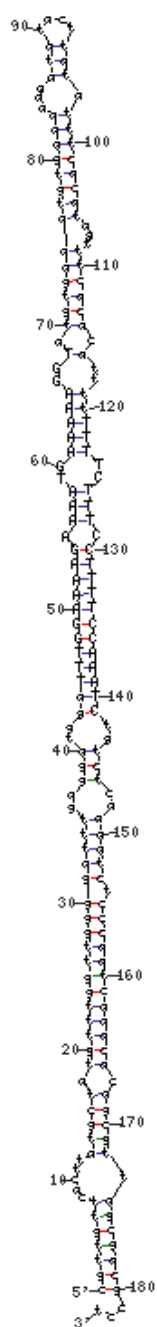

$dG = -75.74230$

csn-smR15-5p  
UUUGGAAAAGAAAUGAAAAGGU

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

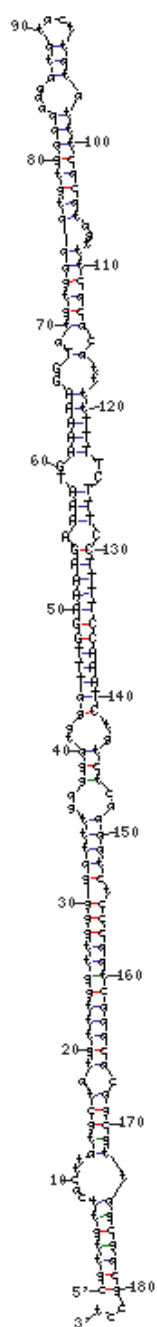

$\Delta G = -75.7 \pm 231$

csn-smR15-3p  
UUUUCUUUCCUUUUCCAAUC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

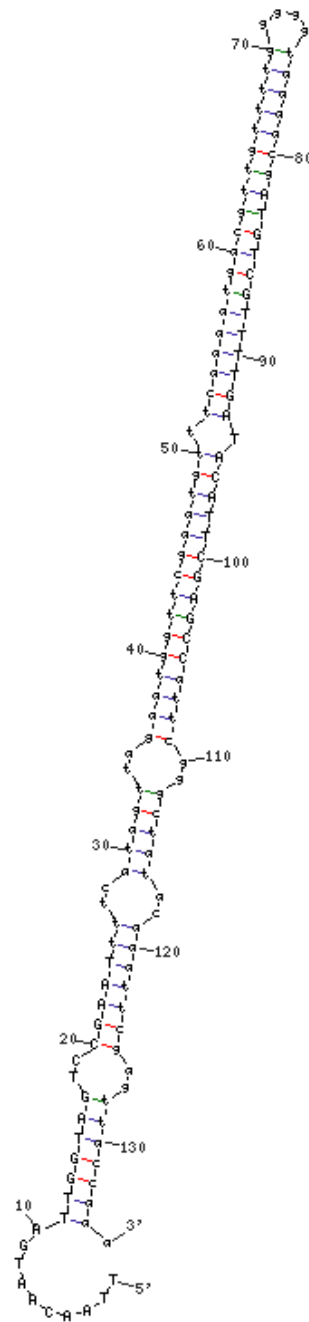

$$\Delta G = -69.74234$$

csn-smR17-5p  
 UUAACAAUGAUUGGUAGUCCGAU

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

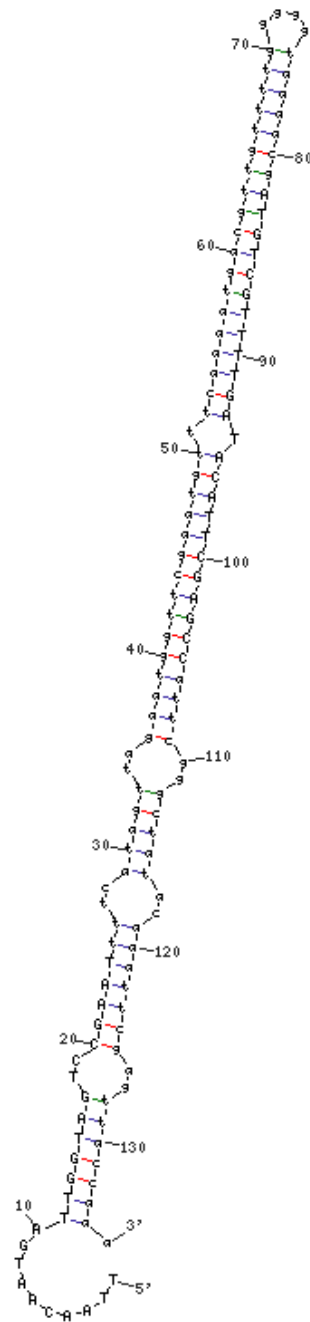

$$\Delta G = -69.74235$$

csn-smR17-3p  
AUGUCGUUUUGAUACAUGGAGCC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

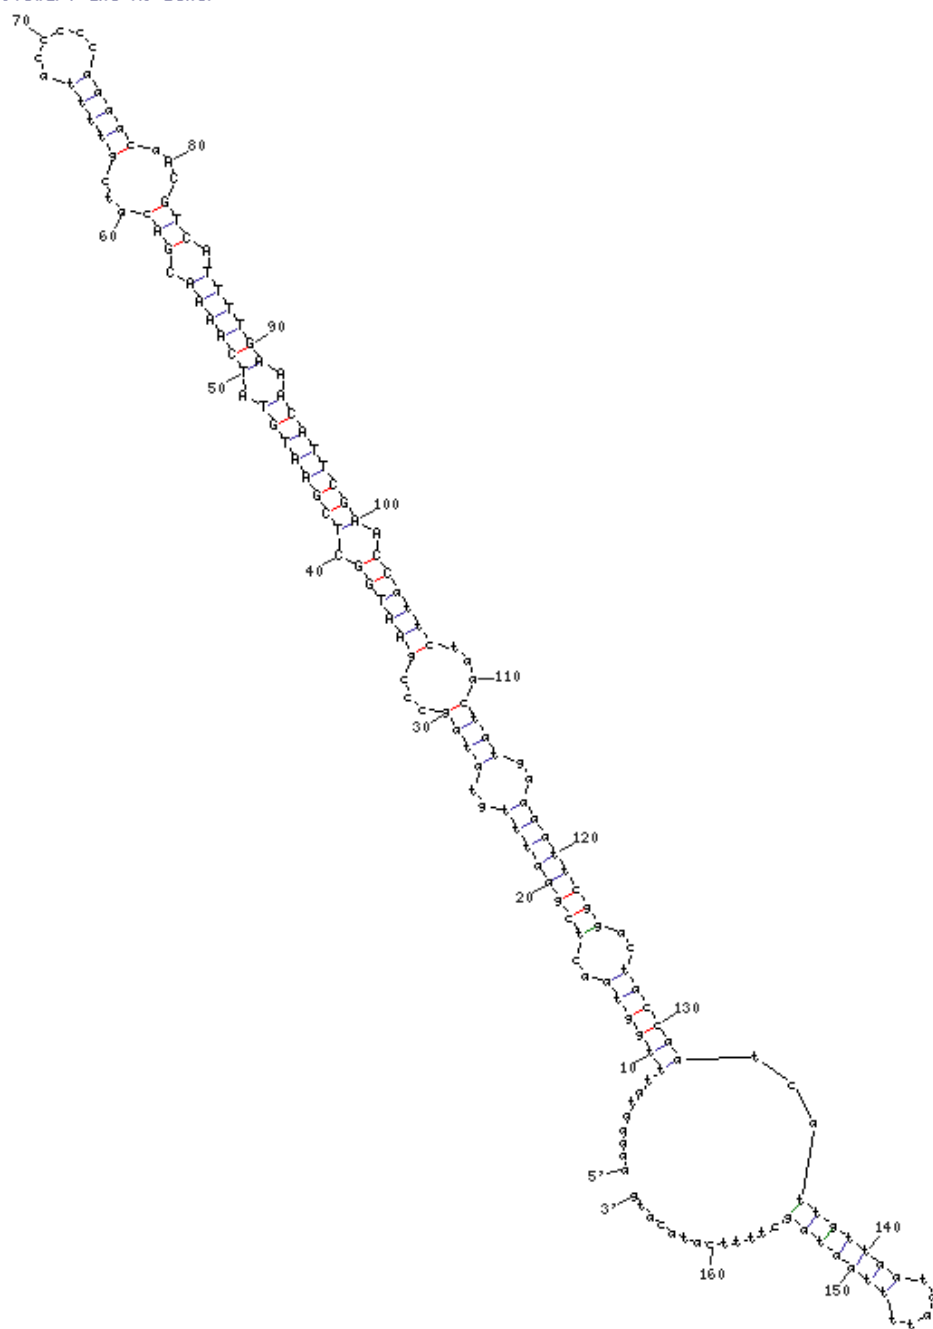

$dG = -48.94236$

csn-smR18-5p  
 AAUGGCUCAAAUGUAUCAAACGA

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

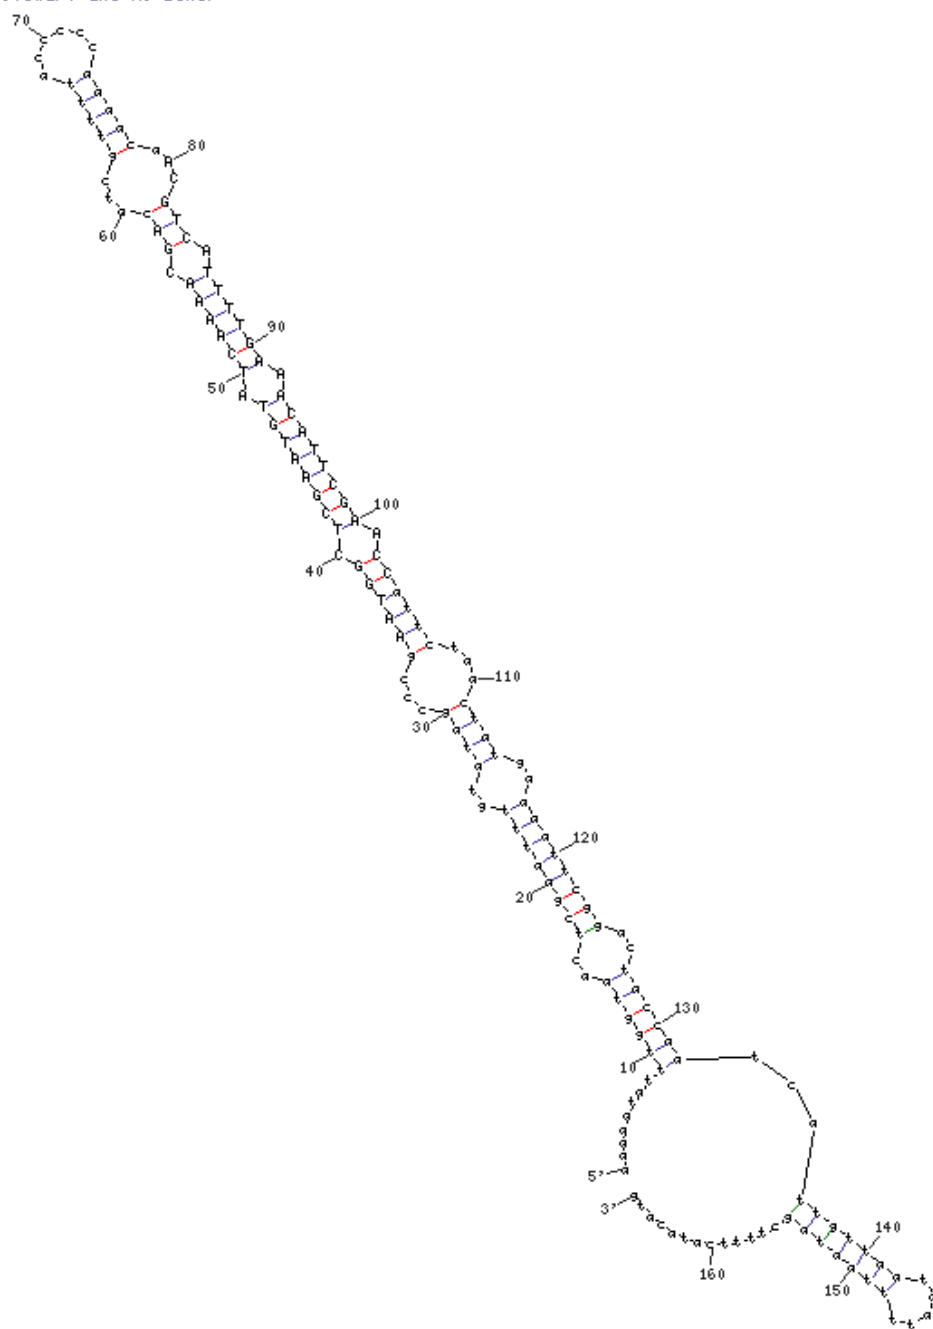

$dG = -48.94237$

csn-smR18-3p  
 ACGUCAUUUUGAGACAUUCGAACC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

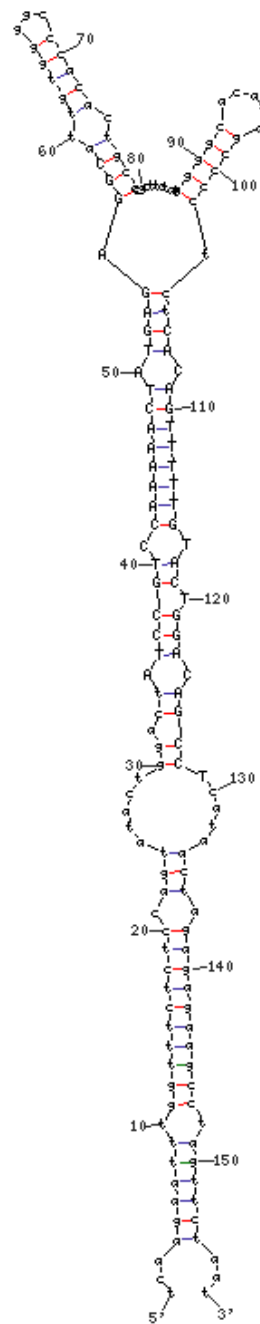

$\Delta G = -68.64238$

csn-smR19-5p  
 AUCCGUCCAAAAGCUAUGAGAGGC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

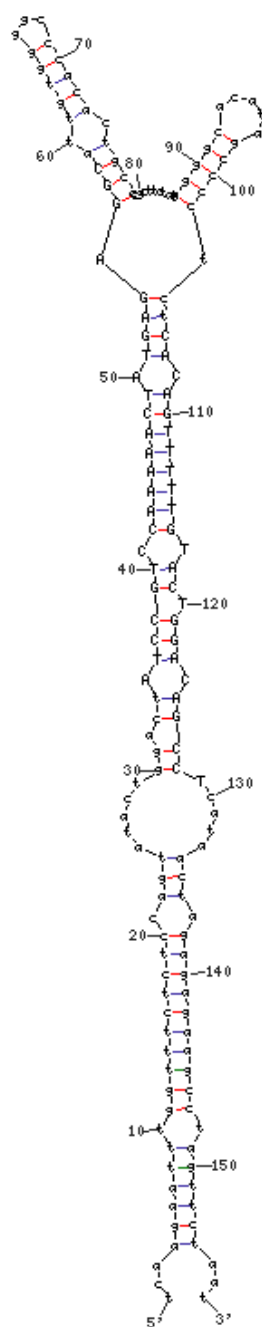

$\Delta G = -68.64239$

csn-smR19-3p  
CACAGUUUUUGUACUGGACAGCCU

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

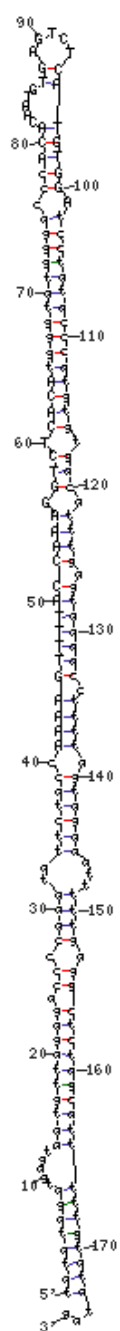

$dG = -77.94240$

csn-smR20-5p  
AAAAGUUUUACCAAUGUCUCACA

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

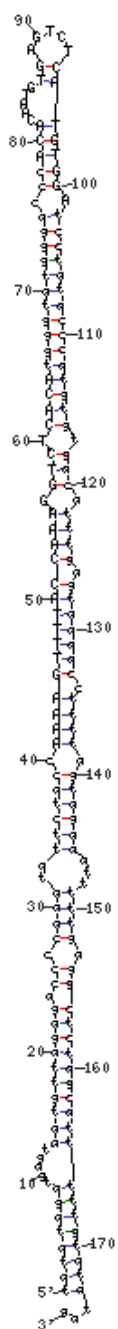

$dG = -77.94241$

csn-smR20-3p  
ACACAAUGUGGGUCUCAUGUGGA

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

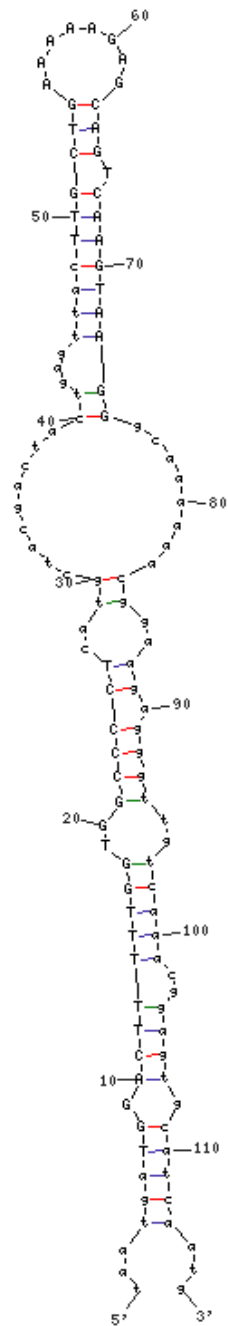

$\Delta G = -34.14242$

csn-smR21-5p  
 UGGACUUUUUGGUGGCCCCU

Output of `sm_graph ( )`  
by D. Stewart and M. Zuker

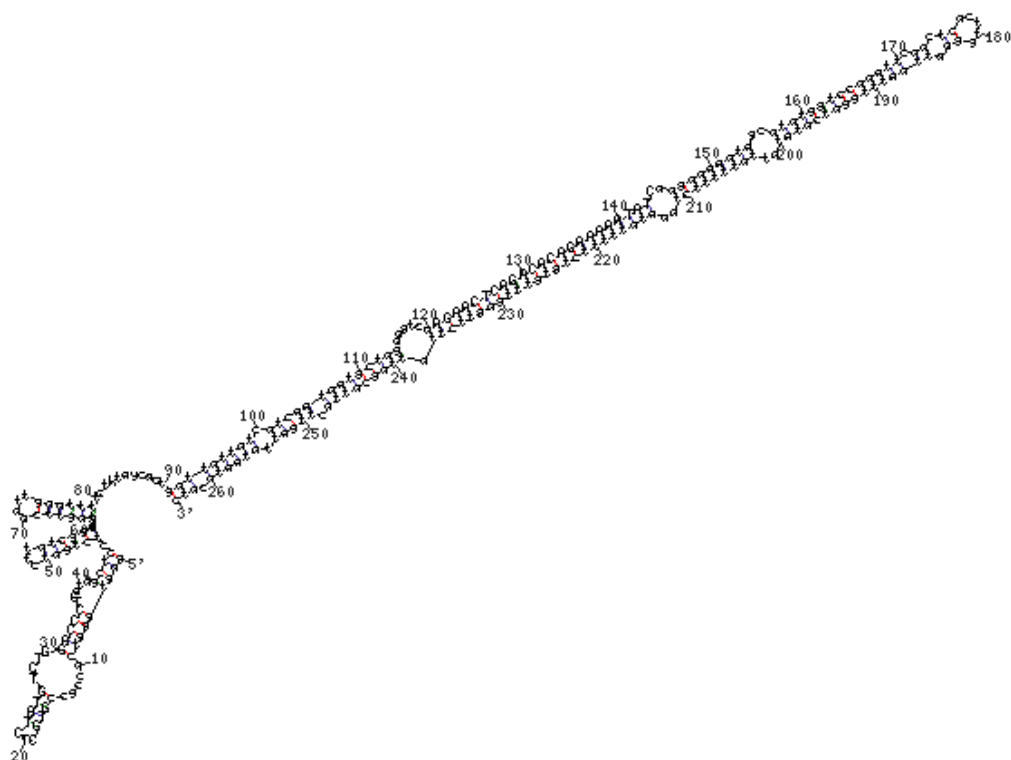

$$\Delta G = -91.24245$$

csn-smR22  
AGAACUCAGACACAGAAAAUAUC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

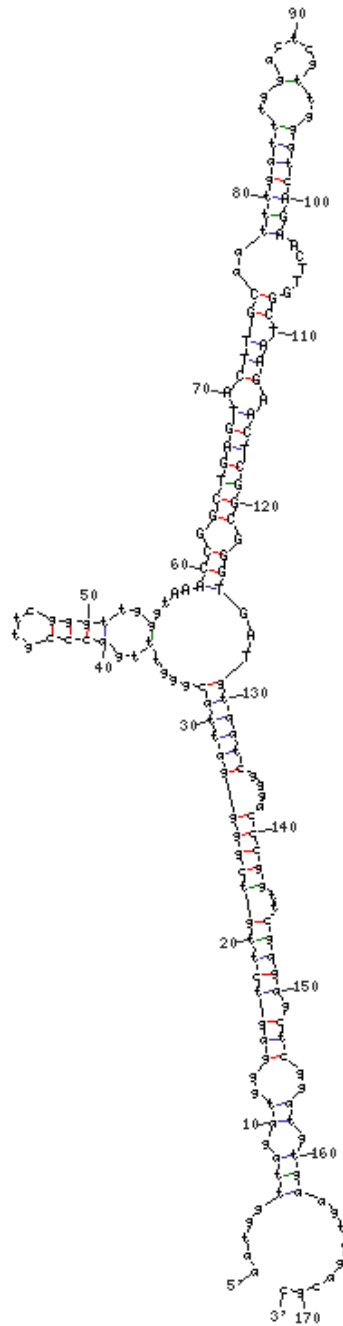

$dG = -57.94246$

csn-smR23-5p  
AAACCGGCCGAGUACUUGC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

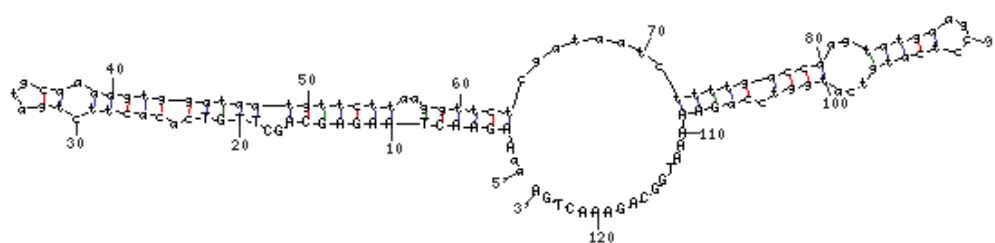

$$\Delta G = -29.5 \text{ kcal/mol}$$

csn-smR25  
 AAGAACUAAGAGCAGCUUGU

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

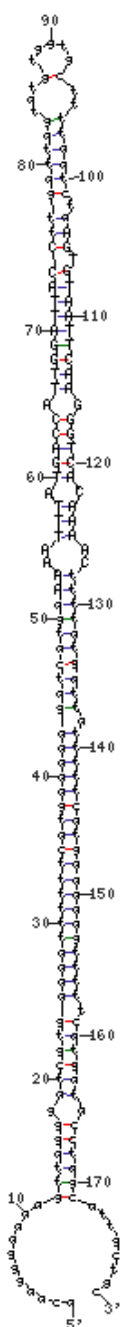

$dG = -68.14254$

csn-smR27  
AAAAUUUAUGACCCUUGGAUUACC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

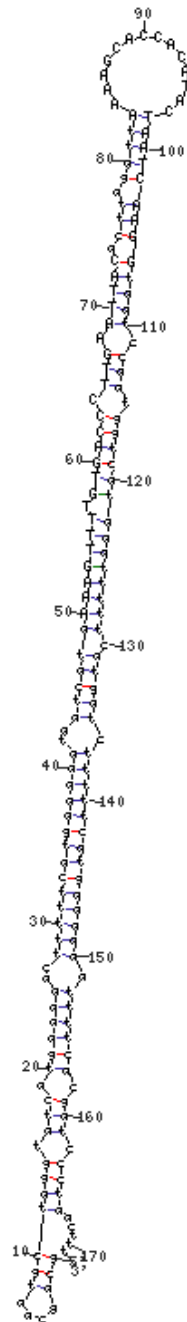

$dG = -53.34256$

csn-smR28-5p  
AAAGUUUUGUGACCCUUGGAUUAC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

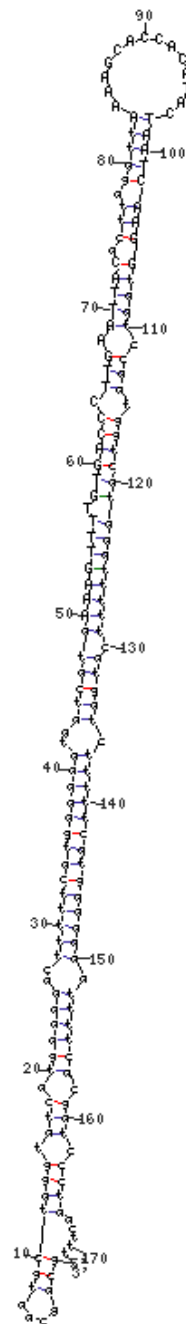

$dG = -53.34257$

csn-smR28-3p  
AAAAGCACCACACACUAAUCAAGG

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

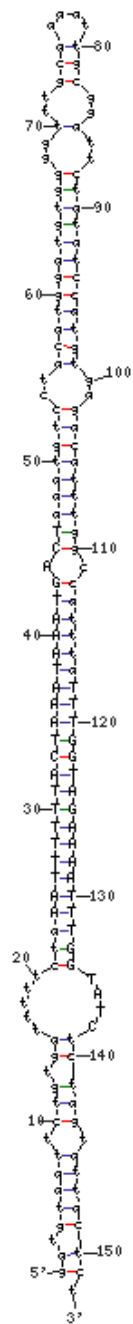

$$\Delta G = -70.64259$$

csn-smR29  
 UUUGGUAGAAAAUUUGGUAUC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

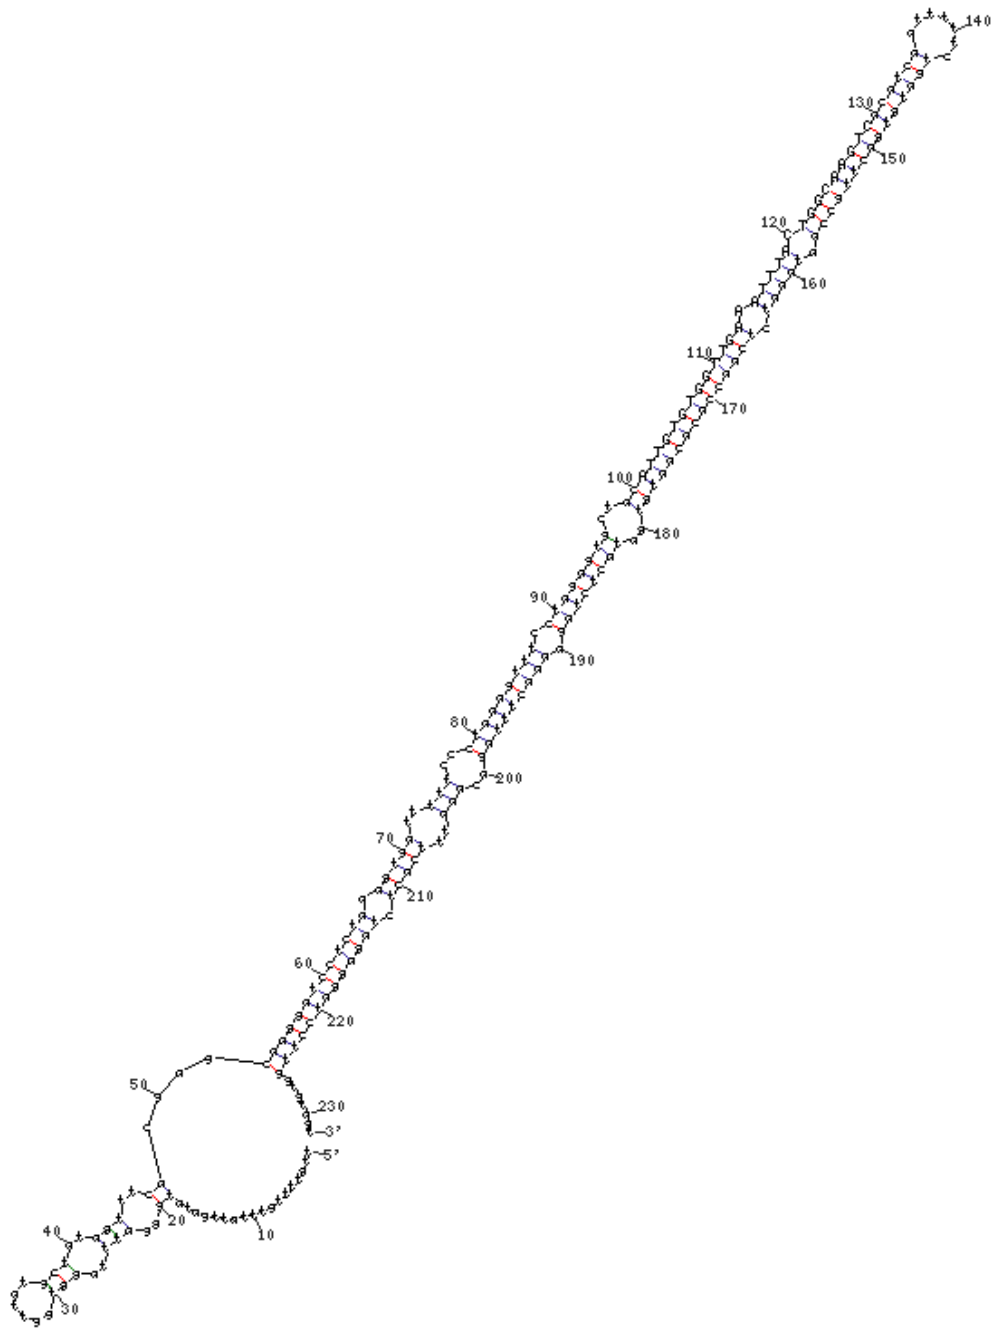

$dG = -114.34260$

csn-smR30  
AUUGUGUGGUUGAGAUUUACUGGC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

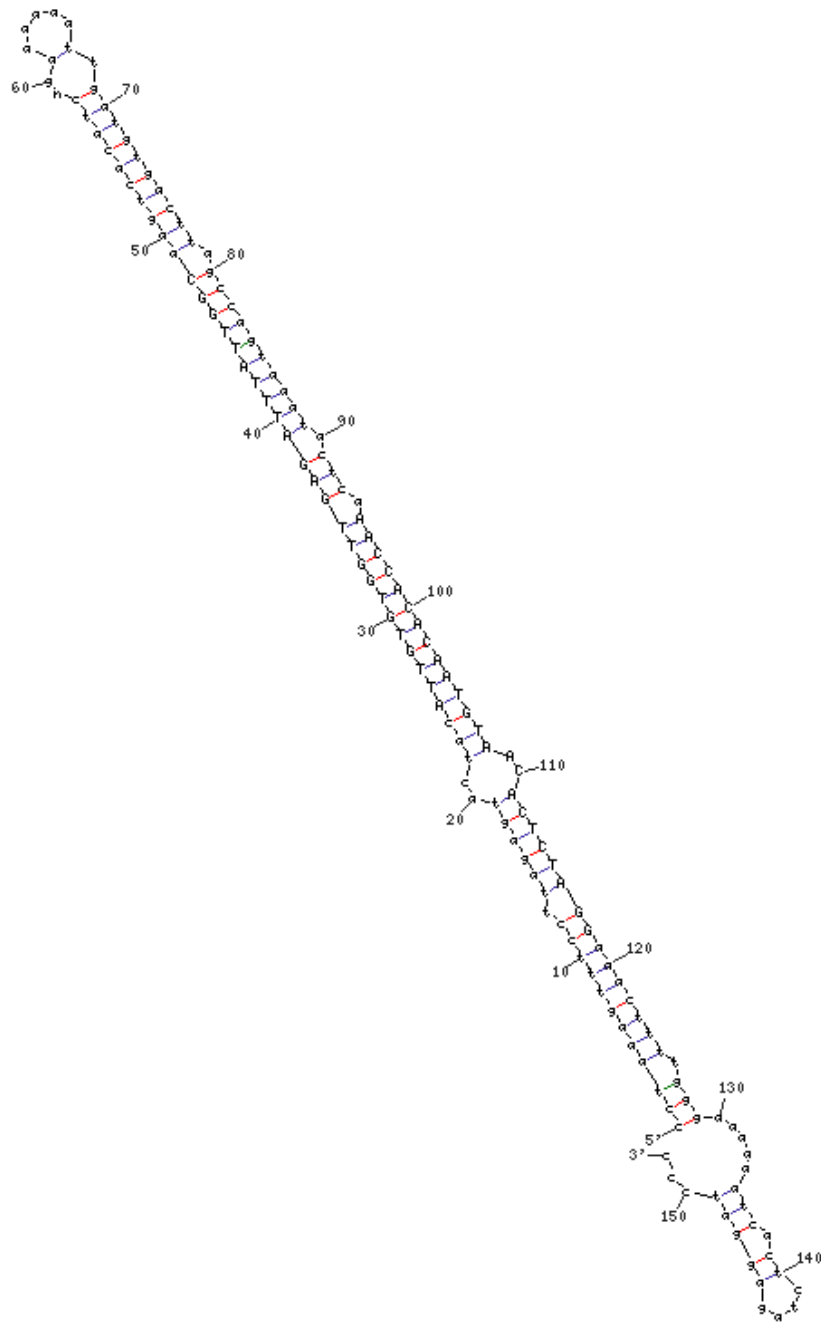

$\Delta G = -75.64262$

csn-smR31-5p  
AUUGUGUGGUUGAGAUUUAUUGGC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

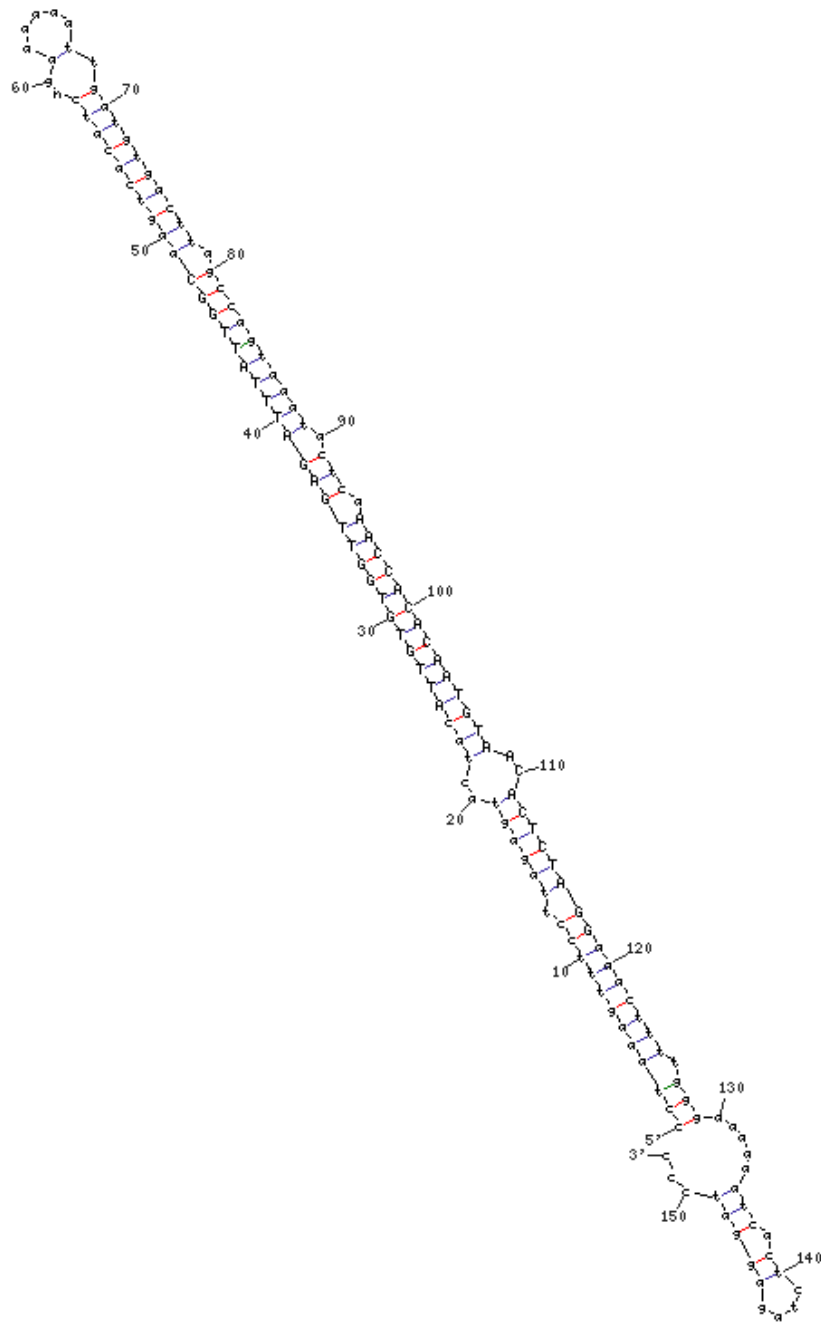

$\Delta G = -75.64263$

csn-smR31-3p  
AACCACACAAUGUAACACUCUAGG

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

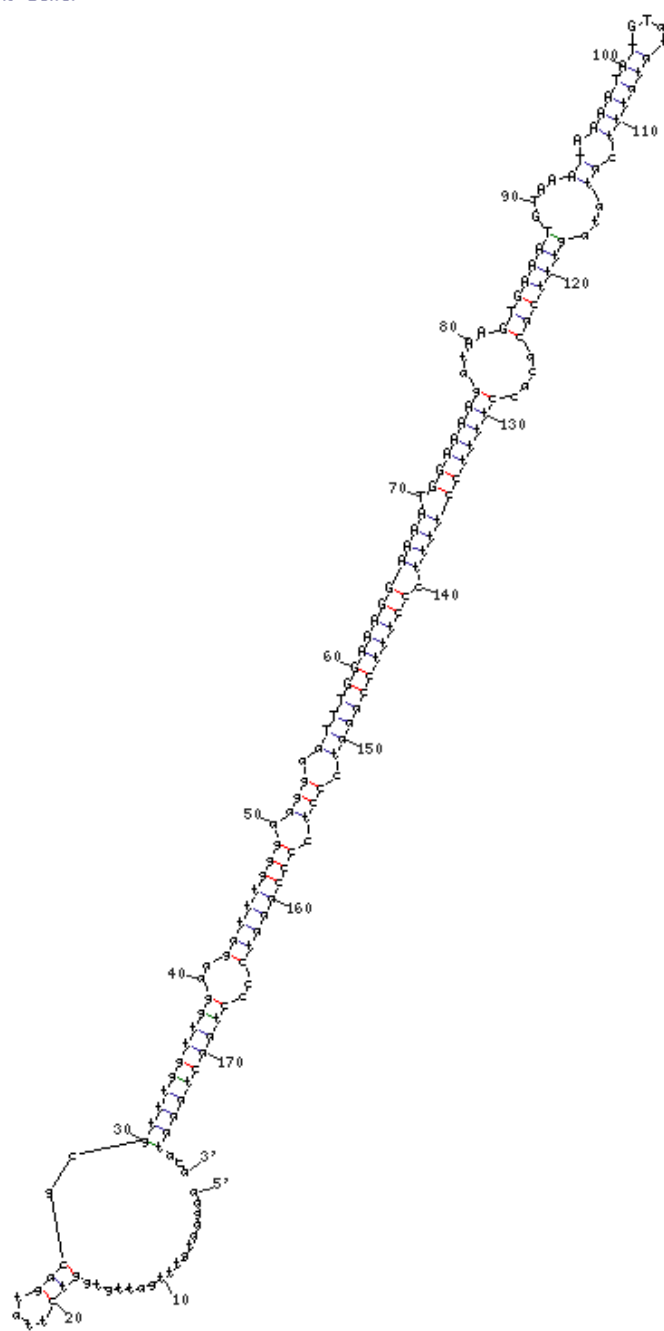

$dG = -63.64264$

csn-smR32  
UUUGGAAAGGGAAAUGGAAAA

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

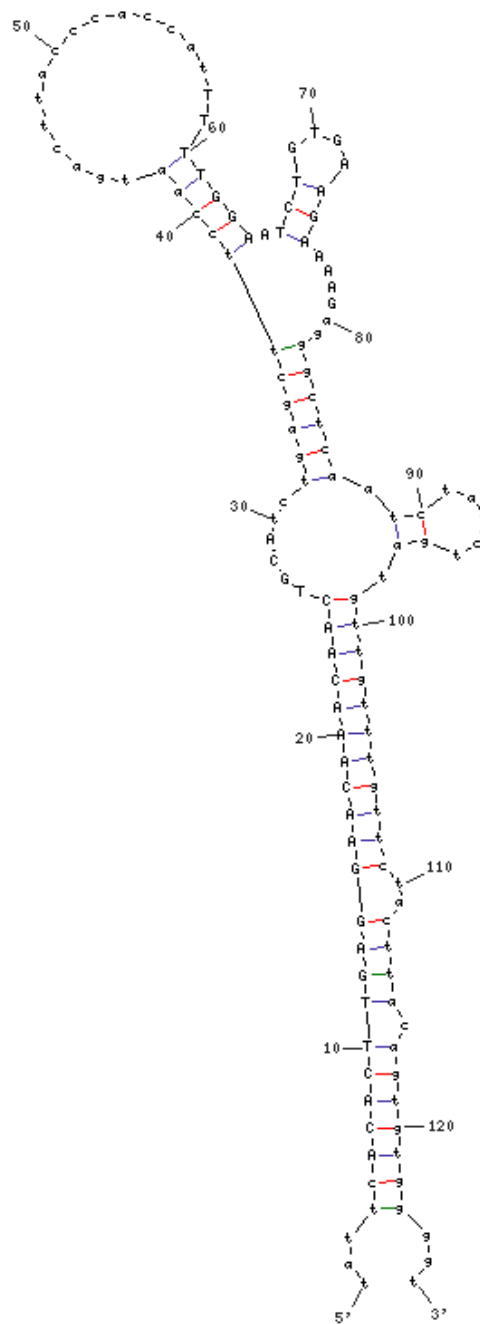

$\Delta G = -35.266$

csn-smR33-5p  
 ACACUUGAGGAACAAACAACUGCA

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

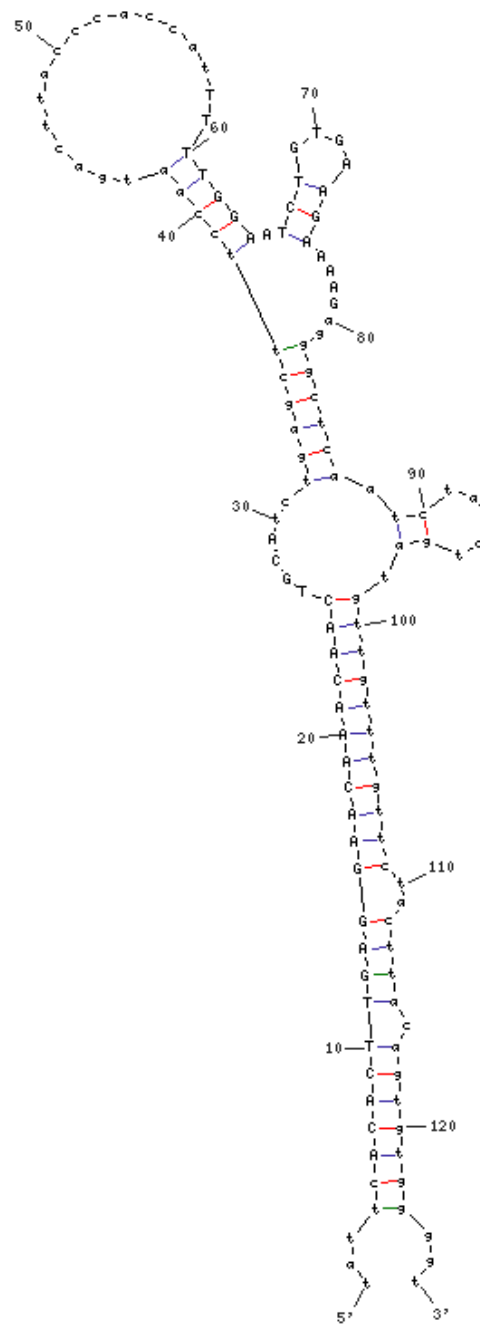

$\Delta G = -35.267$

csn-smR33-3p  
 UUUUGGAGUCUGUGAAGAAAAG

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

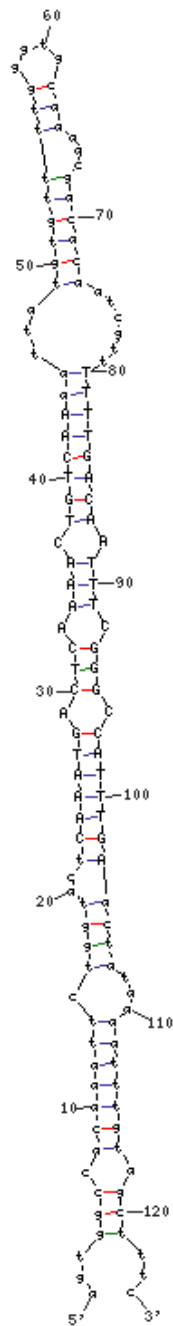

$\Delta G = -33.270$

csn-smR34-5p  
 CAAAUGGCUCAAAACUGUCA

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

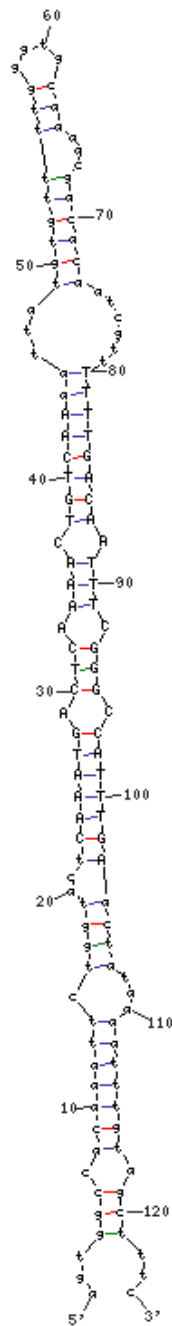

$\Delta G = -33.271$

csn-smR34-3p  
 UUUUGACAUUUUCGGGCCAUUUGA

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

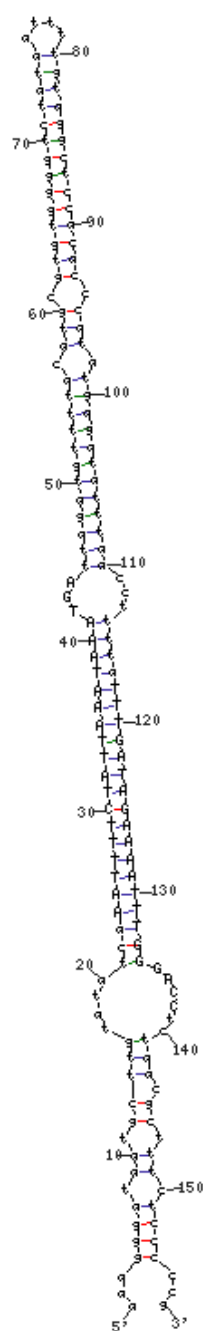

$\Delta G = -62.41273$

csn-smR35  
UUUGGUAGAAAAUUUGGGACC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

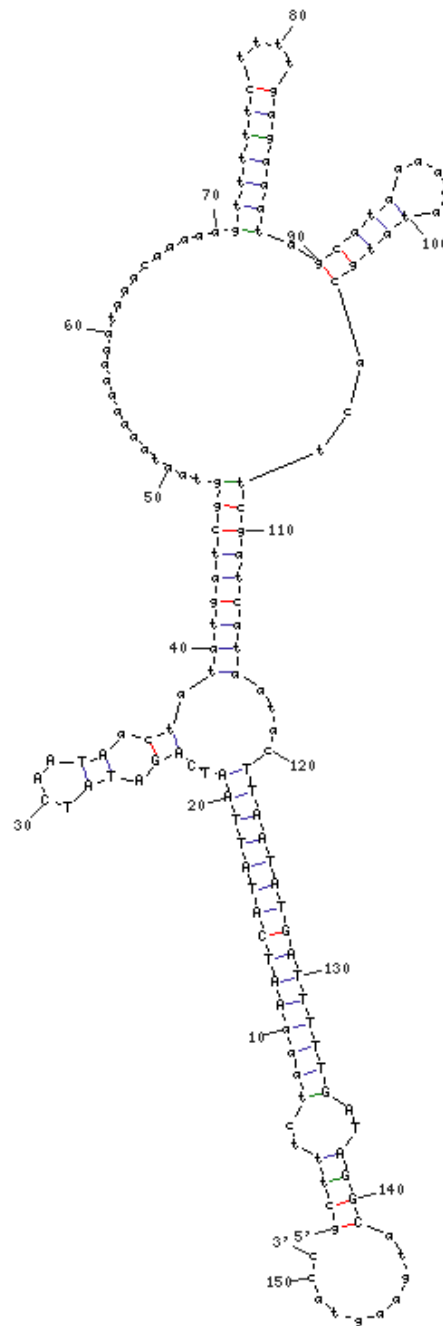

$\Delta G = -34.8 \pm 0.275$

csn-smR36  
 UAAUAUGAUUUUUGGUAGGC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

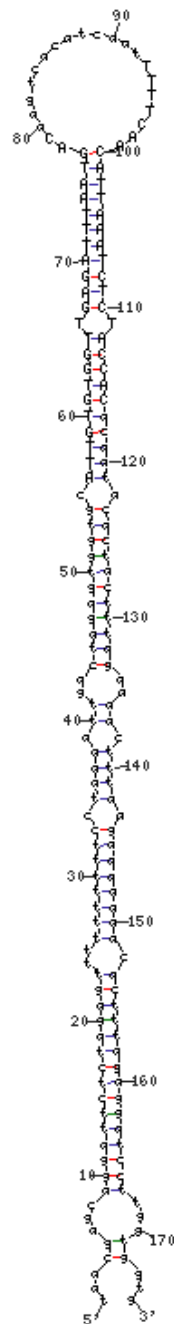

$\Delta G = -72.74276$

csn-smR37  
AUUGUGUGGUUGAGAUUUAUGAC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

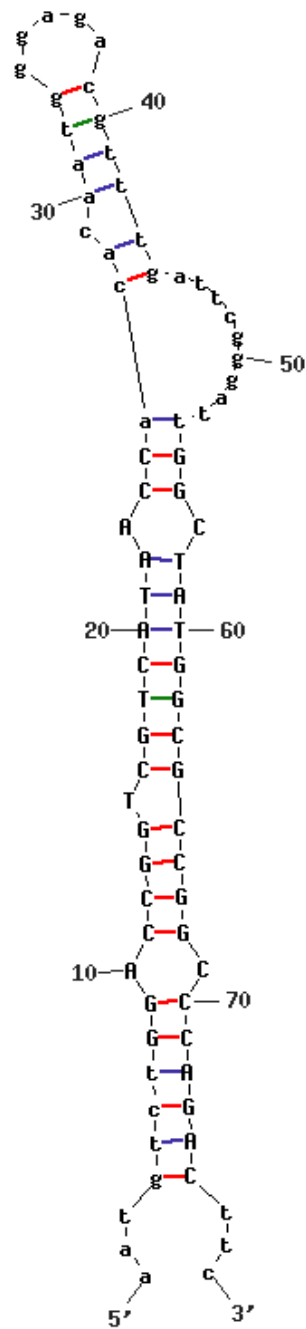

dG = -31.14279

csn-smR38-3p  
 GGCUAUGGCGCCGGCCCAGAC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

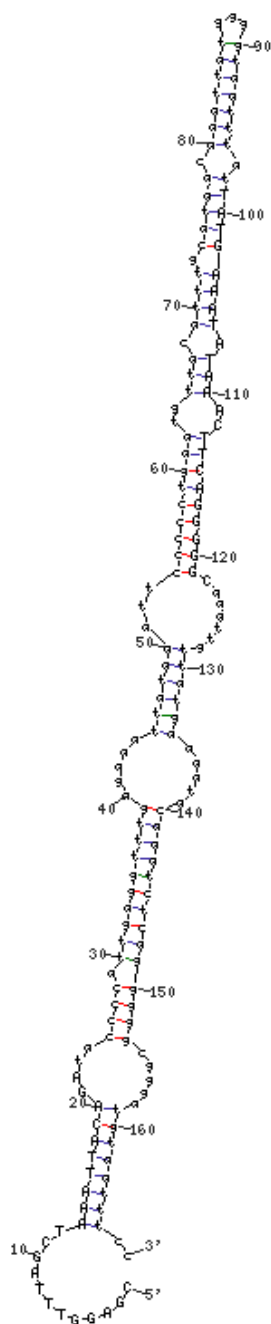

$dG = -51.94282$

csn-smR39-5p  
CGAGGUUUAGCUAAAUUACAGA

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

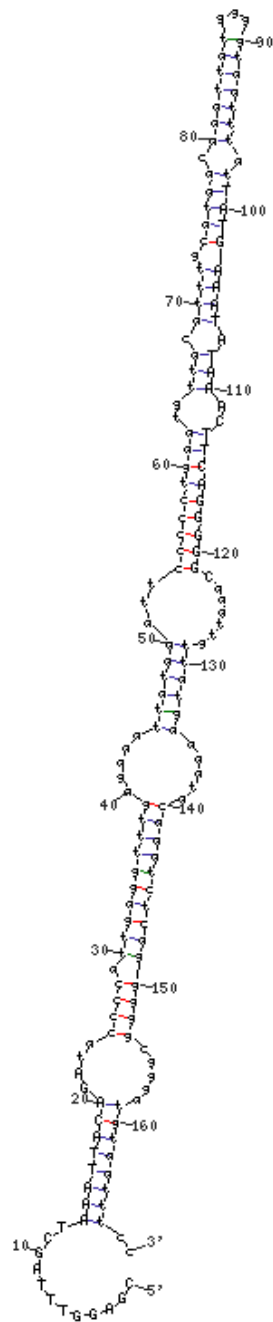

$dG = -51.94283$

csn-smR39-3p  
UAUGAAAUAUAAACUUCAGGGGGC

Output of `sm_graph ( )`  
by D. Stewart and M. Zuker

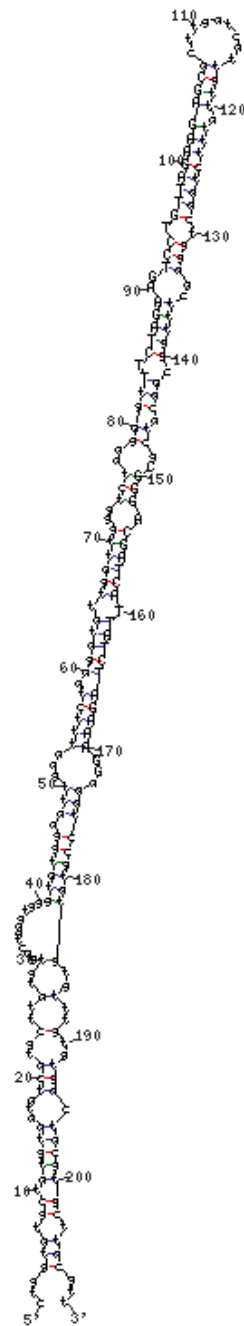

$\Delta G = -57.84284$

csn-smR40-5p  
UUCUAGAAGUCCUAUUAGAAGAGC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

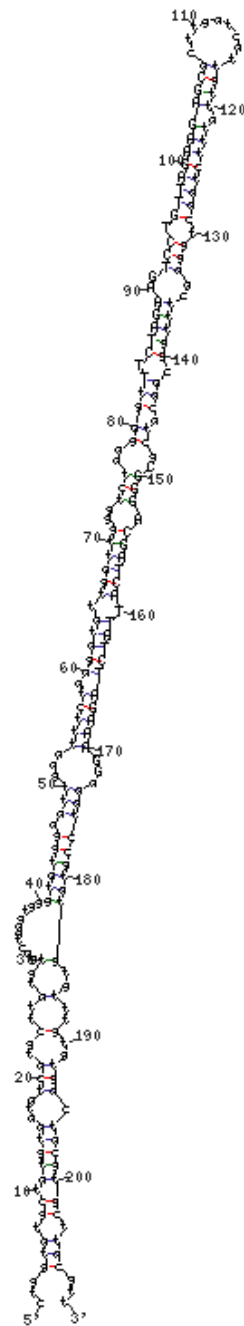

$\Delta G = -57.8 \pm 285$

csn-smR40-3p  
CGGGACGAUCAUUAUUUAGAAAGG

Output of `sir_graph ( )`  
by D. Stewart and M. Zuker

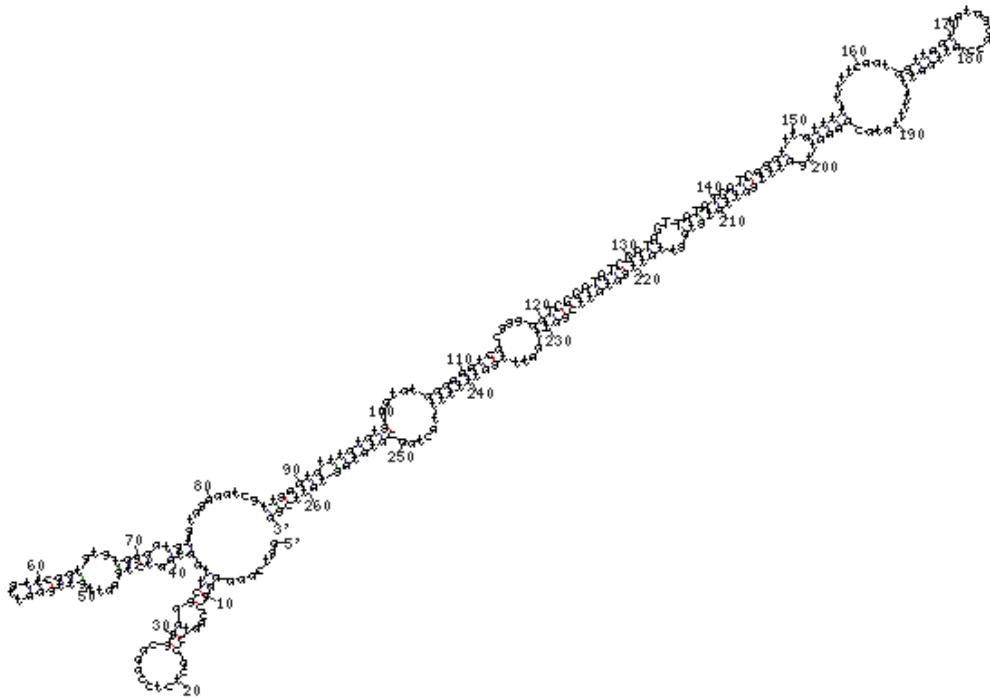

$$\Delta G = -62.1 \text{ kcal/mol}$$

csn-smR41-5p  
CGGAUAUCGAUAGUUAUGUGA

Output of `smr_graph ( )`  
by D. Stewart and M. Zuker

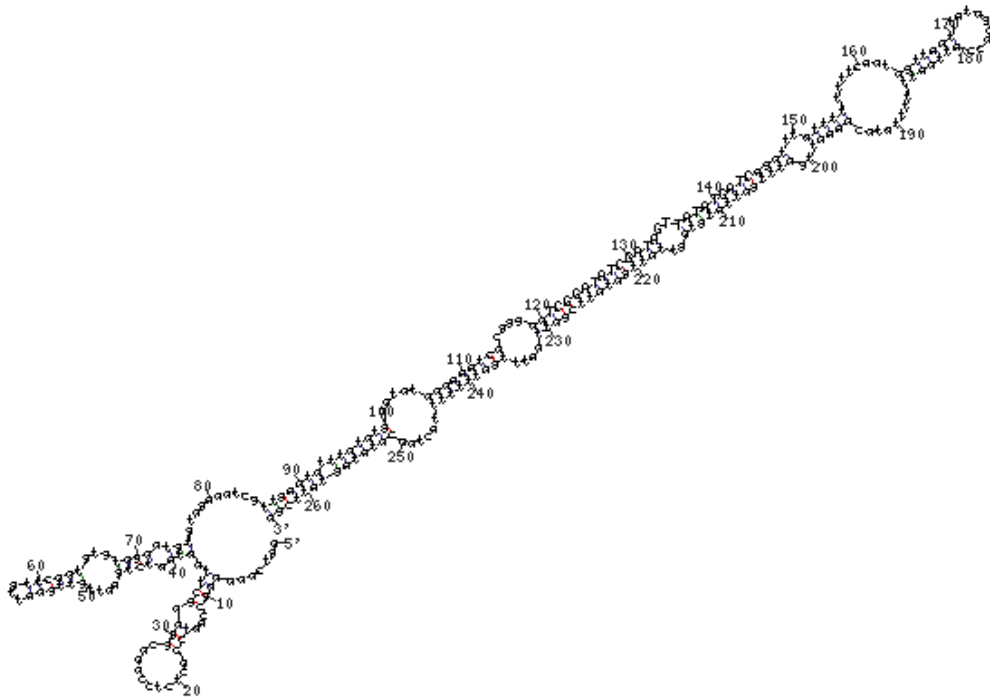

$$\Delta G = -62.14287$$

csn-smR41-3p  
UCGGAUAUCGAUAGCUAUAUGAUC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

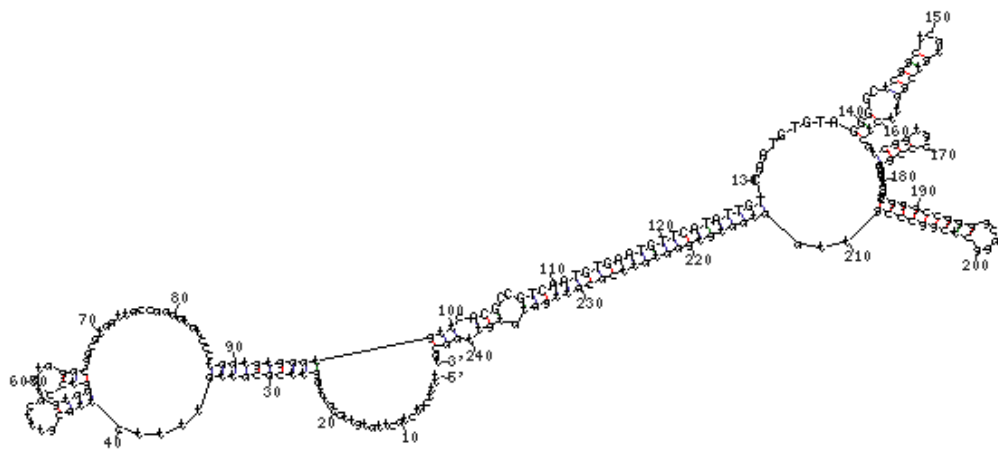

$$\Delta G = -75.7 \pm 2.88$$

csn-smR42  
 ACACCGUCA AUGUGAAUGUUCAUA

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

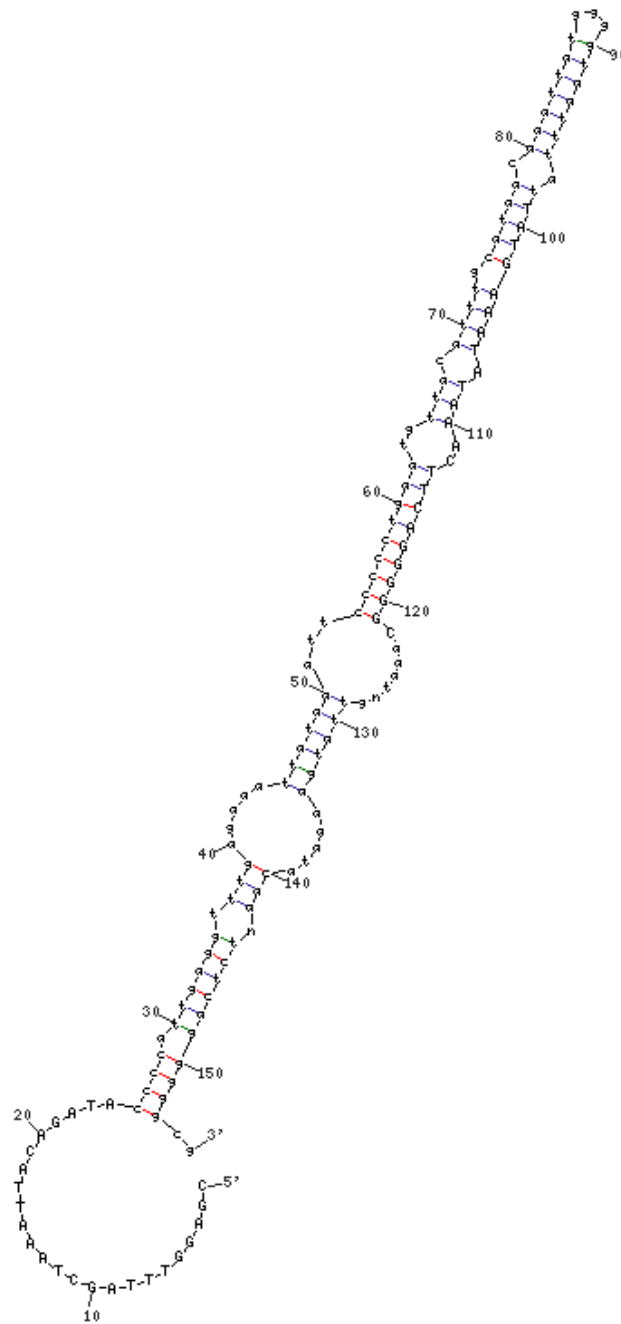

$dG = -43.84290$

csn-smR43-5p  
 CGAGGUUUGGCUAAAUUACAGAU A

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

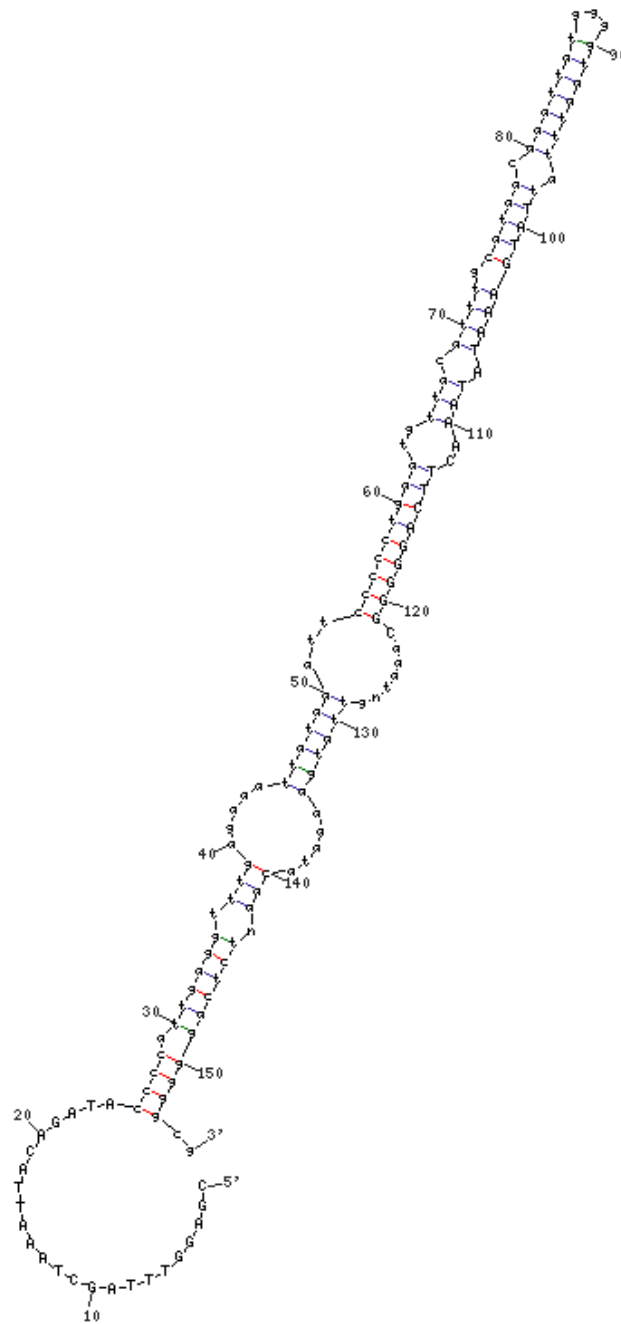

$dG = -43.84291$

csn-smR43-3p  
 UAUGAAAUAUAACCU CAGGGGGC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

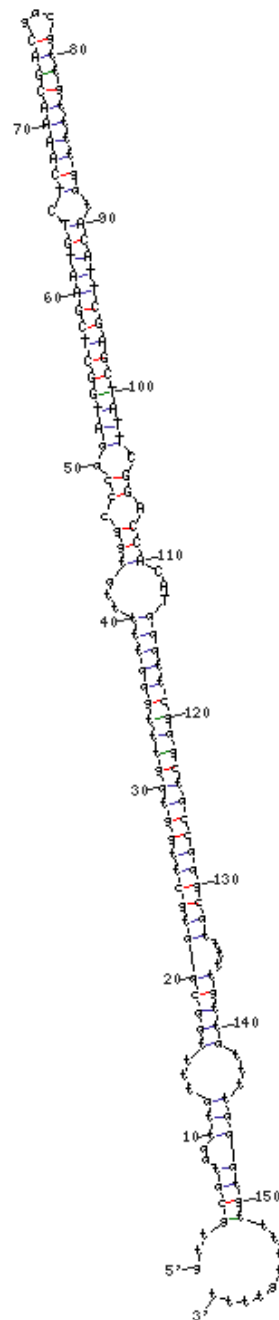

$dG = -72.54292$

csu-smR44-5p  
AUGACUCGAAUGUCUAAAACGAC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

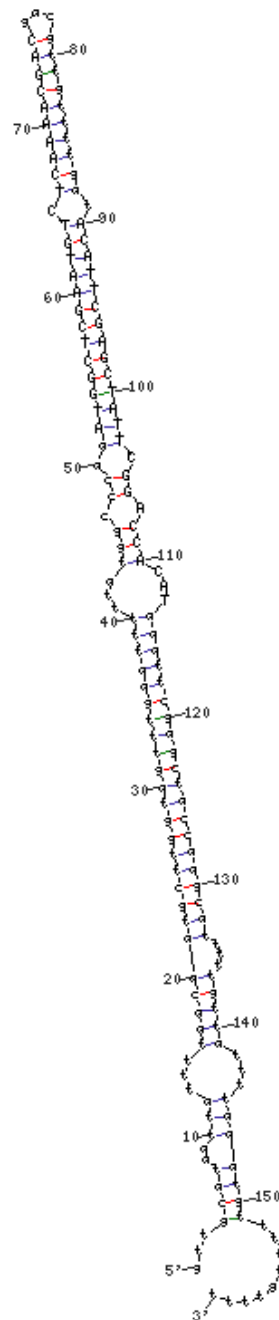

$dG = -72.54293$

csn-smR44-3p  
ACAUUCGAGCUAUUCGGACCACAC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

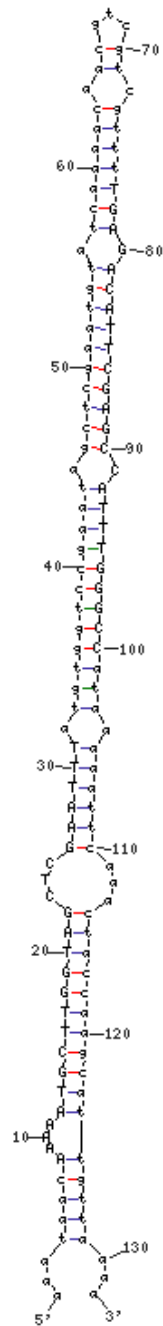

$$\Delta G = -66.5 \pm 2.94$$

csn-smR45-5p  
 AAAAAUGAUUGGUAGCUCGAAUUU

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

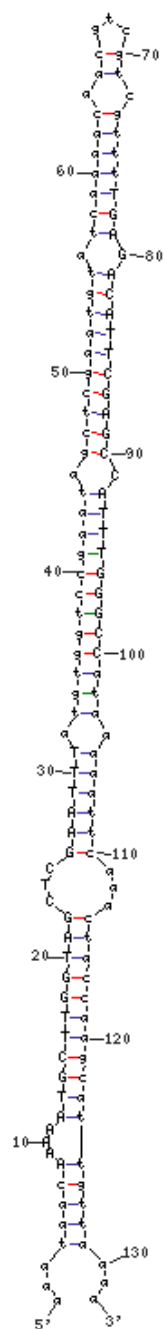

$$\Delta G = -66.5 \pm 2.95$$

csn-smR45-3p  
 UGAGACAUUCGAGCCAUUUGAGCC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

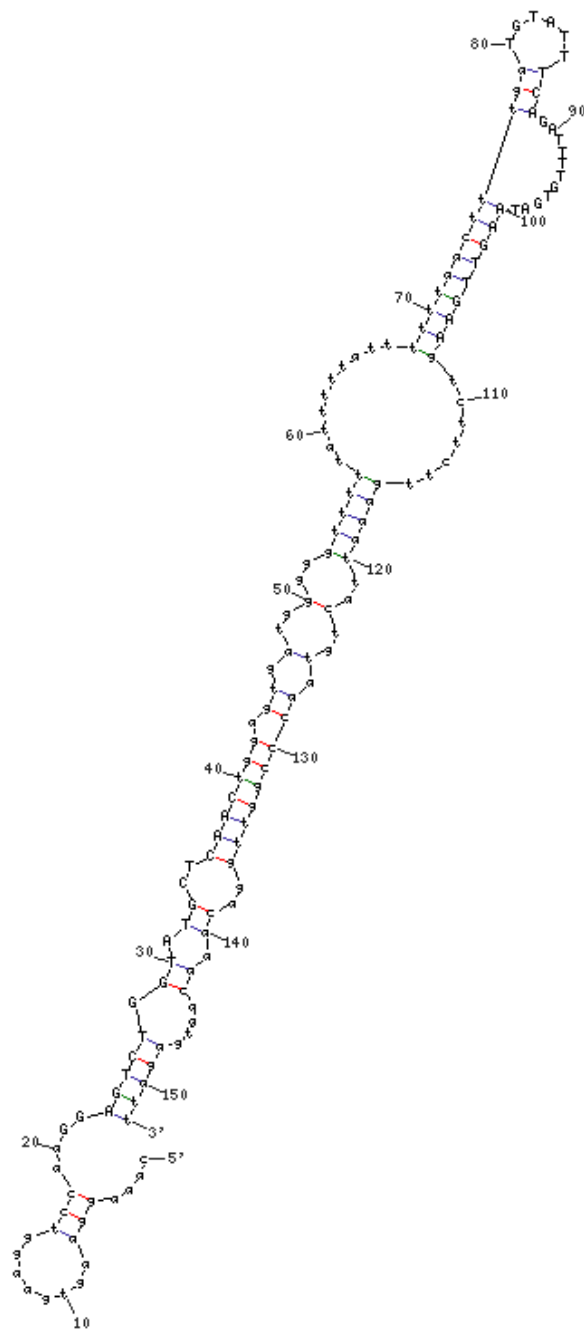

$dG = -28.64296$

csn-smR46  
GGAGUCUGGUAUGCUC AAC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

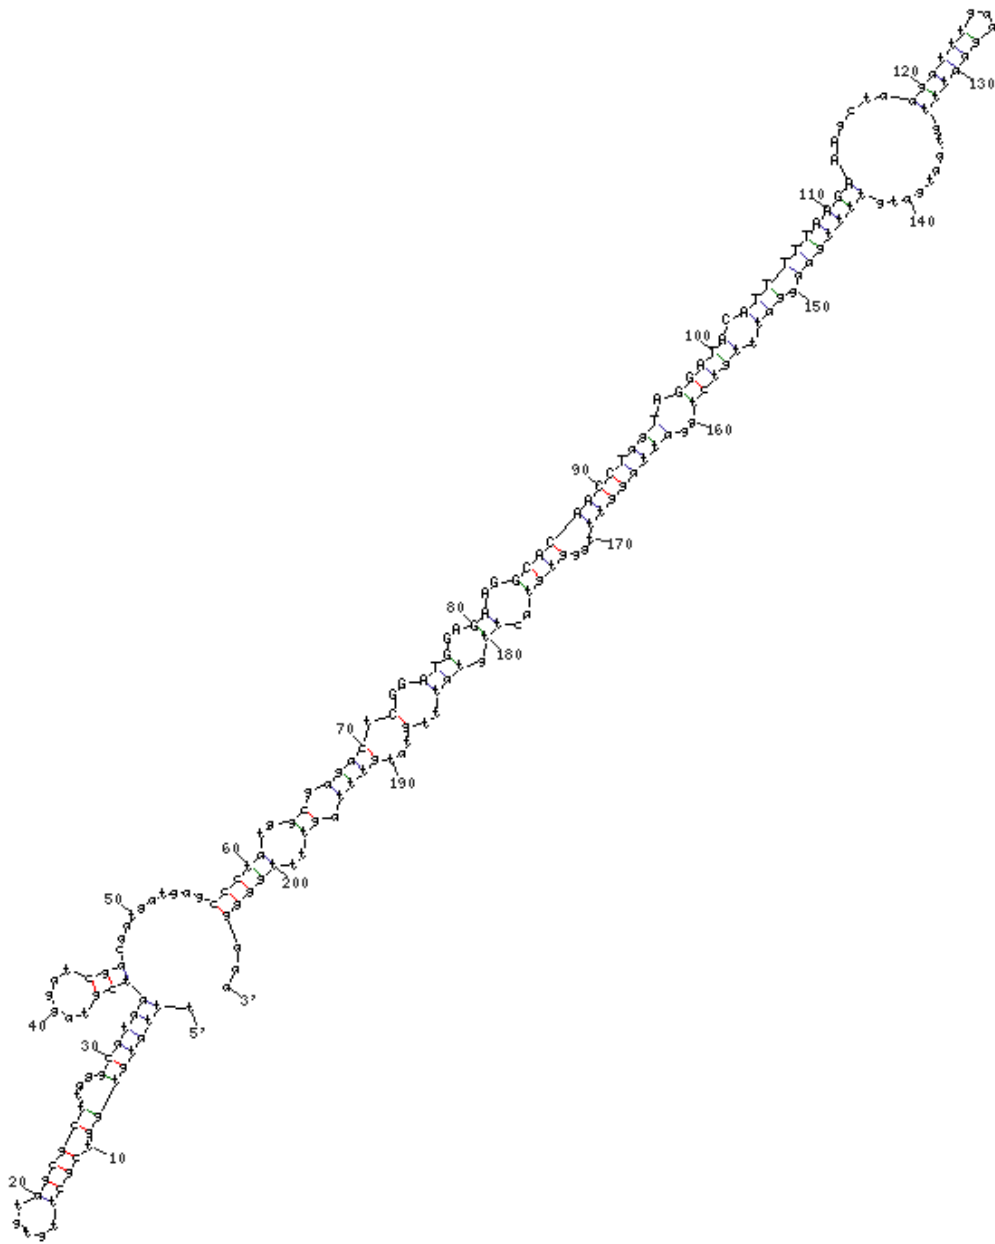

$\Delta G = -42.4 \pm 298$

csn-smR47-5p  
 CGGAUGGAGAAGGCACAACCU

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

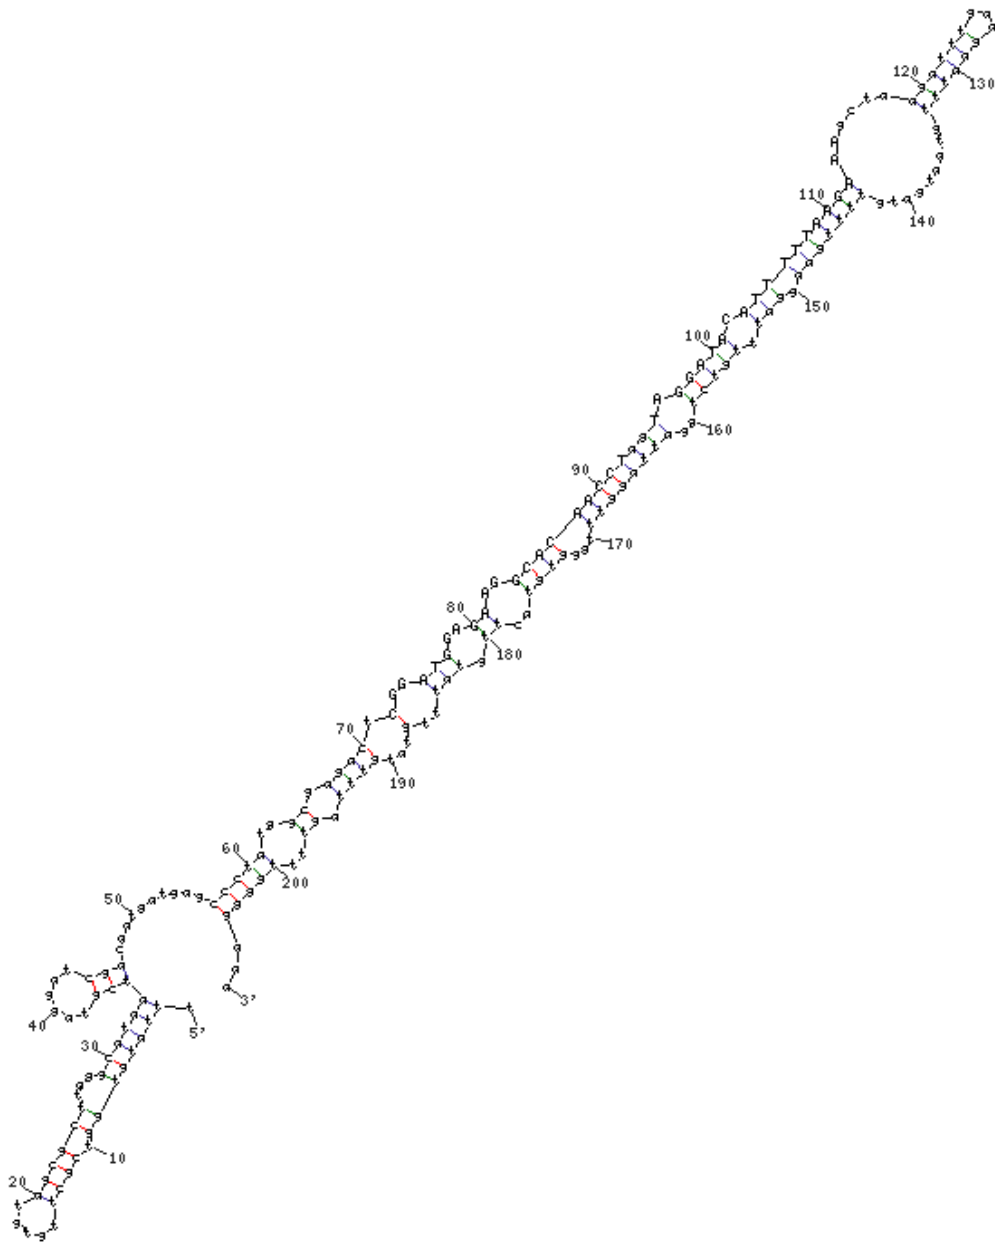

$\Delta G = -42.47299$

csn-smR47-3p  
UAGGAUACA UUUUUAAGAAA

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

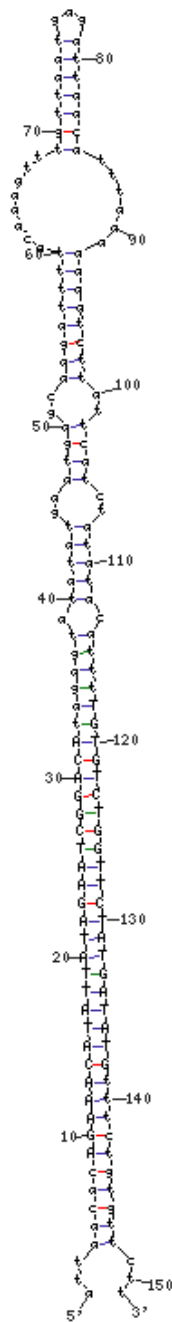

$dG = -66.6 \pm 302$

csn-smR49a-5p  
AGAAACAUAUUAUAGAAUCGGACA

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

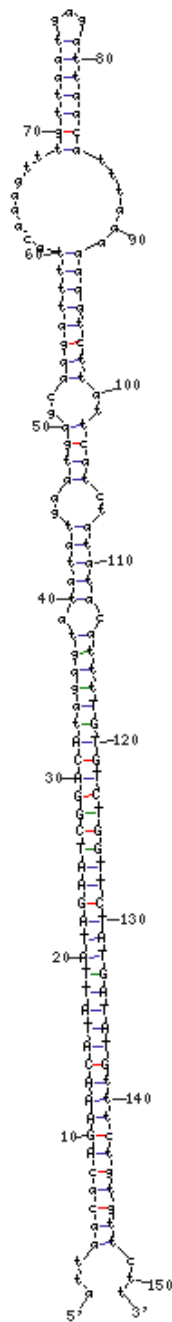

$\Delta G = -66.64303$

csn-smR49a-3p  
 UGUGUCUGGUUCUAUGAUAUG

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

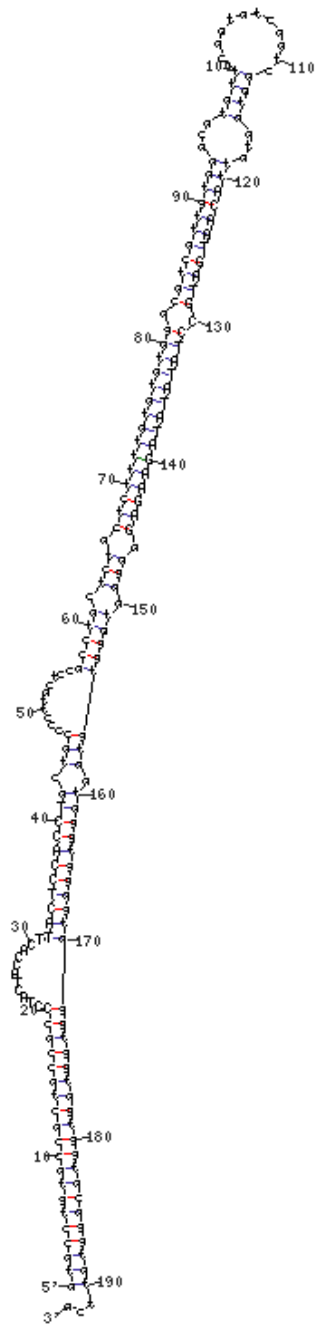

$dG = -94.54304$

csn-smR50-5p  
CCUACUACCACCUACUCCACCU

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

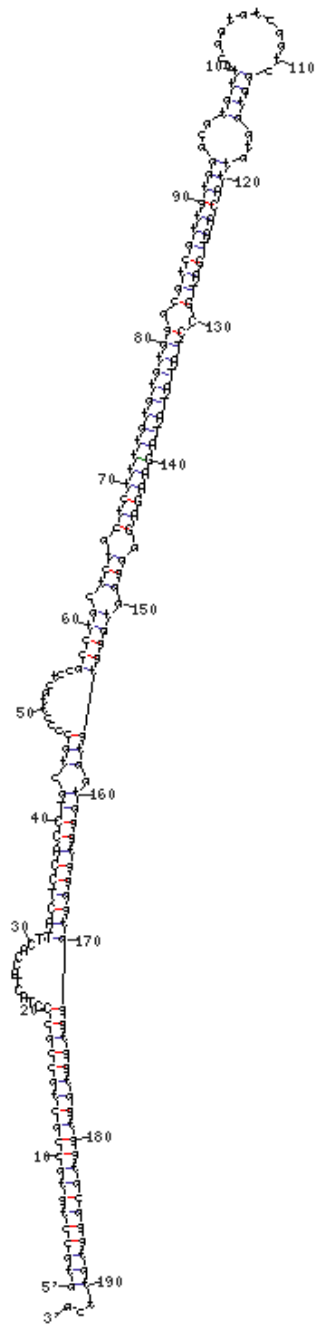

dG = -94.57305

csn-smR50-3p  
ACAAUGAUGCCUAUAUAUAGAAGAG

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

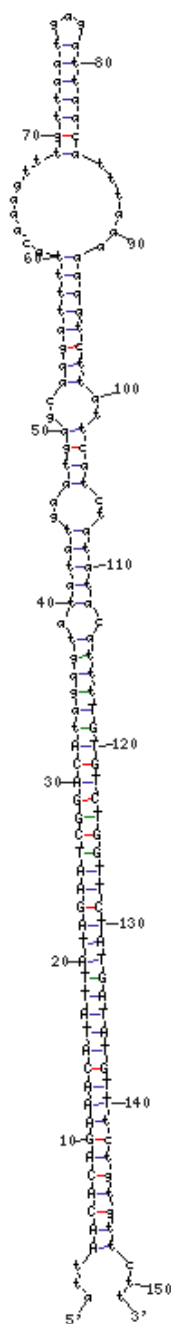

$dG = -66.64307$

csn-smR49b-3p  
 UGUGUCUGGUUCUAUGAUAUGUU

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

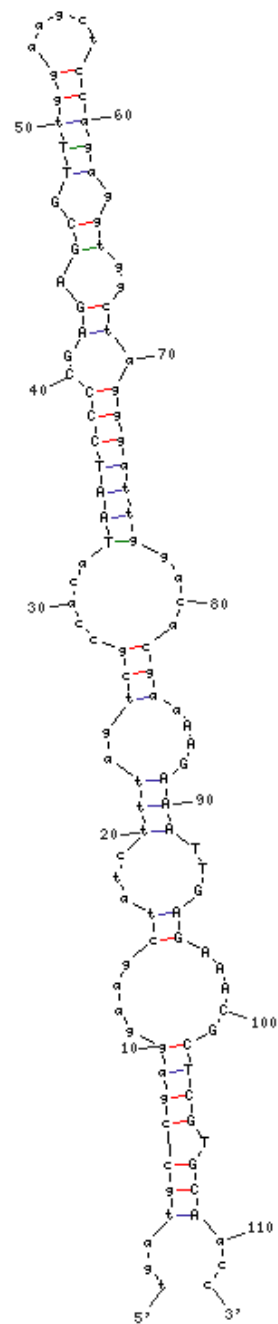

$dG = -29.94309$

csn-smR52-3p  
 AAGAAAUUGAGAAACGCUCGUGCA

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

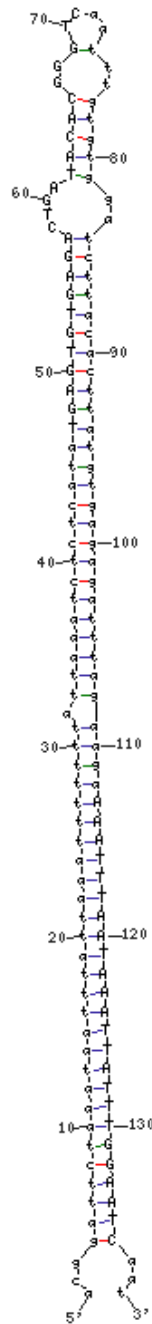

$dG = -72.7 \pm 310$

csn-smR53-5p  
 UGAGUGUGGGACUGAUACACGGGUC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

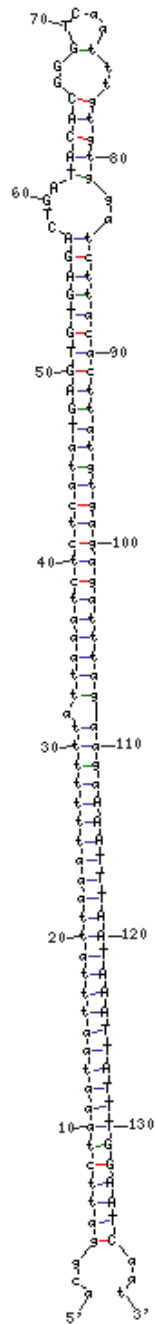

$dG = -72.74311$

csn-smR53-3p  
 AAAUUUAAUAAUUAUUUGGAACC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

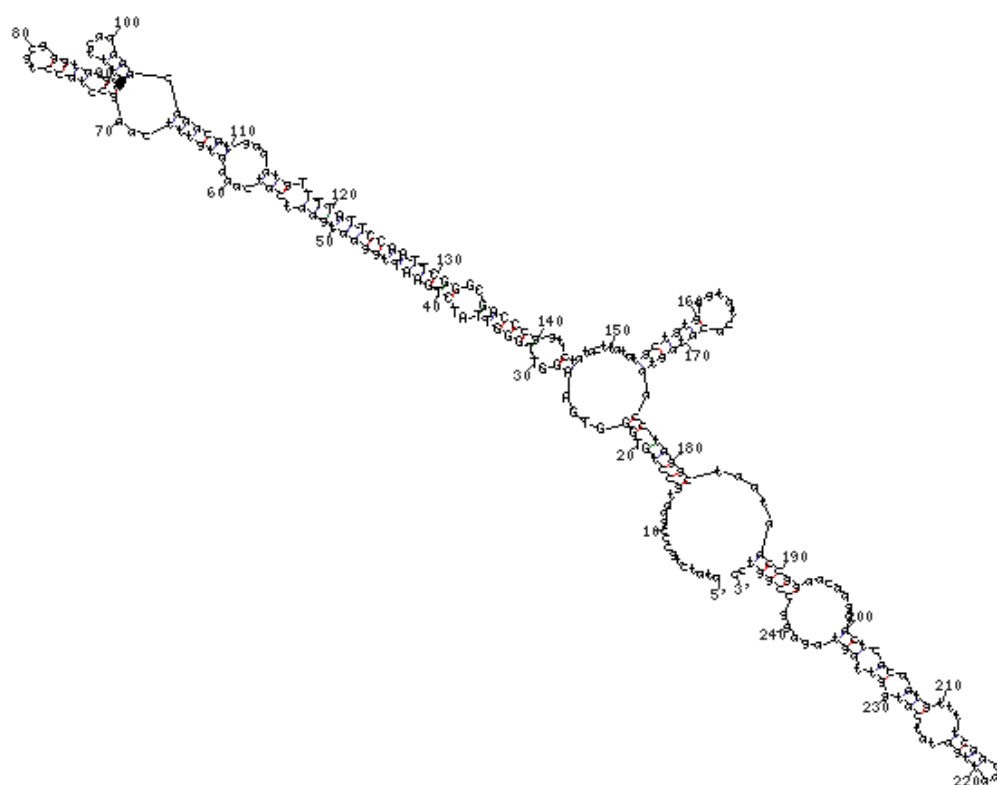

$$\Delta G = -71.315$$

csn-smR55-3p  
 UUUUGUCCAAUUCGGGCGACC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

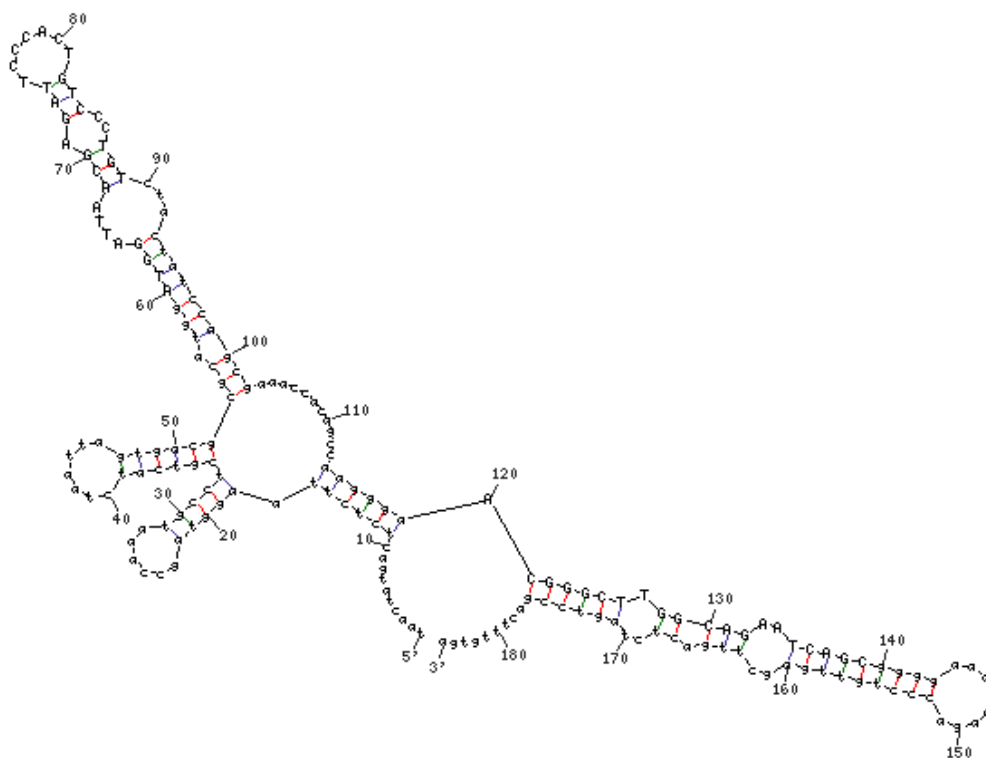

$$\Delta G = -53.64319$$

csn-smR56  
 ACGGGCUUGGCAGAAUCAGC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

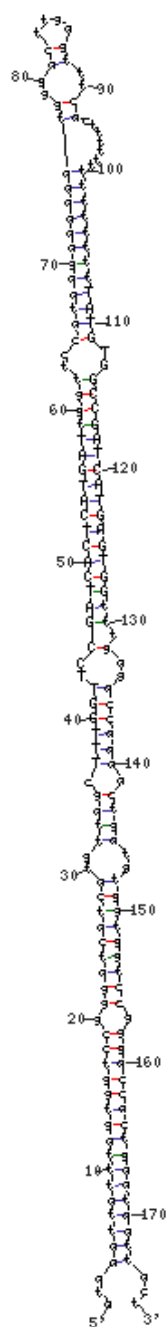

$\Delta G = -98.41320$

csn-smR57-5p  
UUUGGUUCCGAUCACUCAUGAU

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

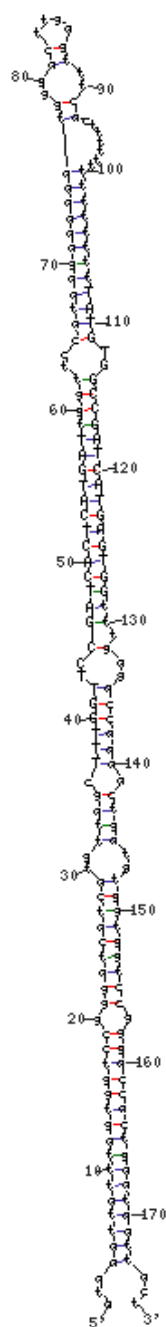

csn-smR57-3p  
UAUGUGGCCGAUCAUGAGUGG

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

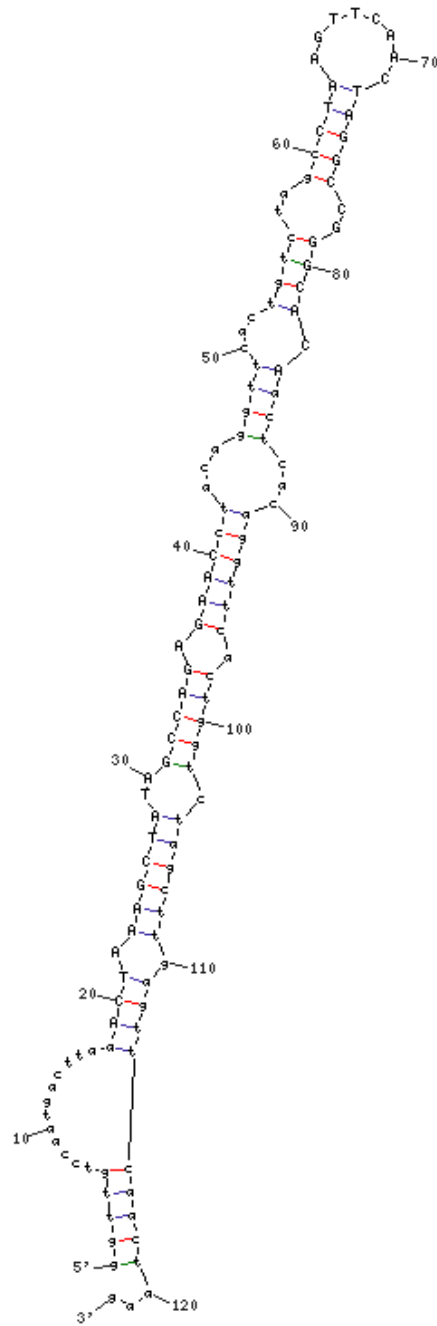

$$\Delta G = -42.322$$

csn-smR58-5p  
 ACUAAAGCUAUAGCCAGAGAAC

Output of `sm_graph ( )`  
 by D. Stewart and M. Zuker

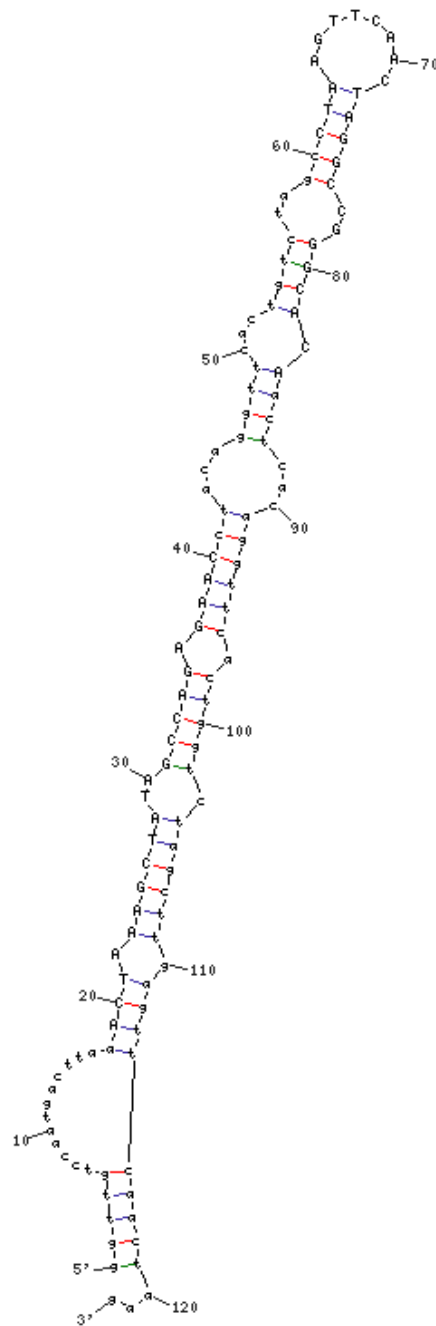

$dG = -421323$

csn-smR58-3p  
 CUAAGUUCAACUAGGCCGGGCACA

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

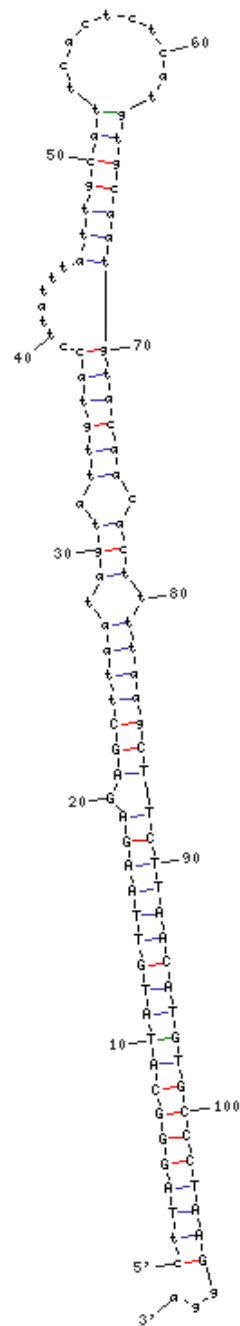

$\Delta G = -53.324$

csn-smR59-5p  
 UAGGGCAUAUGUUAAGAGAGC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

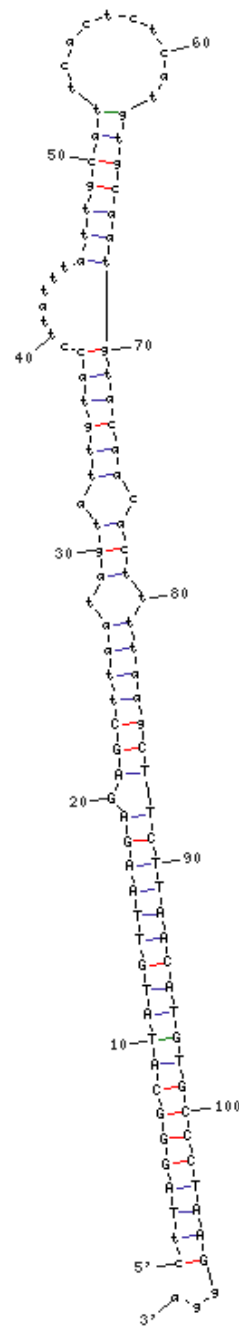

$dG = -53.1325$

csn-smR59-3p  
 CUUCUUAACAUGUGCCCUAAG

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

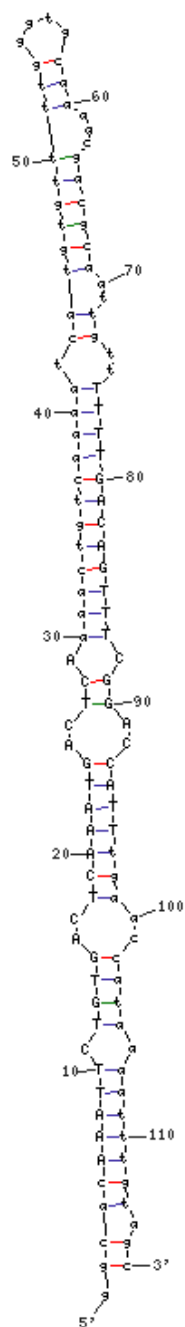

$$\Delta G = -37.14326$$

csn-smR60-5p  
 AAAUUCUGUGACUCAAAUGACUCA

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

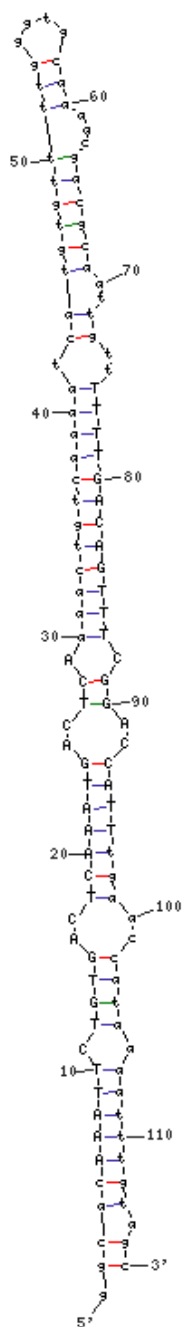

$$\Delta G = -37.1 \pm 3.27$$

csn-smR60-3p  
 UUUUGACAUUUUCGGACCAUU

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

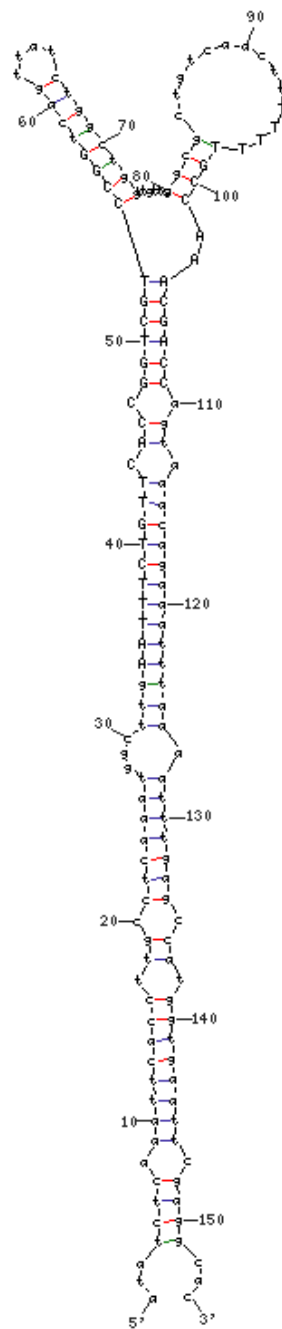

$\Delta G = -63.328$

csn-smR61-5p  
 AAUUUCUGUUCACCGGUCGUCCGG

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

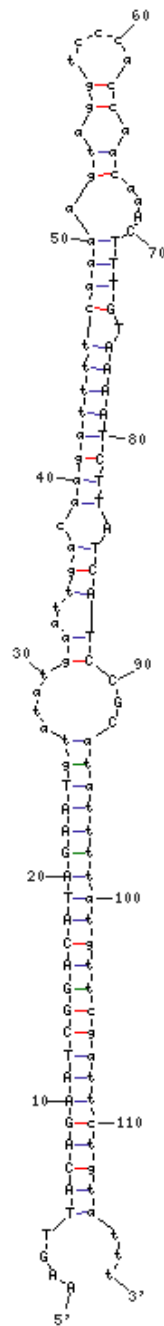

$$\Delta G = -39.4 \pm 0.330$$

csn-smR62-5p  
 AAGUUACAGAAUCGGACAUAGAAU

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

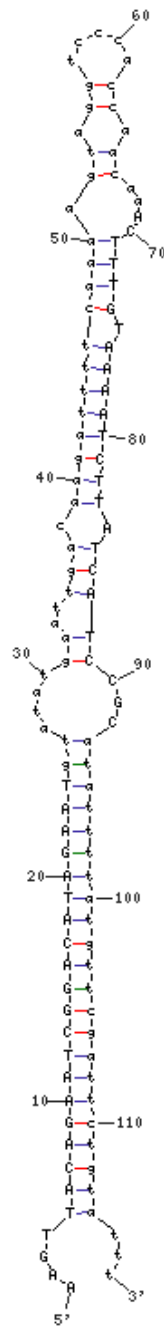

$$\Delta G = -39.41331$$

csn-smR62-3p  
 ACUUUGUAAAAUCUUAUCAUCCGC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

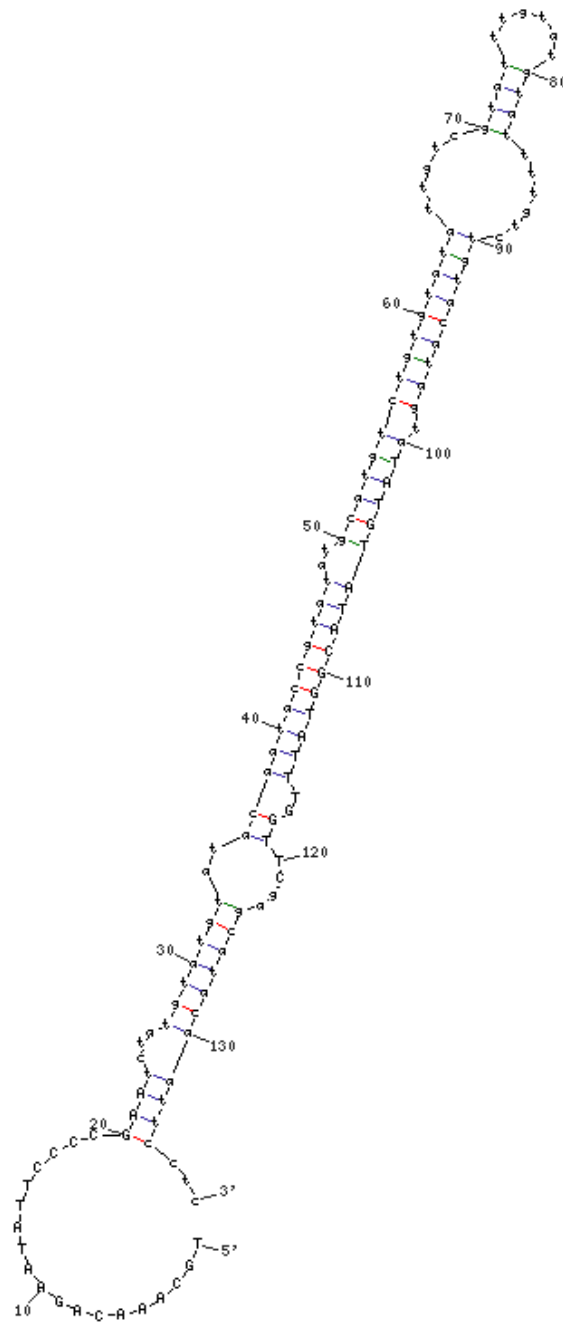

$dG = -34.332$

csn-smR63-5p  
 UGCAAACAGAAUAUUCGGCGAA

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

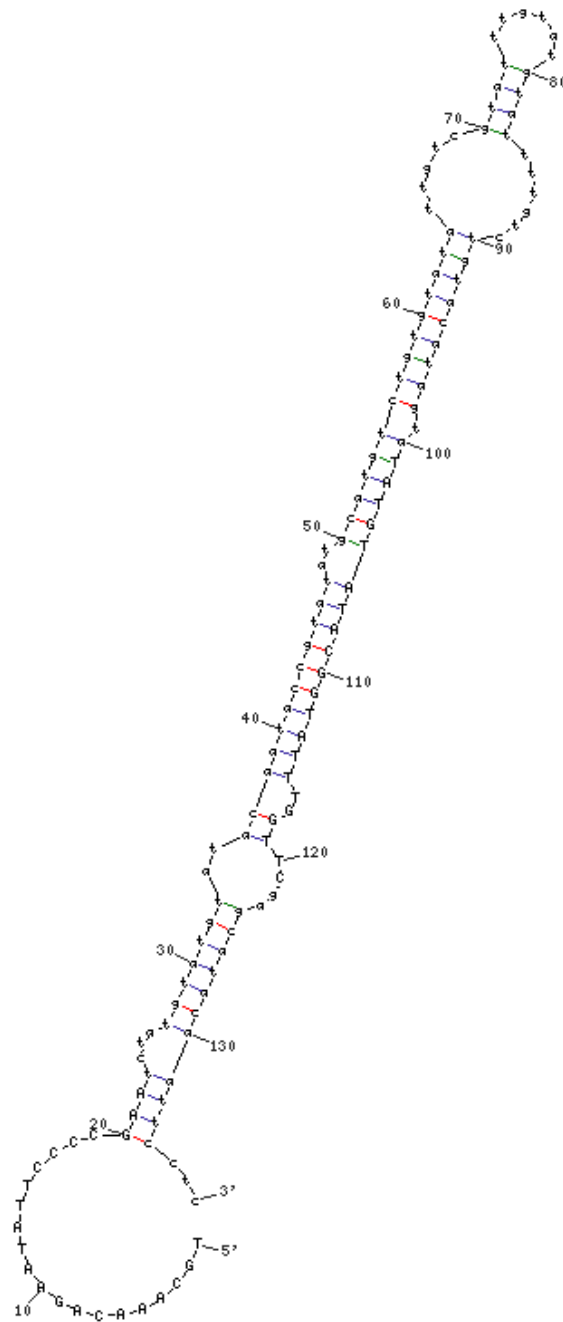

$\Delta G = -34.333$

csn-smR63-3p  
 UAUGUAUACGGUAUUUGGUUC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

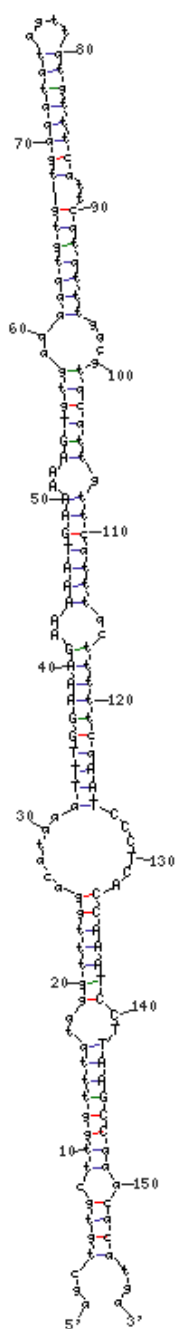

$dG = -49.71334$

csn-smR64-5p  
UUUGGAAAGAUAAAUGAAAAAGU

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

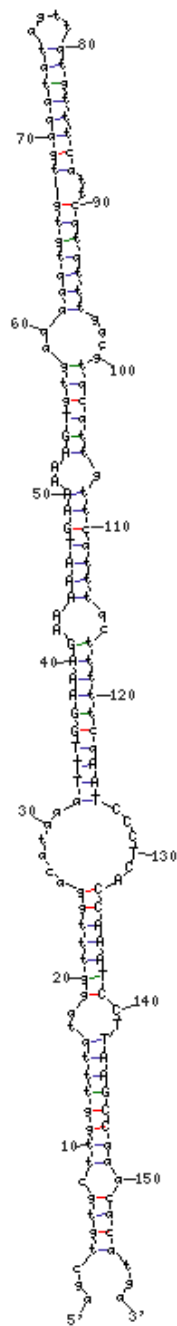

$dG = -49.74335$

csn-smR64-3p  
AAUCCCUCACCAAUCCUUAAGCC

Output of `smr_graph ( )`  
by D. Stewart and M. Zuker

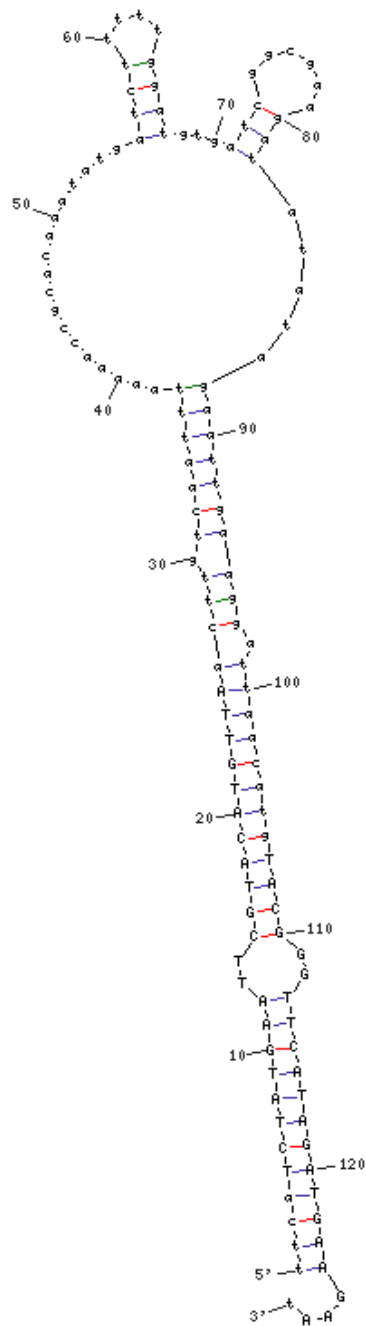

$dG = -46.14337$

csn-smR65  
UACGGGUUCAUAGAUGAAGAA

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

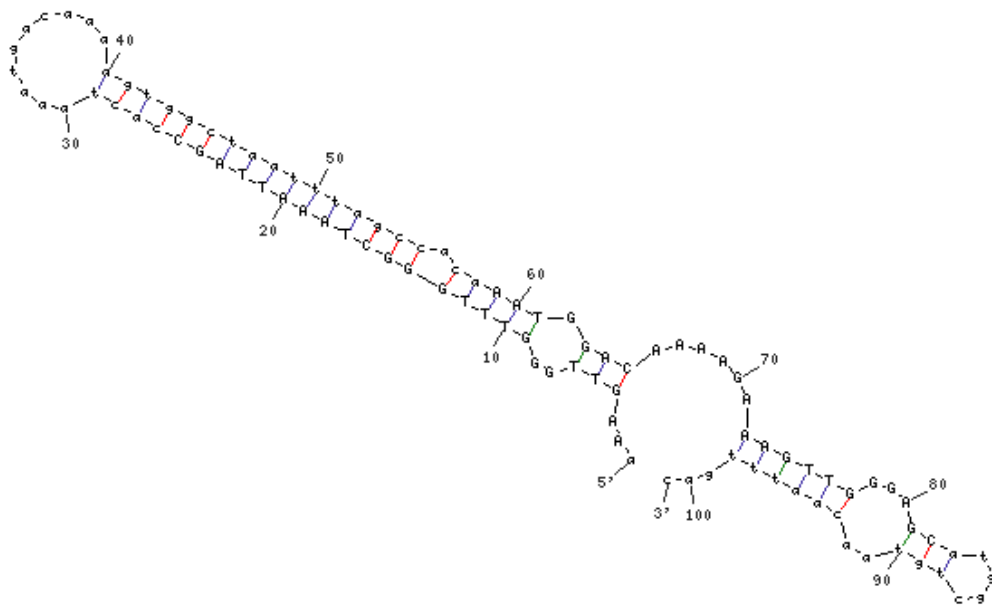

$$\Delta G = -34.64338$$

csn-smR66-5p  
 AAGUUGGGUUUGGGCUAAAUUAGC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

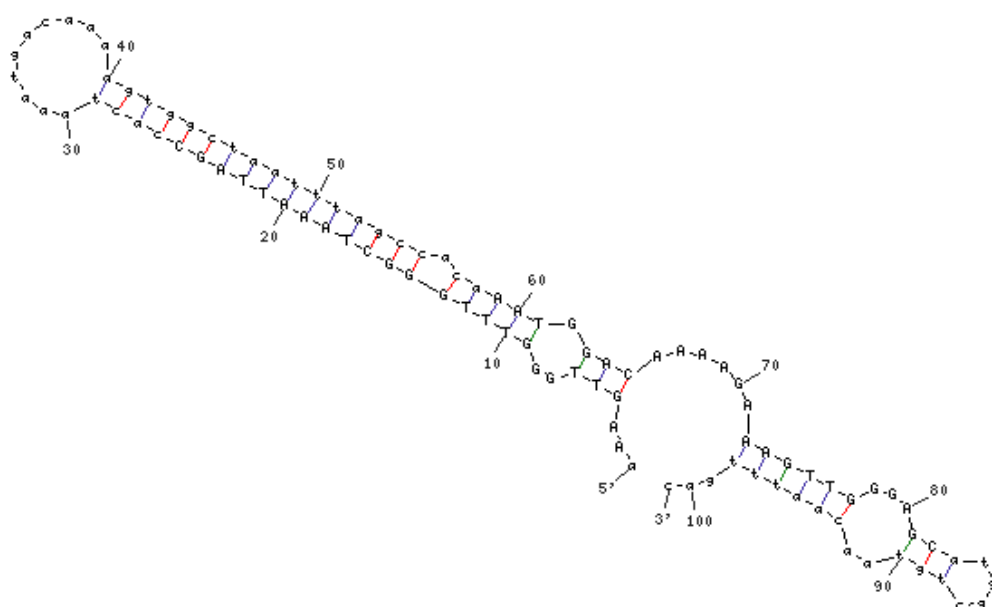

$dG = -34.64339$

csn-smR66-3p  
 AACGGACAAAAGAAAGUUGGGAGC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

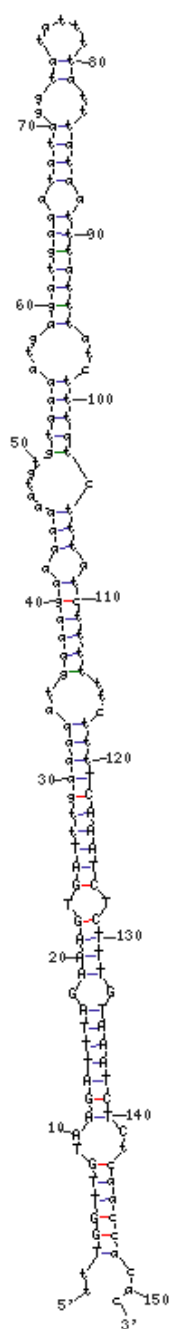

$dG = -43.54341$

csn-smR67  
 UCAAAUCUCUUUGUAAAUCUC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

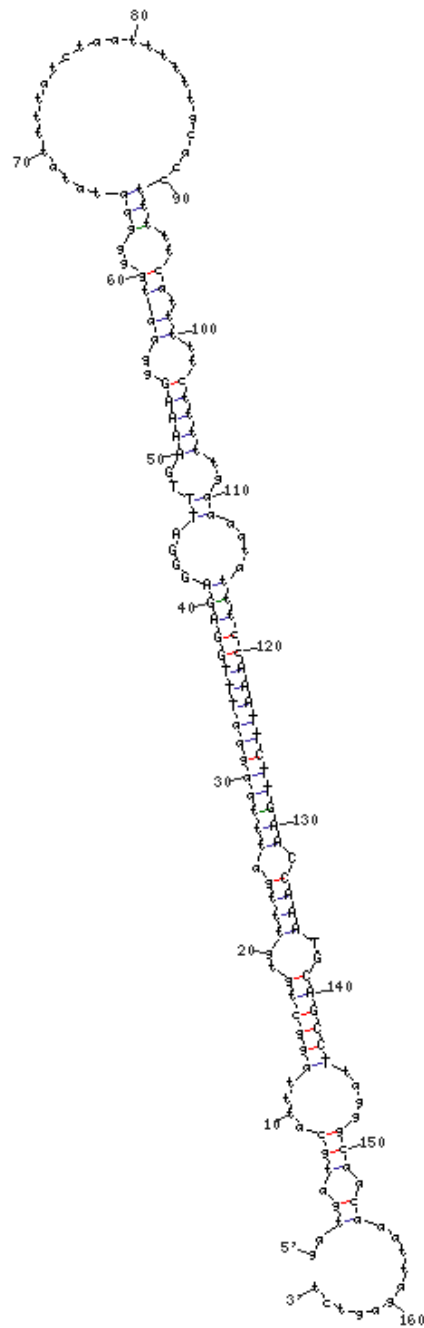

$dG = -55.342$

csn-smR68-5p  
 UUUGGAGAGGGAUUUGGAAAG

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

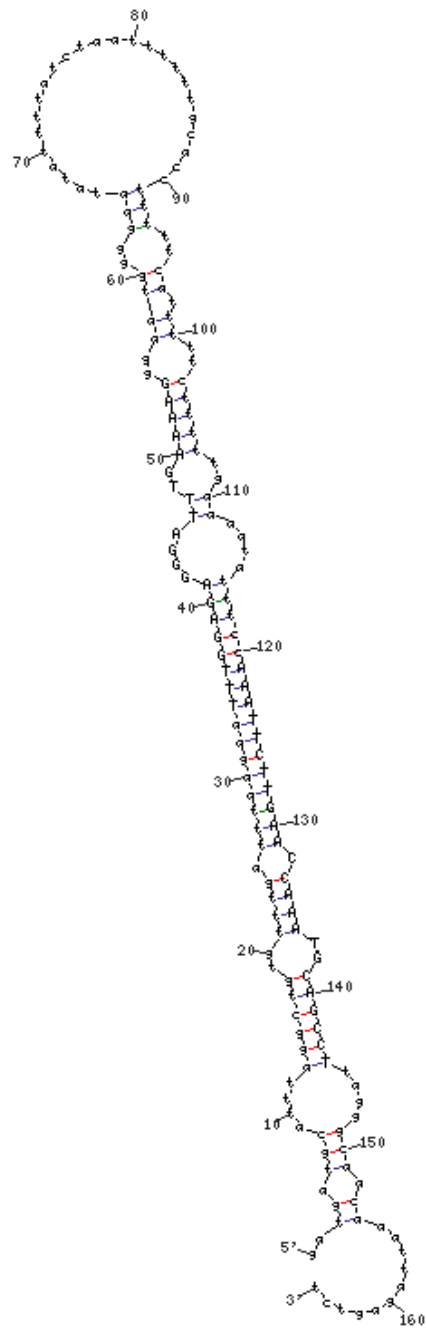

$\Delta G = -55.343$

csn-smR68-3p  
 AAAUUCUUGAACCAAAUGCAGCCU

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

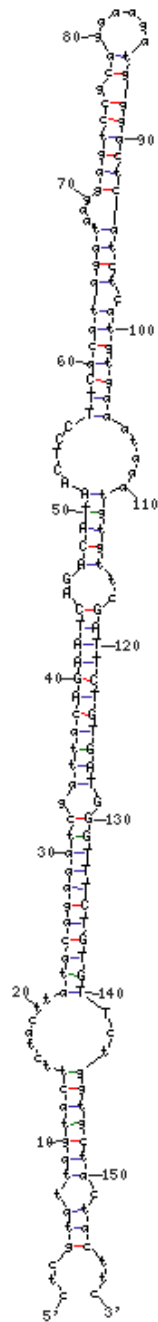

$\Delta G = -66.5 \pm 3.44$

csn-smR69-5p  
 AGAAUCAGACAUAACUCCUUU

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

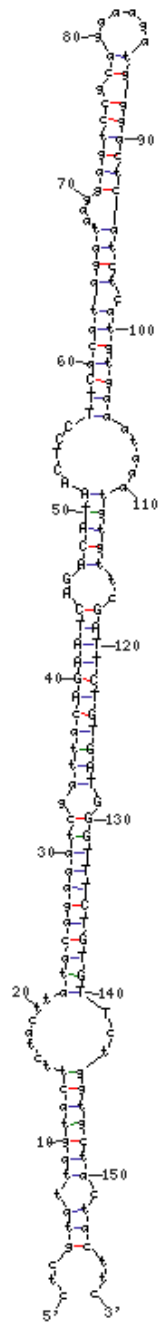

$\Delta G = -66.54345$

csn-smR69-3p  
 GAUUCUGUGAUCGGUUUCUGUGUU

Output of `sm_graph ( )`  
 by D. Stewart and M. Zuker

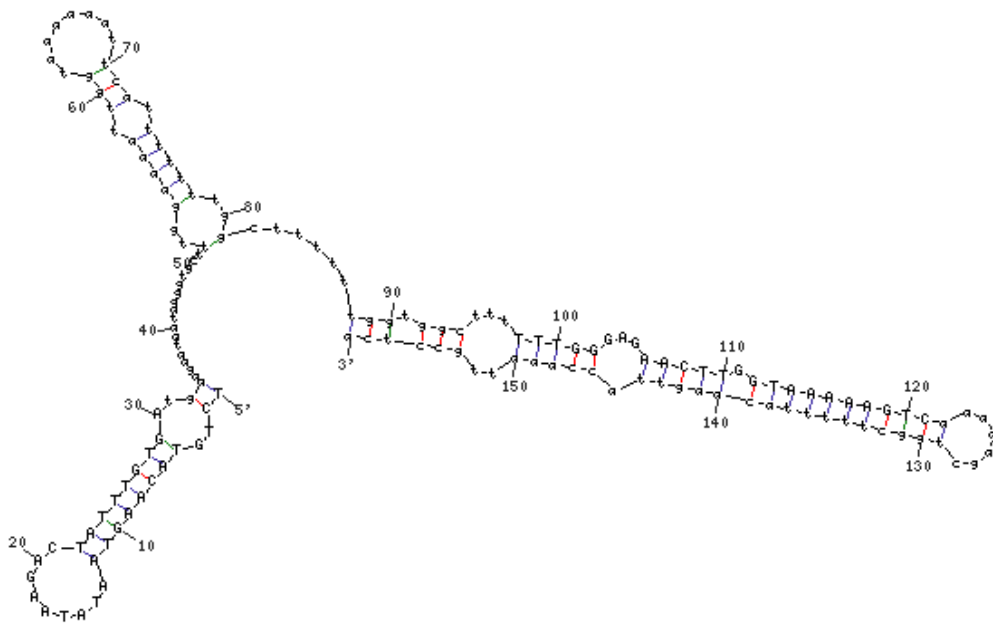

$$\Delta G = -34.8 \pm 0.347$$

csn-smR70-5p  
 UUUGGGAGAACUUGGUA AAAAGCC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

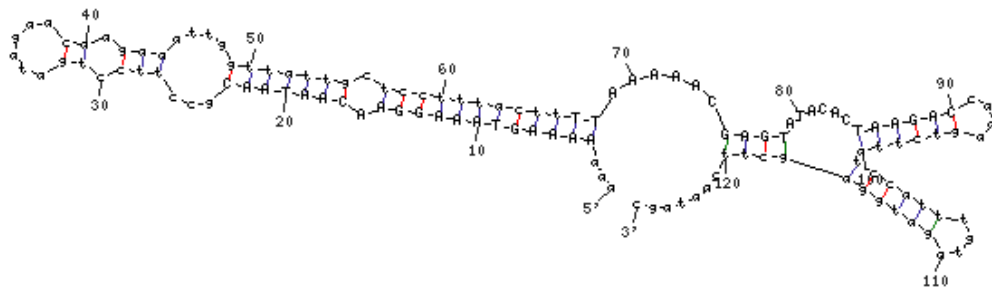

$$\Delta G = -32.64348$$

csn-smR70-3p  
 AAAAGUAAAGGAGCAAUAAC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

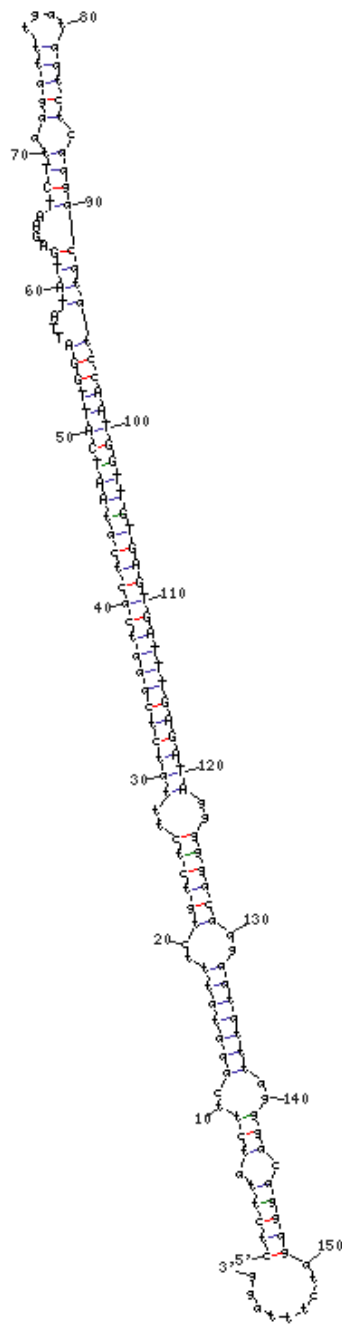

dG = -77.2 kcal/mol

csn-smR71-5p  
AAUCAUUGGAUUAUAUGAGAAUCU

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

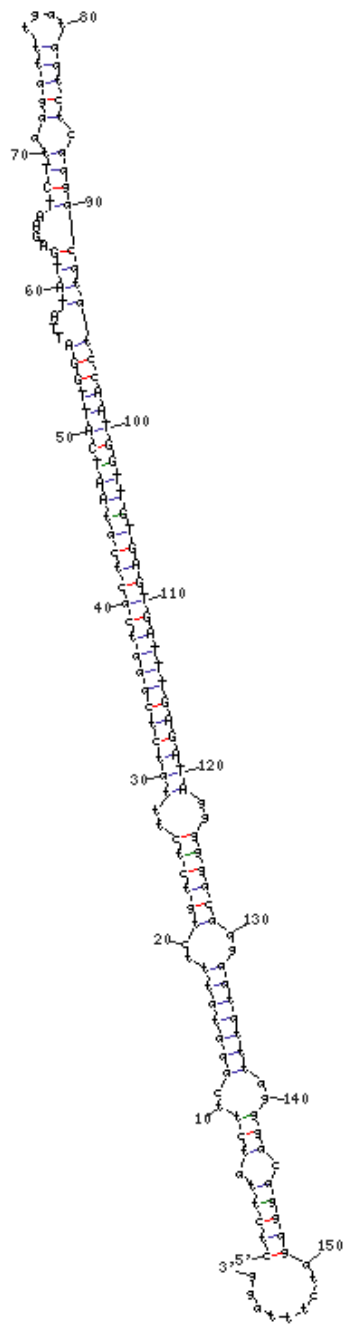

$dG = -77.24351$

csn-smR71-3p  
AAUGGUUGUGAGUGAUUUGAGACA

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

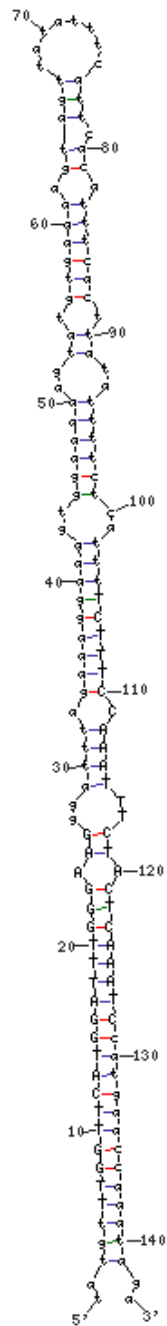

$$\Delta G = -59.74352$$

csn-smR72-5p  
UUGGUUCAUGAAUUUGGGAAG

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

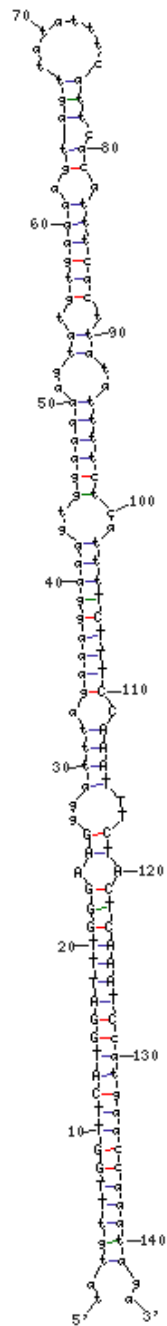

$\Delta G = -59.74353$

csn-smR72-3p  
 UCUUCCAAAUUCUCCUCAAUC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

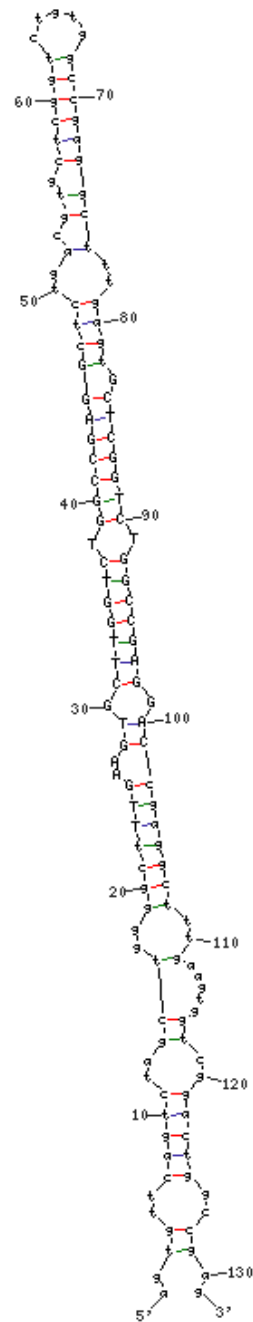

$dG = -61.74354$

csn-smR73-5p  
 UUGAAGUGCUUGGUCUGGCCGAGG

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

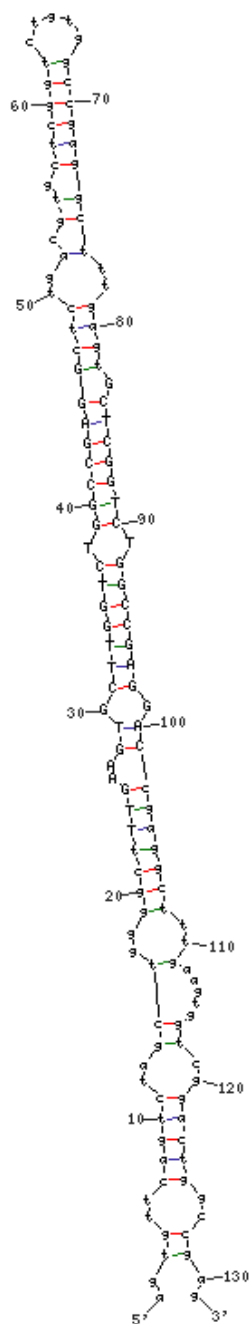

$$\Delta G = -61.74355$$

csn-smR73-3p  
 GCUCGGUCUGGUCGAGGAC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

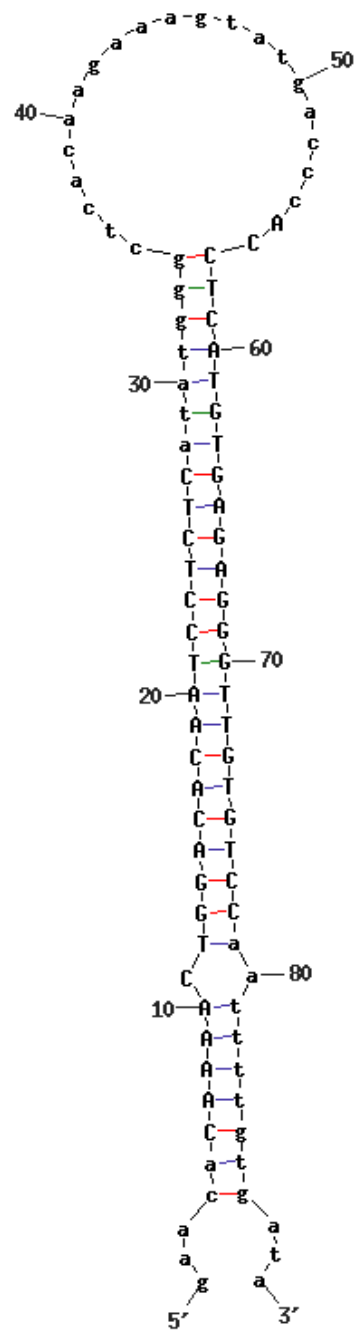

$\Delta G = -45.7 \pm 1.356$

csn-smR74-5p  
 CAAACUGGACACAACCCUCUC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

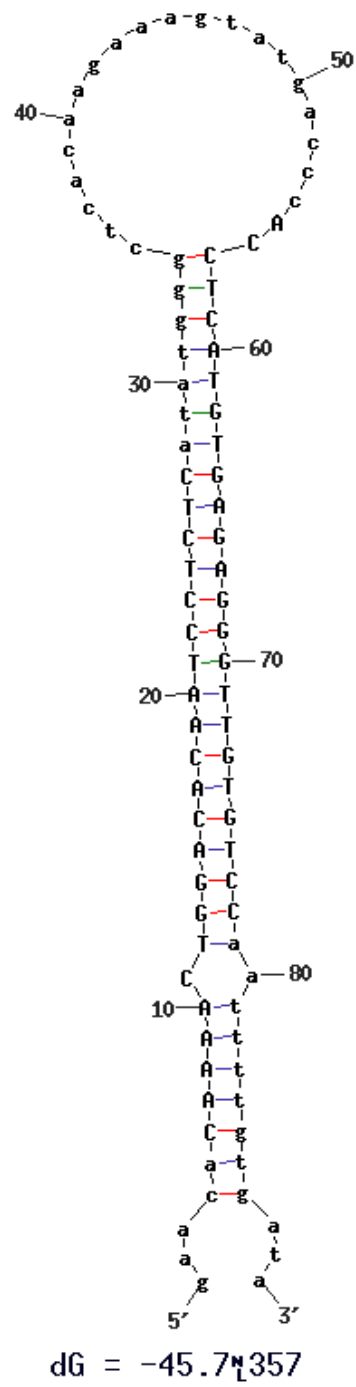

csn-smR74-3p  
 ACCUCAUGUGAGAGGAUUGUGUCC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

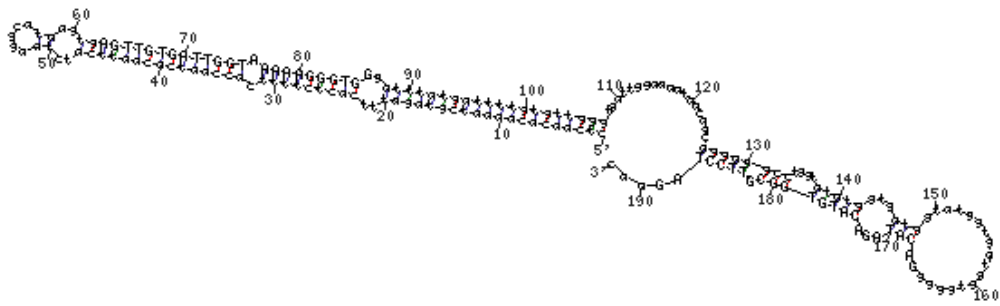

$$\Delta G = -78.3 \pm 3.60$$

csn-smR75  
AGUUGUGAUUGGUA AAAAAGGGUGG

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

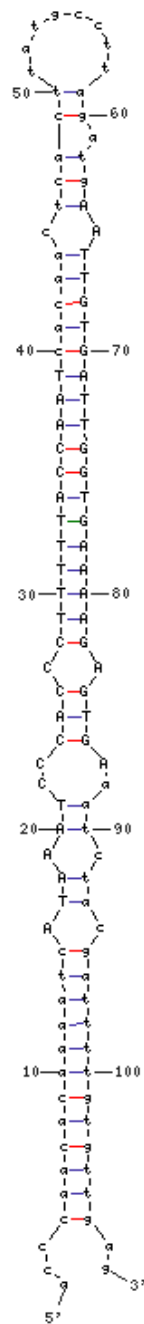

$dG = -46.41362$

csn-smR76-5p  
 AUAAAUCCCACCCUUUUUACCAAU

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

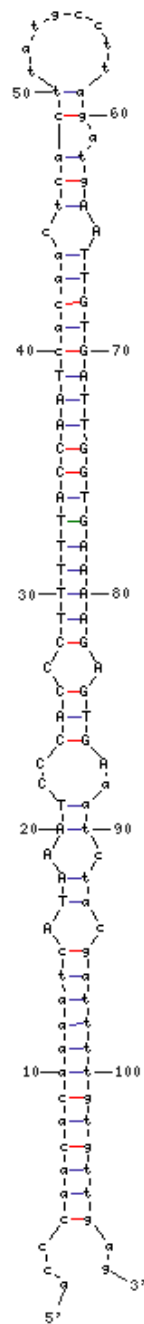

$$\Delta G = -46.41363$$

csn-smR76-3p  
 AAUUGUGAUUGGUGAAAAGAGUGA

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

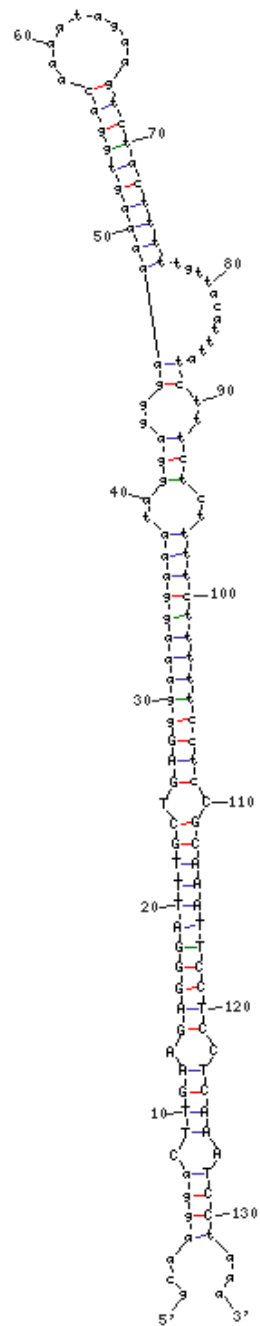

$dG = -60.47364$

csn-smR77-5p  
 CUUGAUGAGGGAUUUGCUGAG

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

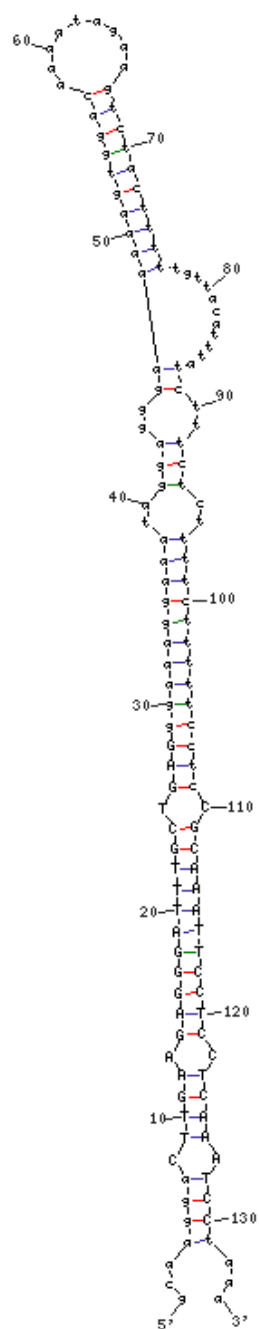

$dG = -60.47365$

csn-smR77-3p  
 CGCAAAUUCCUCCUCAAUCC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

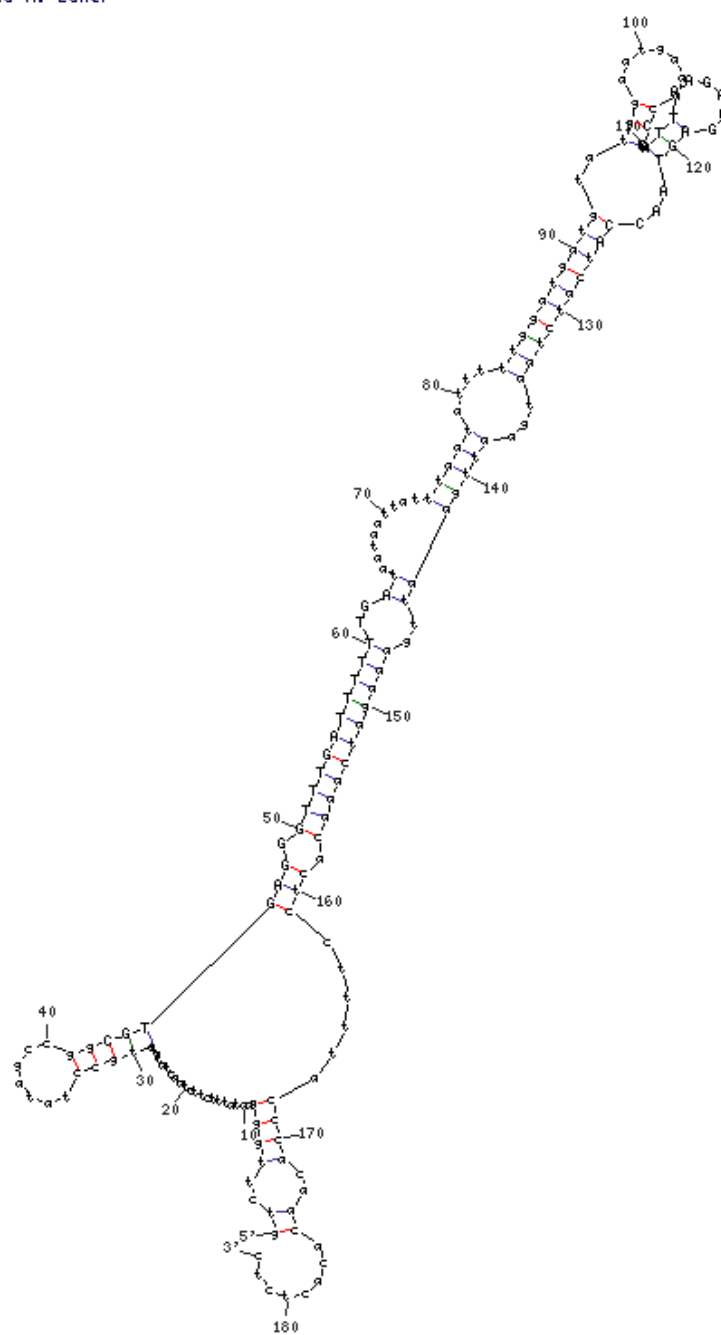

$dG = -39.34366$

csn-smR78  
 CGUGAGGGUUUGAUUUUUUGA

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

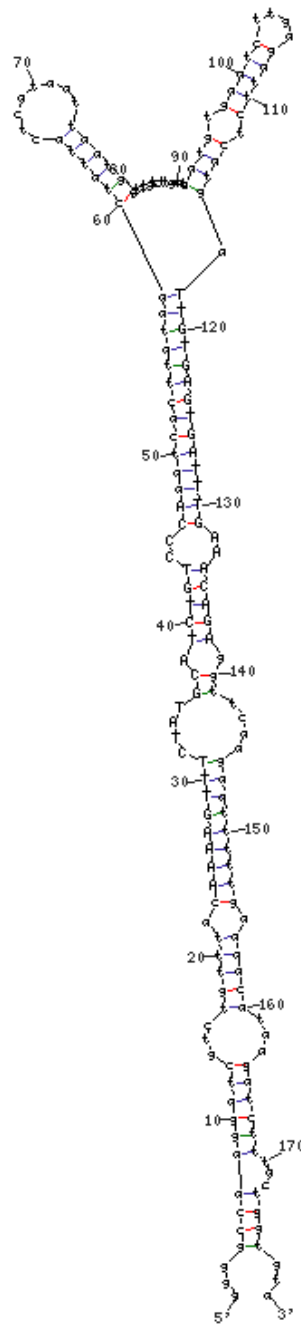

$dG = -54.94368$

csn-smR79-5p  
 AAAAGUUUCUAUGCAUCUGUCCCA

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

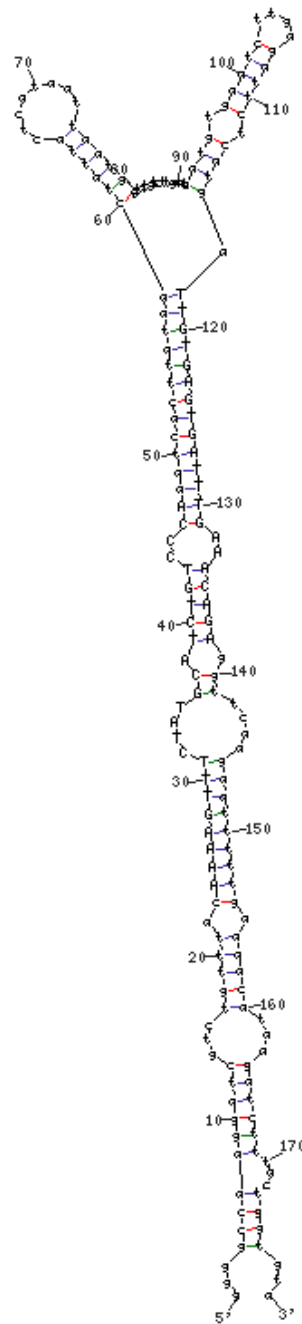

$dG = -54.94369$

csn-smR79-3p  
 UUGUGAGUGAUUUGGAACAGA

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

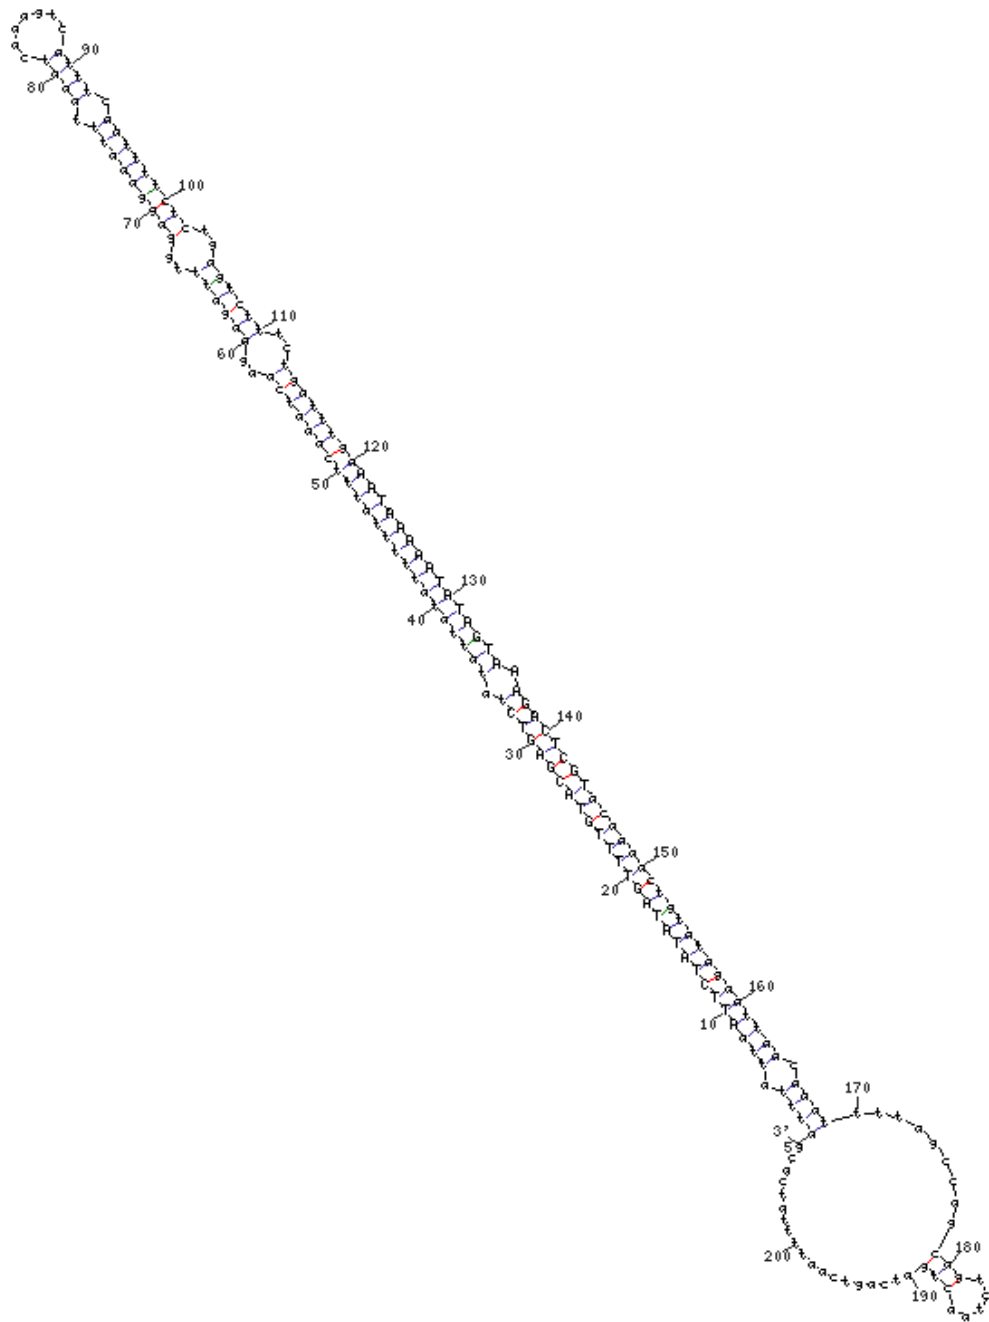

$dG = -90.41371$

csn-smR80

AAUAAAAUAUAGUAAAGACUCGU

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

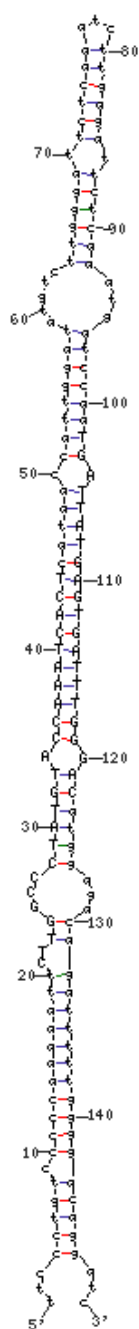

$$\Delta G = -77.3 \pm 3.73$$

csn-smR81  
 UGAUUAUGAGUGAUUUGGGAC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

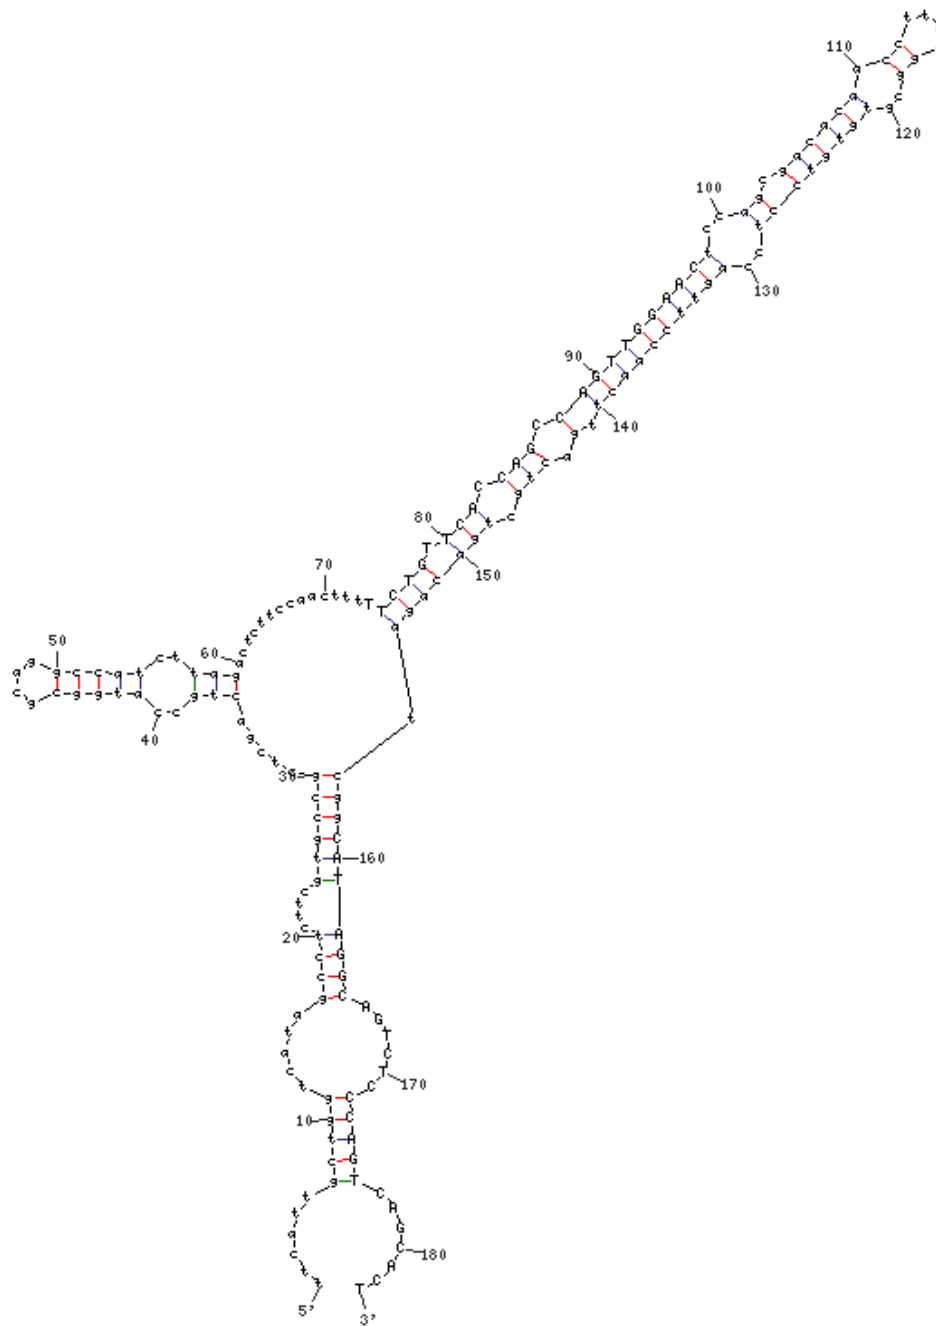

$dG = -62.64374$

csn-smR82

UUCUGUUCACCAGCCAGUUGGAAC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

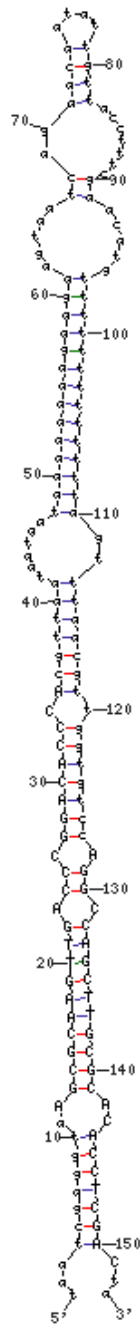

$\Delta G = -62.6 \pm 380$

csn-smR84-5p  
 AGCGCAAGUUGACCCGGACACCCC

Output of `mir_graph ( )`  
 by D. Stewart and M. Zuker

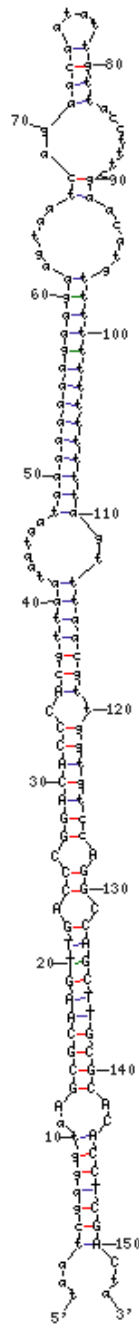

$dG = -62.64381$

csn-smR84-3p  
 AGGCCAGCUUGCGCACAUCUCGAC

Output of `mir_graph ( )`  
by D. Stewart and M. Zuker

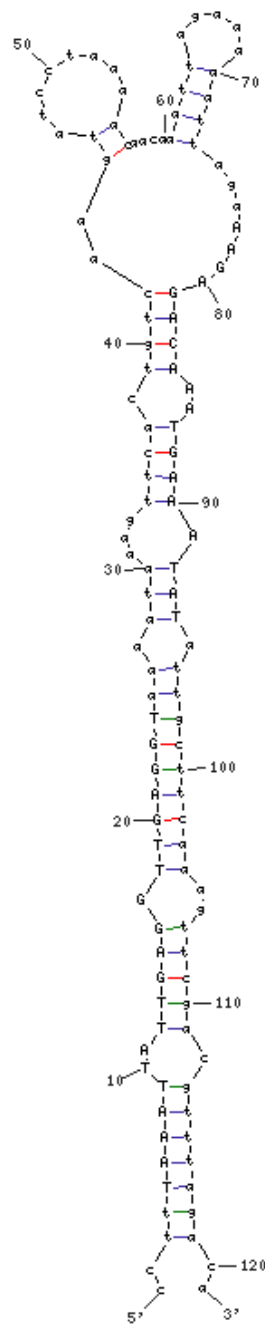

$$\Delta G = -17.6 \pm 0.382$$

csn-smR85-5p  
UAAAAUAUUGAGGUUGAGGU

Figure S1. Mature and precursor sequences and the predicted stem-loop structures of newly identified miRNAs from *Camellia sinensis*.

# Supplementary material for: Identification and characterization of cold-responsive microRNAs in tea plant (Camellia sinensis) and their targets using high-throughput sequencing and degradome analysis
**Source:** BMC Plant Biol. 2014 Oct 21;14:271. doi: 10.1186/s12870-014-0271-x
**Supplement:** Additional file 3: Table S2. — Novel miRNAs and potentially novel miRNAs identified from predicted RNA hairpins in C. sinensis with cold stress.

**Table S2 Novel miRNAs and potentially novel miRNAs identified from predicted RNA hairpins in *C. sinensis* with cold stress**

Note: 'Y' and 'N' with and without express signal

# Supplementary material for: Identification and characterization of cold-responsive microRNAs in tea plant (Camellia sinensis) and their targets using high-throughput sequencing and degradome analysis
**Source:** BMC Plant Biol. 2014 Oct 21;14:271. doi: 10.1186/s12870-014-0271-x
**Supplement:** Additional file 6: Table S3. — Relative expression analysis of cold-responsive miRNAs in ‘Yingshuang’. The threshold of p value was set 0.01, ***indicated p value less than 0.0001, **indicated p value from 0.0001 to 0.001, *indicated p value from 0.001 to 0.01, respectively.

**Table S3 Relative expression analysis of cold-responsive miRNAs in ‘Yingshuang’**

Note: \*\*\*  $P < 0.0001$ ; \*\*  $0.0001 < p < 0.001$ ; \*  $0.001 < p < 0.01$

How the deposited data were processed for this re-analysis (not part of the article)

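The deposited data come from 8 single-colour miRNA microarrays of tea plant leaf RNA labelled with Cy3. In each of the cultivars YS (‘Yingshuang’) and BY (‘Baiye 1’), 1 array was hybridized for the control at 28 °C and 1 array for each of 4, 12 and 24 h at 4 °C. There are no biological replicates. The chip carries 3228 miRBase probes and 283 tea plant probes with 4 repeat spots each, besides control probes and 146 empty spots.

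Per the file headers and the values, the scanner output holds linear intensities, the median brightness of each spot, from which no background was subtracted and to which no normalization was applied. Per the methods, the authors' table of normalized intensities was made by background subtraction and a locally weighted regression over the arrays, and it gives 1 value per probe. The software and the reference array of that step are not stated. The scanner output was the starting point here, and the authors' table was used as an alternative. The authors' table correlated with the background-subtracted signals before normalization (Pearson's r of log2 values 0.997 to 0.999 over the detected probes of each array).

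The choices that follow were made before the data were examined unless stated otherwise. A background per spot had been foreseen, but the files hold none, so the median of the empty spots of the array was subtracted, and this was decided after the files were read. The mean of the 4 spots was taken. Each array was set against the mean of the 8 arrays by a loess curve with a span of 0.7, fitted on the 130 probes detected on all arrays before normalization. The degree of the curve and its symmetric fit were chosen after the files were read. Signals under 32 were set to 32 and log2 values taken. A probe was detected on an array when its normalized signal was above 500, its signal was above 3 background standard deviations and the CV of its spots was under 0.5. The background standard deviation was estimated from the empty spots by the median absolute deviation. It lay between 1.41 (BY at 24 h) and 3.08 (YS at 24 h), against a median detected signal between 1692 and 2191. The highest spot read 58864 and none was saturated. Before normalization 173 (YS at 12 h) to 285 (BY at 12 h) probes were detected per array. This depth sets the precision within an array, with median spot CVs between 0.081 and 0.184 over these detected probes, all with a CV under 0.5. It gives no measure of the difference between plants.

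Probes were counted as changed in a cultivar when detected on at least 1 of the 2 arrays compared and when the absolute log2 ratio of cold over control was above 1 at 1 or more time points, and as higher or lower by the largest ratio that passed. Families were taken from the number in the probe name, and their change is the median log2 ratio over the probes detected on at least 1 of the 8 arrays. Probes of the same family and arm bind similar RNA, so no p-value was computed across the probes of a family. Exact tests were made on counts of families. Only 1 Fisher's exact test, on the probes lower in YS, and the random lists used single probes, and these treat probes of a family as independent. Where a signal was under the floor, the fold is given as a lower bound against the floor. Where the spots of a probe varied too much for detection, no bound is given.

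Models were fitted with limma 3.58.1 in R 4.3.3 on the 295 probes detected on at least 1 array, with Benjamini-Hochberg adjustment and a threshold of 0.05. In the first model the cold arrays of a cultivar stood as repeats of cold, and the lone control array was assumed to vary like them. It has 4 residual degrees of freedom, and differences between the time points enlarge its spread. Its contrasts are cold minus control in YS, in BY, their difference and their average. The second model holds the time point and the cultivar and compares BY with YS, 4 arrays against 4. Its count was repeated over the 35 splits of the 8 arrays, of which 32 could be fitted with the time point. Reading, matching, exact and permutation tests used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.

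The probes and families named in the text were set by a rule: each miRNA or family that the paper names in its microarray results, discussion or Figure 3 with probes on the chip; in each cultivar the 5 largest rises and the 5 largest falls at 24 h among the probes past the rule of size and changed the same way at all 3 time points; and the 5 probes with the smallest adjusted p for the difference in response. The smallest adjusted p was shared by more than 5 probes, so that it alone does not single out those named. Probes named outside this rule are said to be chosen after their values were seen. Each detected probe was also compared, without gaps, with a shift of up to 3 and an overlap of at least 17 bases, with 313 tea plant sequences. These were the 283 tea plant probes and 147 entries of the paper's tables, with duplicates removed. A further 57 entries were left out because their length is not as stated. This comparison was chosen after the data were seen.

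The steps were tested on simulated data with 8 arrays and known changes of log2 2. The noise of log2 0.35 was set near the residual spread of the arrays, after that spread was seen. limma recovered 63 of 64 changed probes for cold against control and called 3 unchanged ones, and it recovered 62 of 62 for the cultivars and called 0 unchanged ones. Each simulated cold change was the same at all 3 time points. In the data only 11 probes in YS and 1 in BY passed the rule of size at all 3. The simulated recovery therefore does not give the power of limma for cold against control in the data. The fixed rule of size recovered 59 of 59 and also passed 27 unchanged probes, so that a part of the probes past this rule is expected to be noise.

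The alternatives set in advance were normexp background correction with an offset of 50, quantile normalization, 1 factor per array from the probes detected on all arrays, a loess curve on all probes, no normalization, a loess curve within each cultivar, the authors' table, the median of the spots, floors of 1 and 100, other detection and ratio thresholds, the methods' t-test and analysis of variance over repeat spots with and without adjustment, other sets of probes for families and for limma. Added after seeing the data were a background per block of the chip, 1 factor per array from the spiked controls, the ratio of the spiked control probes as a covariate, leaving out 1 time point of both cultivars, and families from probes equal to a tea plant sequence. The normexp correction was fitted on the foreground alone. A term for slide or scan could not be fitted because the files give none, and taking 1 probe per distinct sequence changes nothing because all 3511 sequences are distinct.

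The control probes marked as spiked calibration controls were used as given. Those with names ending in M05 and M10 were read as probes with mismatches to the control that the probe ending in P matches, an assumption that neither the files nor the paper state. The probes for other RNA were used only as stated. No probe for miR152 was on the chip. The qRT-PCR, sequencing and degradome data are not part of these files and were not used here.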

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

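In this part, the test of the spiked control probes on the YS array at 12 h was planned before its result was seen. So was the limma contrast of the responses. Tests on the opposite courses of miR164, miR171 and miR172, on dim probes and on families without a close tea plant sequence were chosen afterwards.

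Of the named families, 3 moved in opposite directions in the cultivars at each of 4, 12 and 24 h. These courses drew attention because all time points of YS went one way and all of BY the other. The mean difference of the responses, YS minus BY, was 1.15 for miR164, 1.14 for miR171 and 1.95 for miR172. At family level this difference was not tested. For single probes the limma contrast of the responses gave an adjusted p of 0.46 at the lowest in each family (31 of 295 probes had an unadjusted p under 0.05 in that contrast). Opposite courses at all 3 time points were found in 3 of 18 named families (16.7%) and in 15 of 67 families in all (22.4%), and 12.5% would be expected by chance with a shared control in each cultivar.

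For miR171 the values argue against the normalization, washing and an odd control array. On the same probes the difference was between 0.65 and 1.23 over the 8 normalizations, which at its lowest is barely above the spread of such a difference, 0.60 from the residual spread of single probes and 0.53 from the family's own median between the cold arrays of a cultivar. It was 1.08 in the only probe equal to a tea plant sequence, which harsher washing on the YS arrays would spare. From 4 to 24 h, a comparison that uses no control array, the cultivars differed by 1.01, above spreads of 0.74 and 0.64 taken in these 2 ways. The rise in YS itself was small, and relative to all tested probes it turned to -0.04 at 12 h at the lowest. Each value rests on single arrays, so a fault of another array stays open.

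For miR172 the same tests gave a difference of at least 1.28 over the normalizations with the same 7 probes, 1.02 in the 2 probes equal to a tea plant sequence, and 1.30 from 4 to 24 h. These values too are above the spreads of 0.60 and 0.74 from single probes and above those of the family's own median (0.55, 0.49 and 0.78). With the probes each normalization itself detects, the loess curve on all probes and the authors' table keep a single probe, and the fall in BY then turns to a rise. With the normalization used here, too, 1 of the 7 probes rose in BY at each of 4, 12 and 24 h (0.52, 0.26 and 0.21). The 2 probes equal to a tea plant sequence had smaller median changes in BY (-0.02, -0.59 and -0.71), so the washing test on them is weak. Of the falling probes, ata-miR172 and aly-miR172e-3p were above 500 only in the BY control. A response of miR172 and miR171 that differs between the cultivars may be a biological difference, as a hypothesis found and tested on the same data and without replicates.

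For miR164 the normalization cannot be told apart from a difference between the cultivars, because with 1 factor per array the difference was 0.47 (the largest was 1.25). This is under the spread of 0.60 from single probes but above the 0.26 that the family's own median gives at that setting, so that the outcome depends on the spread taken. An odd control array also stays open, since the cultivars differed from 4 to 24 h by only 0.50, under the spreads of 0.74 and 0.79. Harsher washing on the YS arrays is argued against by the 2 probes equal to a tea plant sequence, with a difference of 1.15. A difference between the cultivars stays open as well and was not tested against replicates.

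Signals outside the families that the paper's text names were also found: 11 such families passed the rule of size in both cultivars. Their median log2 ratios at 4, 12 and 24 h, in YS and then in BY, were -1.56, -1.72, -1.08 and 0.24, 0.53, 1.18 for miR854; -1.83, -1.12, -1.60 and -0.66, 1.23, 1.70 for miR1436; -0.97, -1.58, -1.46 and -0.58, -0.73, -1.95 for miR1863; -1.74, -1.91, -1.97 and 0.09, 2.05, 1.77 for miR2096; -0.25, -1.11, -0.22 and 1.22, 1.74, 1.94 for miR3509; -0.31, 1.39, 0.64 and -0.95, -0.38, -1.10 for miR3630; -0.73, -1.53, -2.22 and -0.44, 0.31, 1.83 for miR5049; -1.10, -1.13, -1.89 and 0.42, 2.09, 2.98 for miR5205; -1.59, -0.60, -1.07 and 0.63, -2.88, -0.82 for miR5493; -1.10, -0.89, -0.49 and 0.94, 1.47, 1.76 for miR5783; and -1.0, -1.90, -1.56 and 0.26, 1.64, 1.75 for miR5819. miR1863 has 4 detected probes, miR5205 has 2 and the others have 1. These directions are those of the normalization used here. All probes of these families have over 3 mismatches to every tea plant sequence compared. Other RNA bound by such probes may be the source, but this cannot be told apart from a response of these miRNAs. Families without a sequence within 3 mismatches made up 93.3% (14 of 15) of those past the rule in both cultivars and 65.4% (34 of 52) of the others (Fisher's exact test, two-sided, p = 0.0495). Among families of 1 probe the shares were 10 of 10 and 28 of 31 (Fisher's exact test, two-sided, p = 0.564). The cold treatment and the cultivar stay open as biological explanations and were not tested.

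The spiked control probes ending in M05 or M10 stood at a median log2 ratio to their P probe of -3.32 on the YS array at 12 h. These probes are not reported on in the paper, and the other 7 arrays lay between -2.35 and -1.01. All 13 pairs were lowest on this array, and 12 of 13 were lower on every YS array than on every BY array. By Dixon's criterion no array value stood apart over the 21 groups tried. On the same array the miRNA probes with 2 or more mismatches to every tea plant sequence fell more than the others. Loss of signal in dim probes is argued against as the whole cause: between probes of similar brightness on the control array the difference was -0.89, against -0.34 to 0.30 in 10000 random lists with the lowest and highest 2.5% left out. The random lists treat probes of a family as independent, so their range may be too narrow. A part from dim probes stays open, since the difference was -1.24 in the dimmest of 3 groups by brightness, -0.86 in the middle group and -0.29 in the brightest. That M05 and M10 stand for probes with mismatches is an assumption, which neither the files nor the paper state. Under it, harsher hybridization or washing on this array is a candidate explanation that the spiked controls would fit, but it cannot be told apart from a cold response of the RNA that these probes bind. Inside families the less well matched probes were lower in only 7 of 12 (exact sign test, two-sided, p = 0.77). No spiked control should respond to cold, so no biological explanation was tested for their ratio.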

How the results depend on the processing

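The settings without a time point, with a background per block, with the ratio of the spiked controls as a covariate, with 1 factor per array from the spiked controls and with families from probes equal to a tea plant sequence were chosen after the data were seen, and these are the tests of this part that were not planned.

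Detection kept within 1.5 times its count in YS under 13 of 14 alternatives (179 to 272 probes) and in BY under 12 of 14 (198 to 302). With the methods' detection rule alone 1777 probes were detected in YS, of which 1599 were from miRBase, and 2308 in BY, of which 2120 were from miRBase, since that rule sets no signal minimum. Detected on all arrays of the cultivar were 166 in BY, with 145 from miRBase.

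The number of changed probes stayed within 1.5 times under 12 of 21 alternatives in YS (55 to 90) and in BY (82 to 125), and under 11 in both cultivars (19 to 23). A loess curve on all probes gave 134 in YS and 35 in both, and no normalization gave 216 in BY and 56 in both; the cause was not tested. By construction, a signal above 1000 gave 35, 59 and 8 in YS, BY and both, no signal threshold 224, 295 and 122, and a log2 ratio above 1.5 gave 28, 53 and 13. The methods' t-test with the ratio called 30 in YS and 5 in both, and 0, 21 and 0 after Benjamini-Hochberg adjustment. Without the ratio it called 155 in BY, and 0, 25 and 0 after adjustment. The analysis of variance over repeat spots called 123, 151 and 62, and 100, 145 and 47 after adjustment. The share of lower probes is not stable: it ran from 25.4% (loess on all probes) to 100% (log2 ratio above 1.5) in YS and from 14.0% (loess on all probes) to 64.0% (1 factor from the spiked controls) in BY. Equal counts can hold other probes: with 1 factor per array 43 of the 61 changed probes of YS were shared, and with 1 factor from the spiked controls 36.

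Families past the rule stayed within 1.5 times under 14 of 16 alternatives in YS (23 to 39), 13 in BY (24 to 39) and 12 in both (12 to 19). With 1 factor per array 25 passed in both, and without normalization 69 in BY and 31 in both; the cause was not tested. With only probes detected on all 8 arrays 3, 7 and 1 passed in YS, BY and both, and with only probes equal to a tea plant sequence 2, 4 and 0, as fewer families remain. Among the 21 values of named families past the rule, only miR172 in BY at 12 and 24 h reversed, while smaller values of other families also changed sign, as given where they are named. For miR172 the values were 0.28 and 0.76 with a loess curve on all probes, 0.27 and 0.12 with the authors' table and 0.26 and 0.21 with probes detected on all 8 arrays. The first 2 of these settings keep 1 probe of the family, and with the same 7 probes as otherwise used the values are -1.19 and -1.16 for the loess curve on all probes and -1.20 and -1.27 for the authors' table. Of 3894 values of single families and probes under the alternatives, 79.2% moved by less than the spread of 0.368, 20.6% moved by more and 6 were the reversals of miR172.

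limma called 0 probes for cold against control in YS under 17 of 18 alternatives, and in BY, for the difference and for the average under 16 of 18, with 1 to 74, 8 to 35, 6 to 37 and 1 to 16 probes at an unadjusted p under 0.05 where it called 0. With all probes tested it called 33, 14, 49 and 47, of which 31, 12, 43 and 43 had all cold arrays at the floor and so almost no spread. Without the 4 h arrays it called 3 in BY, 17 for the difference and 7 for the average, and 0 of these calls were made under another setting. The cultivar difference of 72 probes stayed within 56 and 108 under 12 of 18 alternatives. It was 13 with all probes tested and 7 with the probes detected on all 8 arrays (7 of the 72), which drops the probes missing in 1 cultivar. Leaving out the 4, 12 and 24 h arrays left 23, 35 and 40 probes, of which 23, 35 and 39 were among the 72, whereas leaving out the control arrays gave 76, with 66 among them, so that fewer arrays alone do not account for the drop, and its cause was not tested. The ratio of the spiked controls as a covariate, which nearly follows the cultivar, left 12, with 11 among them.

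The normexp correction was run on the foreground alone. A term for slide or scan was not run because the files give none, and 1 probe per distinct sequence is void because all sequences are distinct. Signal over background does not limit the detected probes, whose minimum of 500 is far above 3 background standard deviations (4.23 to 9.23).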

Differences from the paper's values

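In this part no test was chosen after the result was seen, apart from the value with 1 factor from the spiked controls where it is named, the paper's shares over miRNAs with a direction and the signals of Figure 3.

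The paper gives 349 conserved miRNAs detected in BY. Conserved miRNAs were read here as miRBase probes, of which 222 were detected. Over all probes on the chip the count here was 254, which comes within 1.5 times of the paper's value. Of the alternatives set before the data were examined, normexp (241), quantile normalization (234), 1 factor per array (240) and no normalization (249) come within 1.5 times of the paper's value, and so does 1 factor from the spiked controls (263), which was chosen after seeing the values. The loess curve on all probes (214), the loess curve within each cultivar (228), the authors' table (209), the median of the spots (225), the signal threshold alone (222), the methods' detection rule alone (2120), a signal above 1000 (175) and detection on all arrays (145) do not.

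For changed miRNAs the paper gives 158 in YS, 159 in BY and 87 in both, against 61, 90 and 22 here. In YS the loess curve on all probes (134), no signal threshold (224) and the analysis of variance before adjustment (123) come within 1.5 times of the paper's value. In BY no normalization (216), the methods' t-test without the ratio before adjustment (155) and the analysis of variance before (151) and after (145) adjustment do, as does 1 factor from the spiked controls (125), chosen after seeing the values. For both cultivars no signal threshold (122) and the analysis of variance before adjustment (62) do. Every other alternative set before the data were examined leaves a difference. Of the 159 probes for YS and 160 for BY in the paper's supplementary tables, only 59 and 69 have a log2 ratio above 1 or under -1 there, so that the paper's counts do not apply the ratio rule on which the counts here rest. The paper gives 31 higher in YS, against 18 here, and quantile normalization (23), no normalization (37), the authors' table (33), the methods' t-test without the ratio before adjustment (43) and the analysis of variance after adjustment (44) come within 1.5 times, and the others do not.

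The paper gives 14 conserved families changed in BY, against 30 here. The families here are set by the number in the probe name, whether or not a close tea plant sequence is known, so the bases may differ. No alternative comes within 1.5 times of the paper's value, and among them the probes detected on all 8 arrays gave 7 and no normalization 69.

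The paper gives 27.2% of the miRNAs in YS and 28.3% in BY as lower, against 70.5% and 54.4% here. The bases differ. The paper's shares equal its 43 of 158 and 45 of 159 changed miRNAs, and its text gives a direction for only 74 and 91 of these. Over those with a direction the lower ones make up 58.1% in YS and 49.5% in BY, within 1.5 times of the values here. Set against the paper's shares as stated, in YS the loess curve on all probes (25.4%) and the methods' t-test before adjustment with the ratio (40.0%) and without it (30.6%) come within 1.5 times. In BY 1 factor per array (31.9%), the authors' table (36.6%) and the methods' t-test without the ratio after adjustment (40.0%) do. The others do not.

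In the paper's supplementary tables 6 of 31 family medians compared, all in BY at 24 h and taken over the probes of those tables, differ from the values here. For miR168 the paper's median log2 ratio is 1.02 against 0.64 here, and 1 factor per array (1.04) and the authors' table (1.05) come close. For miR396 it is -0.07 against 0.05, with quantile normalization (-0.12), 1 factor per array (-0.02) and the authors' table (-0.05) on the paper's side. For miR474 it is 1.72 against 1.17, and 1 factor per array (1.67), the loess curve on all probes (1.97) and the authors' table (1.72) come close. For miR529 it is -0.77 against -1.16, and normexp (-0.96), quantile normalization (-0.98), 1 factor per array (-0.65), the loess curve on all probes (-0.47), the authors' table (-0.64) and the median of the spots (-1.02) come close. For miR1160 it is 2.44 against 1.93, and quantile normalization (2.29), 1 factor per array (2.43), the loess curve on all probes (2.63) and the authors' table (2.43) come close. For miR2936 it is -0.04 against -0.49, and the authors' table (-0.07) comes close. With 1 factor per array (0.01) and the loess curve on all probes (0.21) the median also came near the paper's value, but with the other sign. All other alternatives set before the data were examined leave these differences.

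On directions, the paper at one place has miR474 rising in YS and declining in BY, while its other sentences and supplementary tables have the opposite, as do the values here (-1.66 in YS and 1.17 in BY at 24 h). The paper lists miR171 as raised in YS, where the median here was 0.25 at 24 h and 0 of 23 probes passed the rule of size. It has miR2936 uniformly regulated in the cultivars, and here the values at 4 h were -1.14 in YS and 0.24 in BY. It lists miR529 both among the families that overlap between the cultivars, lowered in each, and among those that differ between them. The family medians here were lower at 12 and 24 h in both cultivars under each of the 8 normalizations when taken relative to all tested probes, and the difference of the responses was positive in 3 and negative in 4 probes with a median of -0.17. In Figure 3 the array lines of all 6 miRNAs lie higher in BY than in YS, while the signals here were lower in BY at each of the 4 stages for 5 of them (-2.26 on average for csn-smR65, BY minus YS) and for csn-miR5072 at 3 of 4. The scale of that axis is not stated.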

Other observations

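Of the tests in this part, the splits of the arrays, the comparison of the spiked controls with the miRNA probes and the share of well matched probes among the 72 were planned before their results were seen; the tests on miR474, on miR171 at single time points, on the 36 probes lower in YS, on probes equal to a tea plant sequence under other normalizations and inside families were chosen afterwards.

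Over the time points, 72 of 295 probes differed between the cultivars by limma (111 at an unadjusted p under 0.05), with 36 lower and 36 higher in YS. That even split depends on the normalization: with the authors' table 31 were lower and 66 higher in YS, with 1 factor per array 46 and 22, and with 1 factor from the spiked controls, chosen after the data were seen, 83 and 25. A chance split of the arrays is argued against: 1 of 32 splits that could be fitted gave as many probes, the cultivars themselves, and the largest other count was 8. A batch that follows the cultivars would give the same result and is not given by the files, so it stays open. Leaving out a time point left 23 (4 h), 35 (12 h) or 40 (24 h) probes, and leaving out the control arrays gave 76. Harsher hybridization or washing on the YS arrays as the whole cause is argued against by the probes equal to a tea plant sequence, of which 10 of 53 (18.9%) differed, against 62 of 242 others (25.6%). Of these 10 probes 9 were higher in YS, which loss of signal on the YS arrays would not give, and 1 was lower. Their median size was 1.88, from 0.70 to 3.63, and the last value depends on the floor, to which 3 of the 4 BY signals of that probe were raised. A shift of all well matched probes by the normalization is too small to give these sizes, since the median over all 53 was -0.10, BY minus YS. Under each of the 7 normalizations with this model, between 5 and 12 probes equal to a tea plant sequence passed the threshold as higher in YS. For the 36 probes lower in YS it may be a part of the cause, since 63.9% of them (23 of 36) had 2 or more mismatches to every tea plant sequence, against 38.6% of the tested probes (114 of 295; Fisher's exact test, two-sided, p = 0.0016 for the called probes against the rest). Among the 36 higher in YS there were 11 such probes. The Fisher test treats probes of a family as independent, so its p-value may be too small. A difference between the cultivars stays open and was not tested apart from washing.

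Before normalization the arrays differed in brightness, by a log2 range of 1.52 in the miRNA probes and 1.53 in the spiked controls. A difference in staining or scanning may explain this, since both moved together (Pearson's r 0.802, exact permutation p = 0.0152, two-sided; Spearman's rho 0.762, p = 0.0368; n = 8 arrays). Without the 2 farthest arrays, BY at 24 h and the BY control, r was 0.661, and within YS and BY it was 0.837 and 0.948. A difference in the amount of RNA was not tested.

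miR474 fell in YS and rose in BY at 12 and 24 h. The normalization as the cause is argued against, since the difference of the responses at 24 h, YS minus BY, was -2.32 at its smallest over the 8 normalizations. For the fall in YS at 4 h harsher washing cannot be told apart from a cold response. The ratio of the M05 and M10 probes to their P probe changed from the YS control to 4 h by only -0.05, within the standard deviation of 0.07 over the BY arrays, but that these probes hold mismatches is an assumption, which neither the files nor the paper state. At 12 and 24 h this ratio fell by 1.66 and 0.69, and the miR474 probes have over 3 mismatches, so washing stays open there as well. A cold response that differs between the cultivars stays open as well.

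miR171 fell in BY at 24 h under each of the 8 normalizations (-0.77 at the highest), which argues against the normalization as the cause there. At 12 h the fall cannot be told apart from an effect of the normalization, because relative to all tested probes the median, though negative under each of the 8 normalizations, was only -0.26 at its highest. This is within the spread of a ratio of 2 arrays, 0.52 from single probes and 0.49 from the family's own median. It was -0.58 at its lowest.

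Inside the 12 families with both kinds of probe, the log2 signal in YS minus that in BY over the time points was lower in probes with 2 or more mismatches in 10 (median -0.55, range -1.92 to 0.61, exact sign test, two-sided, p = 0.039 without correction for the 2 comparisons made).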
